# Arabidopsis REI-LIKE proteins activate ribosome biogenesis during cold acclimation

**DOI:** 10.1038/s41598-021-81610-z

**Published:** 2021-01-28

**Authors:** Bo Eng Cheong, Olga Beine-Golovchuk, Michal Gorka, William Wing Ho Ho, Federico Martinez-Seidel, Alexandre Augusto Pereira Firmino, Aleksandra Skirycz, Ute Roessner, Joachim Kopka

**Keywords:** Molecular biology, Physiology, Plant sciences, Systems biology

## Abstract

Arabidopsis REIL proteins are cytosolic ribosomal 60S-biogenesis factors. After shift to 10 °C, *reil* mutants deplete and slowly replenish non-translating eukaryotic ribosome complexes of root tissue, while controlling the balance of non-translating 40S- and 60S-subunits. *Reil* mutations respond by hyper-accumulation of non-translating subunits at steady-state temperature; after cold-shift, a KCl-sensitive 80S sub-fraction remains depleted. We infer that Arabidopsis may buffer fluctuating translation by pre-existing non-translating ribosomes before de novo synthesis meets temperature-induced demands. *Reil1 reil2* double mutants accumulate 43S-preinitiation and pre-60S-maturation complexes and alter paralog composition of ribosomal proteins in non-translating complexes. With few exceptions, e.g. RPL3B and RPL24C, these changes are not under transcriptional control. Our study suggests requirement of de novo synthesis of eukaryotic ribosomes for long-term cold acclimation, feedback control of *NUC2* and *eIF3C2* transcription and links new proteins, AT1G03250, AT5G60530, to plant ribosome biogenesis. We propose that Arabidopsis requires biosynthesis of specialized ribosomes for cold acclimation.

## Introduction

The *Arabidopsis thaliana* Col-0 (Arabidopsis) REI1-LIKE (REIL) proteins, REIL1 (At4g31420) and REIL2 (At2g24500) are homologs of the yeast proteins Rei1 (YBR267W) and its paralog Reh1 (YLR387C). In yeast, the Rei1 and Reh1 proteins function as ribosome biogenesis factors that participate either in parallel or sequentially in late ribosome biogenesis steps of cytoplasmic 60S ribosomal subunit maturation^1,2^. Aside from this function, these proteins are required to maintain growth at suboptimal or cold temperatures. The yeast *∆rei1* mutant is cold sensitive already at moderately suboptimal temperatures. The *∆rei1 ∆reh1* double mutant is even more cold sensitive, while the *∆reh1* mutation alone has no effect on growth in the cold^3–5^. Heterologous expression of Arabidopsis REIL1, but not of REIL2 in part complements the cold sensitivity of the yeast *∆rei1* mutant^6^. The Arabidopsis REIL paralogs differ in structure from their yeast homologs. REIL1 and REIL2 are four zinc finger proteins with C2H2 zinc finger domains arranged in two pairs, namely ZF1/ZF2 at the N-terminus and ZF3/ZF4 at the center of the primary structure^6^. In contrast, both yeast paralogs contain only three canonical zinc fingers^1,3^. This observation is in line with a preliminary phylogenetic study^6^, as both analyses indicate that the duplications of the yeast and Arabidopsis REIL paralogs are evolutionary independent^6^.

Intriguingly, transfer-DNA (T-DNA) mutants of the Arabidopsis *REIL1* and *REIL2* genes, *reil1-1*, and allelic *reil2-1* or *reil2-2*, compared to the yeast *∆rei1* and *∆reh1* mutants have convergent growth responses at suboptimal temperature^6,7^. Arabidopsis REIL paralogs are required for plants to grow in the cold, e.g. at 4 °C or at 10 °C, but not for growth at optimized 20 °C temperature^6,8^. In agreement with these findings, the identical T-DNA insertion mutants of *reil2* were recently discovered in a screen for chilling sensitive Arabidopsis mutants^9^, namely *reil2.1/ stch4-2* (GK_166C10) and *reil2.2/ stch4-1* (SALK_040068).

The *reil1-1 reil2-1* double mutant, like yeast *∆rei1 ∆reh1* has a more severe cold phenotype and all but stops development after germination at 10 °C prior to the emergence of the first rosette leaf^6,8^. The double mutation is, however, non-lethal and a valid system for the investigation of REIL functions in plants as it maintains cellular integrity and acquires freezing tolerance after shifts from 20 to 4 °C or 10 °C cold^8^. Expression of amino-terminal FLUORESCENT PROTEIN (FP)-REIL fusion proteins driven by the UBIQUITIN10 promoter rescue the mutant phenotypes^8^. The two allelic *reil2-1* and *reil2-2* mutants are both growth retarded and form small spoon-shaped leaves at 10 °C^6,9^. This phenomenon reverts after shift from cold to optimal 20 °C. Except for slightly delayed germination, the *reil1-1* mutant, similar to yeast *∆reh1*, has no growth phenotype under the currently tested low temperature conditions^6,8^.

Previous functional analyses of Arabidopsis REIL proteins focused on vegetative photoautotrophic plant rosettes that were cultivated on soil and acclimated to 10 °C temperature. Conserved functions of the Arabidopsis REIL proteins and new functions that evolved on the path towards multicellular embryophyte plants became apparent^8^. As was expected in analogy to yeast, FP-REIL1 and FP-REIL2 fusion proteins localize to the cytosol^8,9^ and the REIL protein, appear to interact with eukaryotic ribosome complexes containing the 60S large ribosome subunit (LSU)^8–10^. Our current study locates REIL2 to the non-translating 60S fraction of Col-0 wild type roots.

In rosette leaves, REIL proteins accelerate 10 °C cold induced accumulation of cytosolic ribosome subunits and of cytosolic ribosomal RNA (rRNA). After cold shift, REIL proteins enhance gene expression of structural proteins of cytosolic ribosomes, ribosome biogenesis factors, and cytosolic translation initiation or elongation factors^8^. The acclimation responses occur within the first week after cold shift, while Arabidopsis wild type plants pass through a lag-phase before resuming growth. All of these processes lag behind in the *reil1-1 reil2-1* mutant that does not resume growth in the cold^6^. Our current study confirms these observations in roots and provides mechanistic insights beyond. Besides an influence on cold-induced plant ribosome remodeling and on the accumulation of cytosolic ribosome subunits after cold shift, Arabidopsis REIL proteins are apparently involved in plant-specific processes. For example, the *reil1-1 reil2-1* mutant does not activate FLOWERING LOCUS T gene expression in mature leaves after the cold shift and exhibits plant cold-acclimation responses at the 20 °C non-acclimated state, including premature activation of the C-REPEAT/DRE BINDING FACTOR1/ DEHYDRATION-RESPONSIVE ELEMENT BINDING (CBF/ DREB) regulon^8^. Analyses of the single paralog *reil2/ stch4* mutants confirmed the interaction of *reil2* function with the CBF/ DREB regulon^11–13^, with REIL2 deficiency delaying CBF/ DREB regulon activation and reducing CBF/ DREB protein accumulation in the cold. Ectopic overexpression of REIL2 under control of the 35S promoter conveyed enhanced chilling and freezing tolerance under mixotrophic in vitro conditions^9^.

To reveal organ-independent and likely direct or primary functions of Arabidopsis REIL proteins from more indirectly associated responses to REIL deficiency, we analyzed the root system of Arabidopsis Col-0 wild type and of *reil* mutant plants under 20 °C to 10 °C cold shift conditions and compared these results to previous analyses of mutant and wild type Arabidopsis rosette leaves. To obtain sufficient amounts of root material for multi-level systems analyses, we changed our experimental conditions from soil-grown plants^8^ to a mixotrophic hydroponic system that meets these demands. In this cultivation system, *reil* mutants retained reduced growth, but attenuated the previously reported strong growth and developmental phenotypes. For our current study, we did not adjust the growth conditions to stronger phenotypes. By analyzing *reil* mutants under conditions that cause small, but still noticeable phenotypes, we hope to reveal mutant effects that otherwise may be obscured by pleiotropic and secondary responses. For the purposes of identifying and understanding the mechanism of ribosome biogenesis in which Arabidopsis REIL proteins are involved and of discovering potential roles of REIL proteins for plant ribosome heterogeneity^14^, we analyzed ribosomal complexes and applied transcriptome and proteome profiling methods. In addition to the previously reported double mutant *reil1-1 reil2-1*^6–8^, we introduce a second double mutant, *reil1-1 reil2-2*, to our studies and analyzed abundances of ribosomal complexes from the single-paralog mutant lines, *reil1-1*, *reil2-1* and *reil2-2*, from which the double mutants originate.

## Results

### Hydroponic growth of *reil* mutant plants compared to the Arabidopsis Col-0 wild type

The established hydroponic system^10^ enabled sterile photomixotrophic cultivation of up to four Arabidopsis Col-0 wild type or mutant plants within a single container with 2% (w/v) sucrose in a liquid growth medium^15^ (Supplementary Fig. S1). Photoautotrophic cultivation of *reil1 reil2 double* mutants (DKOs) without sucrose caused slow growth and generated early flowering, dwarfed plants with small root systems. For this reason, we chose photomixotrophic cultivation for the current study. In the presence of 2% (w/v) sucrose, the Arabidopsis wild type reached the 10-leaf stage, i.e. Arabidopsis stage 1.10^16^, after approximately 4 weeks under standard long-day photoperiod conditions with external temperatures set to 20 °C during the day and 18 °C during night (Supplementary Fig. S1). Morphology of Arabidopsis rosettes differed from soil-grown plants. The leaf petioles were elongated and leaf laminae smaller than on soil^6,8^. Leaves of individual stage 1.10 plants overlapped minimally. From this stage onward, the single root systems entangled with each other and in part with the mesh that was required for cultivation. Only harvests of the complete root systems from four plants of a single container were feasible and allowed rapid physiological inactivation (Supplementary Fig. S2). For this reason, all biological replicates were pooled root samples of at least four plants from single growth containers or of more plants from multiple containers.

Root and shoot growth of the Arabidopsis wild type continued after cold shift. Cold shift was at stage 1.10 and exposed plants to 10 °C during the day and 8 °C during night under otherwise unchanged conditions. Plants phase-shifted to the generative phase and produced small inflorescences between 7 and 21 days after exposure to cold (Supplementary Fig. S2). Photomixotrophic cultivation did not fully abolish differential growth of mutants and Col-0 but growth and development of the *reil1-1* mutant was similar to wild type. Shoots of the mutants, *reil2-1, reil2-2,* and the double mutants, *reil1-1 reil2-1 (DKO1)* and *reil1-1 reil2-2 (DKO2)* remained slightly smaller than wild type after cold shift, but all mutants continued to grow and developed inflorescences (Supplementary Fig. S2). Shift to low temperature induced spoon-shaped leaf morphology of *reil2* mutants, but this phenotype was strongly attenuated compared to soil-grown *reil2* mutants^6^. In contrast to soil cultivation^8^, the double mutants were not fully growth arrested after 10 °C cold shift in our hydroponic growth system and continued to grow.

A preliminary study of mutant root systems from single plants of our cultivation system (Supplementary Fig. S3) showed delayed root growth and a shortened acropetal part of the primary root of the double mutants compared to the wild type. These observations became apparent 7 to 21 days after cold shift. At 21 days after cold shift, double mutant and *reil1-1* roots appeared to be less branched, indicative of an altered root branching pattern compared to the wild type (Supplementary Fig. S3). Further characterization of altered root growth and branching pattern were not performed due to the limitations of the cultivation system. We chose standardized temperature shift experiments that were similar in experimental design to previous experiments with soil-grown plants^6,8^. In agreement with these experiments, we started sampling at developmental stage 1.10 with the non-acclimated state followed by sampling at 1, 3, 7, and 21 days after shift to 10 °C cold.

### Analyses of ribosome complex abundances from roots confirm association of REIL deficiency with delayed 60S LSU accumulation after cold shift

Previous analyses of cytosolic ribosome complexes from Arabidopsis showed activation of cytosolic rRNA expression and concerted accumulation of transcripts coding for cytosolic ribosomal proteins (RPs) after a 10 °C cold shift from optimized temperatures^8^. The *reil1-1 reil2-1* mutant delayed these responses and the accumulation of the 60S LSU fraction compared to wild type. In this previous study^8^, we analyzed leaf material of soil-cultivated rosette plants. The presence of chloroplast ribosomes interfered in parts with the abundance analysis of cytosolic ribosome complexes. We succeeded to separate a 60S LSU fraction from the chloroplast 50S LSU and chloroplast 70S from 80S monosomes, but the polysome fractions or chloroplast 30S and cytosolic 40S small subunits (SSUs) remained non-resolved. For this reason, we did not investigate previously, an indicated concerted regulation of cytosolic 60S LSU with the abundances of other cytosolic ribosomes complexes.

To overcome this limitation and to extend and validate our analyses of the delayed accumulation of the 60S LSU in REIL deficient mutants, we focused on root material that became available in sufficient amounts of ~ 100 mg fresh weight per analysis by hydroponic cultivation. As we expected, plastid ribosome complexes, 30S, 50S, and 70S, were negligible in this material and much less abundant than cytosolic ribosomes. We obtained improved separation and purity of 40S SSU, 60S LSU, 80S ribosome fractions and analyzed the abundance of these fractions in wild type compared to the double mutants, *reil1-1 reil2-1* and *reil1-1 reil2-2*, and the respective single-paralog mutants, *reil1-1*, *reil2-1*, and *reil2-2* (Fig. 1). Based on the equal amounts of root fresh weight Arabidopsis wild type accumulated cytosolic ribosome complexes, especially the 80S fraction, at 1, 3, 7, and 21 days after shift to 10 °C. Profiles of ribosome complexes from both, the *reil1-1 reil2-1* and the *reil1-1 reil2-2* mutant, were distinct from wild type. The abundance of the 60S LSU fraction of both double mutants approximately equaled the 80S fraction already in the non-acclimated state. This difference to wild type persisted throughout cold acclimation (Fig. 1). In agreement with previous observations from leaf material, 60S LSU accumulation after cold shift lagged behind wild type in both *reil* double mutants (Fig. 1).

**Figure 1:**
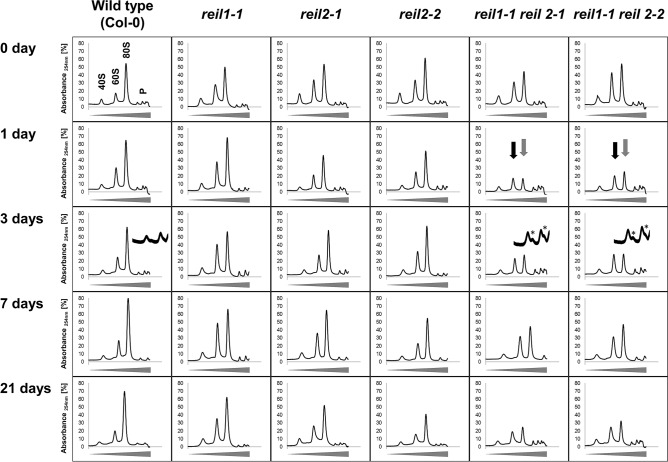
Sucrose density gradient analyses of ribosome complexes from equal amounts (fresh weight) of hydroponically grown total root material before (0 day) and at 1, 3, 7, or 21 days after shift from 20 °C (day)/ 18 °C (night) to 10 °C (day) and 8 °C (night). The *Arabidopsis thaliana* wild type (Col-0) was compared to the single-paralog mutants, *reil1-1*, *reil2-1*, *reil2-2*, and to the double mutants, *reil1-1 reil2-1* and *reil1-1 reil2-2*. Absorbance at wavelength 254 nm was recorded continuously during fractionation of 15–60% sucrose density gradients (tapered bars) and background corrected by a non-sample control. This is a composite figure of multiple centrifugation runs that each contained a non-sample control. Gradients varied slightly with each centrifugation run. Note the altered abundance pattern of ribosome complexes from the *reil1-1 reil2-1* and *reil1-1 reil2-2* double mutants in non-acclimated and acclimating states and the delay relative to Col-0 of 60S LSU (black arrows) and 80S monosome (grey arrows) accumulation after cold shift. Inserts into the day 3 analyses magnify the low-oligomer polysome region and demonstrate accumulation of half-mer polysomes (*) in the double mutants early after cold shift. Half-mer polysomes are polysome complexes with a stalled 40S preinitiation complex and one or more fully assembled 80S ribosomes. Positions of 40S, 60S, 80S and low-oligomer polysome complexes (P) are indicated in the top left panel.

### Changes of ribosome complex abundances reveal inter-complex correlations and responses to REIL deficiency

This observation and associated effects of other ribosome fractions became apparent by analyzing log_2_-transformed ratios of ribosome complex abundances of mutants compared to wild type at each time point of our temperature shift experiment (Fig. 2, Supplemental Table S1). In the non-acclimated state, all *reil* mutants increased the 60S LSU and the 40S SSU fractions ~ two-fold relative to wild type (Fig. 2A,B), but 80S monosomes had wild type levels (Fig. 2C). These observations in the non-acclimated state coincided with a slight increase of sum of all detected ribosome complexes (Fig. 2D). At 1 day after cold shift, all *reil* mutants except *reil1-1* reduced the 60S LSU and the 40S SSU fractions to approximate wild type levels (Fig. 2A,B). Reductions of these fractions were only marginal in the *reil1-1* mutant. All mutants subsequently returned to at least wild type levels and in most cases approximated the initial over-accumulation of 60S LSUs and 40S SSUs. The *reil1-1 reil2-1* and the *reil1-1 reil2-2* double mutants reduced the abundance of the 80S fraction up to four-fold relative to wild type upon cold shift (Fig. 2C). This phenomenon occurred at 1 day after cold shift and continued during prolonged cold exposure. In the *reil2* single-paralog mutants, the relative abundances of the 80S fraction were similarly but less reduced. The sum of all ribosome complexes was reduced at day 1 and 21 after cold shift in the double mutants and in part in the single mutants (Fig. 2D). The changes of 60S LSU and the 40S SSU abundances correlated with a Pearson´s correlation coefficient of r = 0.945 across all measurements of our experiment (Fig. 3A). The relative abundances of the 60S LSU and 80S monosome fractions, however, correlated less stringently, r = 0.607 (Fig. 3B).

**Figure 2:**
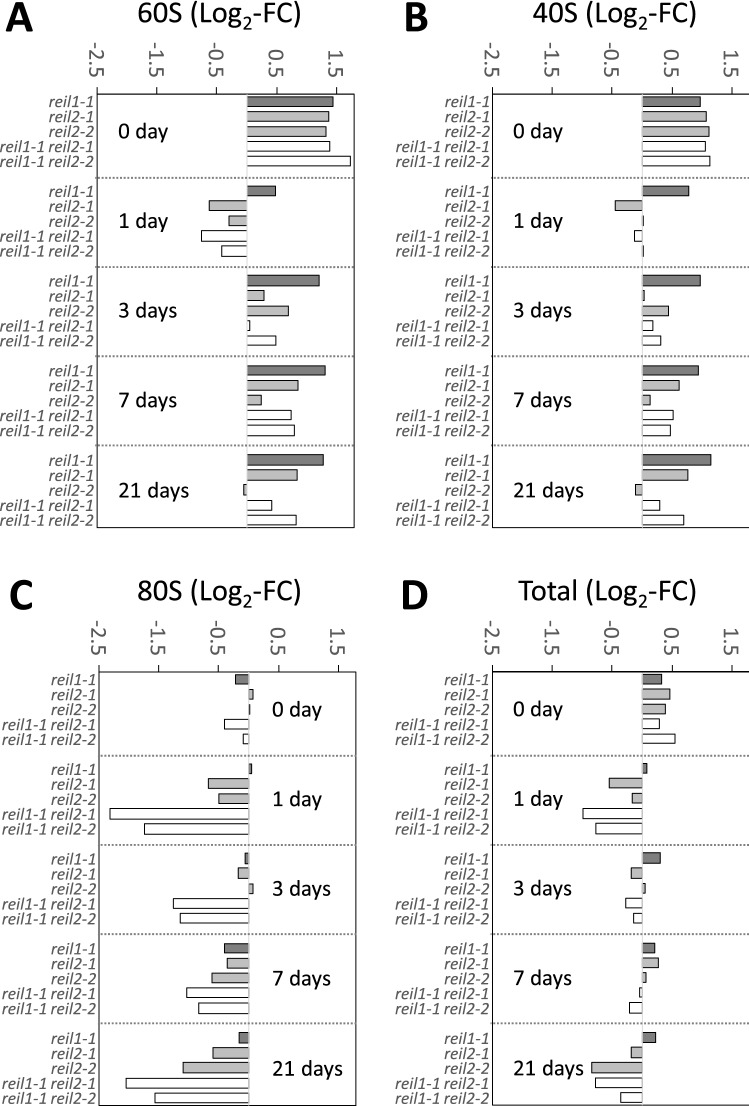
Relative quantification of abundances of ribosome complexes from non-acclimated (0 day) and 10 °C cold acclimating *reil* mutants at 1, 3, 7, or 21 days after shift (cf. Figure 1). Baseline corrected peak areas of ribosome complexes were integrated and log_2_-transformed ratios calculated relative to the wild type fractions at each time point, i.e. Log_2_-fold change (FC). The 60S LSU (**A**), 40S SSU (**B**), 80S monosomes (**C**) and the sum (“total”) of all detected ribosome complexes (**D**), were analyzed (dark grey*: reil1-1*, light grey: *reil2-1* and *reil2-2*, white: double mutants, *reil1-1 reil2-1* and *reil1-1 reil2-2*).

**Figure 3:**
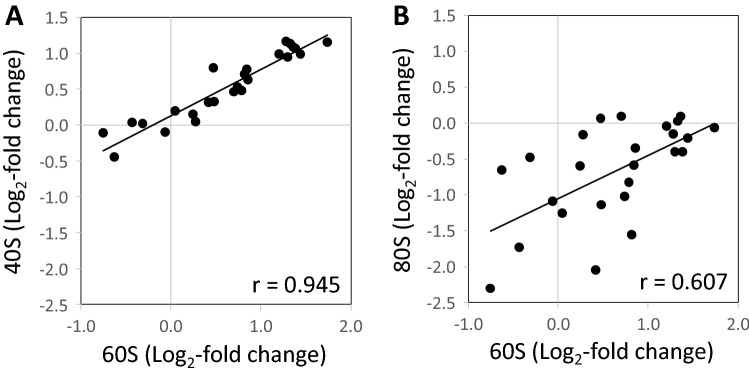
Correlation analyses of log_2_-transformed ratios of ribosome complex abundances comparing the cold induced changes of abundances relative to wild type of the 40S SSU (**A**) and of the 80S monosome fractions (**B**) to the changes of the 60S LSU fraction, respectively, across all analyzed *reil* mutants (cf. Figure 2). Inserts are the Pearson´s correlation coefficients (r) assuming a linear trend.

The effect of the double mutations on the 80S fraction was the largest and most consistent among the observed changes of cytosolic ribosome complexes. We exemplarily tested the 80S fractions of wild type and the *reil1-1 reil2-1* mutant for previously described heterogeneity^17,18^ using a sucrose sedimentation gradient tuned to separate translating ribosome fractions, specifically the 80S monosomes from the polysomes. Translating yeast or mammalian ribosomes are stable at high ionic strength. A sub-fraction of monosomes that are thought to be non-translating can be dissociated in vitro by elevating KCl levels during preparation^17,18^. Like in yeast and mammals, the 80S monosomes of plant roots partitioned into a KCl-sensitive and a stable fraction (Fig. 4). KCl concentrations that were elevated from regular 200 mM to 400 mM did not affect the root polysome fraction. In contrast, the 80S fraction that accumulated in Arabidopsis wild type roots at 21 days after cold shift was to a large extend KCl-sensitive as was indicated by associated decreases of 80S monosomes and increases of the 60S LSU and 40S SSU fractions (Fig. 4A). The 80S fraction of the *reil1-1 reil2-1* mutant contained only a minor amount of KCl-sensitive 80S monosomes (Fig. 4B). Like wild type, the polysome fraction of the *reil1-1 reil2-1* mutant was not KCl-sensitive. Polysome abundance was unchanged or slightly increased relative to wild type. We conclude that the failure of the double mutants to accumulate the 80S monosome fraction is likely a deficiency of accumulating the non-translating 80S sub-fraction.

**Figure 4:**
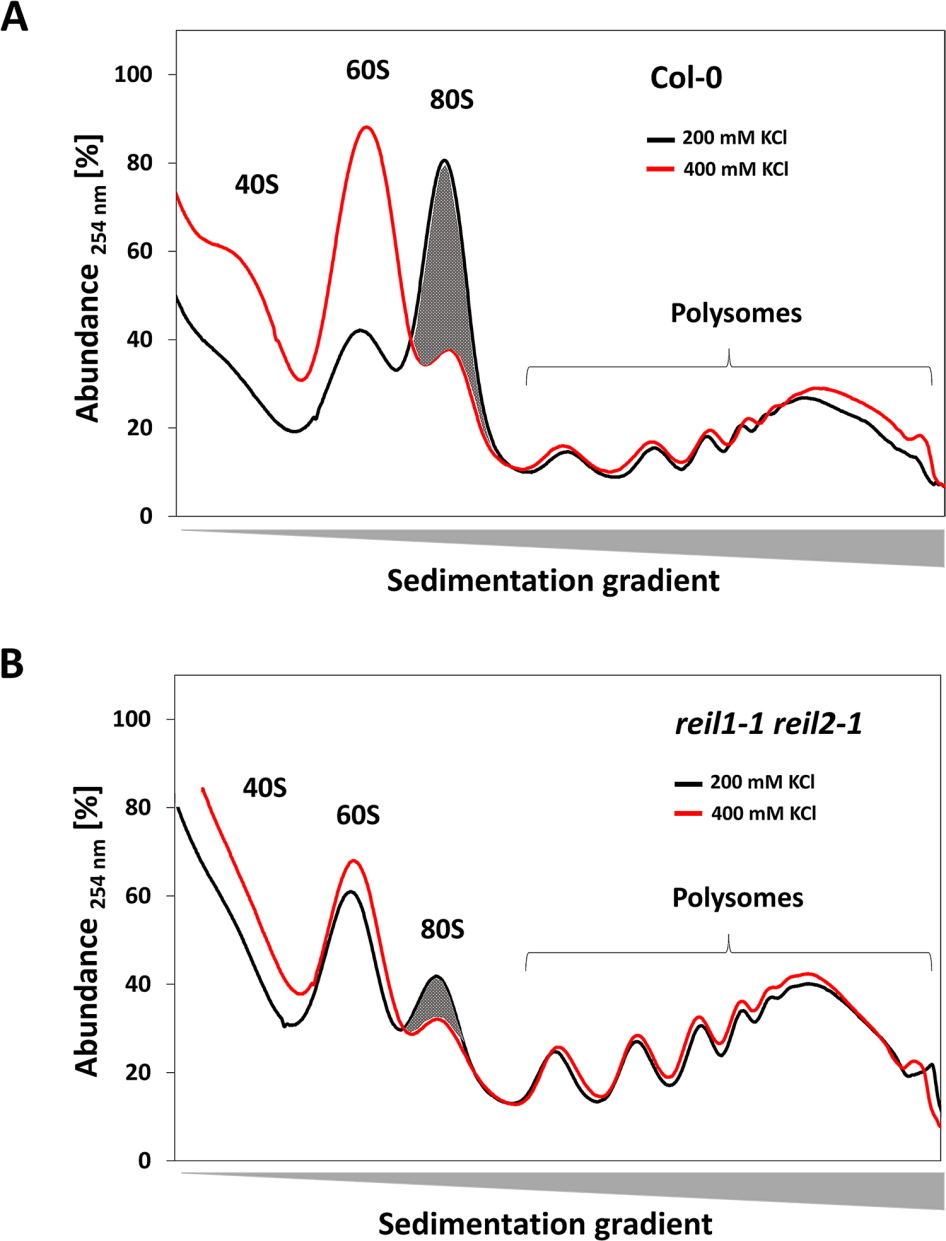
In vitro KCl-sensitivity test of monosomes and polysomes that were prepared from roots sampled at 21 days after start of 10 °C cold-acclimation. Arabidopsis Col-0 wild type (**A**) was compared to the *reil1-1 reil2-1* double mutant (**B**). Initial samples were homogenized and split into equal technical replicates. These replicates were extracted with PEB that either, contained a normal KCl concentration (200 mM, black) or an elevated KCl concentration (400 mM, red). Note that the acclimated wild type accumulated a large fraction of KCl-sensitive monosomes, whereas KCl-sensitive monosomes were almost absent from cold acclimated *reil1-1 reil2-1* preparations.

In summary, *reil* mutants appear to compensate deficiency of cytosolic ribosome biogenesis by over accumulation of free 60S LSU and 40S SSU and in the case of the double mutants by recruiting non-translating monosomes. These experiments, however, cannot distinguish between over accumulation of functional or incorrectly assembled ribosome subunits.

### REIL deficiency deregulates transcriptional temperature acclimation responses in roots

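Roots of hydroponically grown Col-0 and of both double mutants were harvested immediately before the shift from 20 °C to 10 °C (0 day) and 1 day or 7 days after it. Their RNA was hybridized to one-colour (Cy3) Agilent Arabidopsis 4X44K arrays. The 9 groups of genotype and time had 3 replicates each, and a replicate was the pooled root material of the plants of one hydroponic container, so that 27 arrays on 7 slides were available. The signal intensity deposited by the authors had been background-subtracted and detrended within each array by the scanner's Feature Extraction software and had not been scaled between arrays. Each array held 45220 features, of which 43803 were not controls, and these stood for 43603 probes of 35661 gene models. Between 70.4% and 82.3% of the non-control spots of an array were well above background, and no spot was saturated. The median signal of an array was between 286 and 435. Group medians were 395, 380 and 404 in Col-0 at 0, 1 and 7 days, 307, 397 and 354 in *reil1-1 reil2-1*, and 374, 369 and 338 in *reil1-1 reil2-2*. Signals were log2-transformed and quantile normalized as the methods state, spots marked as non-uniform were left out, and spots were averaged per probe and probes per gene model. Gene models with at least 1 probe well above background on all 3 arrays of at least 1 group were tested, which kept 26658 and left out 9001. The log_2_-FCs of group means were tested with limma, and *P* values were adjusted over all gene models tested by the method of Benjamini and Hochberg. The number of arrays limits the precision of every log_2_-FC.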

In the following, we focused on the two double mutants, *reil1-1 reil2-1* and *reil1-1 reil2-2*, and characterized samples of non-acclimated (0 day) and the early cold-acclimating states at 1 day or at 7 days after cold-shift to Col-0 wild type as basis of the subsequent ribosome and proteomic studies. Across the complete observation period, the *reil1-1 reil2-1* and *reil1-1 reil2-2* mutants shared constitutive reduction of expression of both *reil* genes in roots (Supplemental Fig. S5). 

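*REIL1* (AT4G31420) was represented by 2 gene models, with probes on chromosome 4 of TAIR10 from 15246429 to 15246593 and from 15245910 to 15245969. *REIL2* (AT2G24500) was represented by 1 gene model with probes on chromosome 2 from 10401398 to 10401540. The first *REIL1* gene model had log_2_-FCs of −6.66, −6.94 and −6.96 in *reil1-1 reil2-1* at 0, 1 and 7 days relative to Col-0 at the same time (SE 0.23, adjusted *P* at most 1.95e-13), and at 0 day it was well above background there on 2 of 3 arrays. In *reil1-1 reil2-2*, the log_2_-FCs of the same gene model were −3.82, −4.21 and −4.20, with adjusted *P* at most 4.86e-09. The second *REIL1* gene model had log_2_-FCs between −6.72 and −6.48 in *reil1-1 reil2-1* and between −3.86 and −3.58 in *reil1-1 reil2-2*. Both mutants carry the same *reil1-1* allele. *REIL1* was lower in *reil1-1 reil2-1* than in *reil1-1 reil2-2* at all 3 time points, by a log_2_-FC of −2.84 at 0 day for the first gene model. *REIL2* had log_2_-FCs of −8.64, −8.44 and −7.49 in *reil1-1 reil2-1* (SE 0.66, adjusted *P* at most 1.3e-06). It was well above background there on 1, 1 and 3 of 3 arrays of the 3 time points. In *reil1-1 reil2-2*, *REIL2* was not well above background on any of 9 arrays and was at least 619-fold, 863-fold and 553-fold lower than in Col-0 at 0, 1 and 7 days. The call of *REIL2* in *reil1-1 reil2-1* at 1 day was lost when only both groups compared were fitted (adjusted *P* = 0.245). No other limma fit that was run changed a call of either gene in the mutants. The paper gives T-DNA insertions in exon 2, and their place relative to the probes was not determined.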

The reduced gene expression in roots was similar to or in the case of residual *reil2* expression exceeded previous observations of *reil2* silencing in *reil1-1 reil2-1* leaves^8^, see Supplemental Table S2 of^8^.

We chose the early cold-acclimating states according to our previous observations of a Col-0 growth arrest after cold-shift. This arrest extended up to 7 days before growth resumed in the cold^8^. Thereby, we aimed to avoid, as best as possible, pleiotropic mutant effects that result from differential growth of the *reil* mutants at later time points. Besides sample characterization, we aimed to reveal at transcriptional level, potential mechanisms that may regulate ribosome complex abundance or may take part in potential compensation responses to *reil* deficiency (Supplemental Table S2).

Roots of Col-0 and the *reil* double mutants responded in our axenic, photomixotrophic, hydroponic growth system to 10 °C cold shift by expected functional enrichment of transcript changes^19^ that relate to cold stress. 

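The arrays' annotation assigned 56 tested gene models to cold acclimation and 331 tested gene models with a value on every array to response to cold. Means of gene sets were tested with limma's camera at an inter-gene correlation of 0.01, and the *P* values were adjusted over 31 terms with at least 10 members and 8 comparisons. The term cold acclimation had a mean log_2_-FC of 0.34 in Col-0 at 1 day (SD of the array means 0.10, adjusted *P* = 0.00945) and of 0.46 at 7 days (SD 0.12, adjusted *P* = 0.0130) relative to Col-0 at 0 day. The medians were 0.19 and 0.18. The term response to cold had a mean of 0.11 at 1 day (SD 0.06, adjusted *P* = 0.255) and of 0.22 at 7 days (SD 0.05, adjusted *P* = 0.0537), with a median of 0.07 at 7 days. A second family of tests compared all groups with Col-0 at 0 day, and the values of the mutants at 1 and 7 days relative to non-acclimated Col-0 were taken from it throughout. In this family the adjusted *P* of the term response to cold in Col-0 at 7 days was 0.0447. Against Col-0 at 0 day, the term cold acclimation had means of 0.16 (adjusted *P* = 0.196) and 0.41 (adjusted *P* = 0.00844) in *reil1-1 reil2-1* at 1 and 7 days. In *reil1-1 reil2-2* its mean was 0.34 at both times (adjusted *P* = 0.0456 and 0.0635). The means of the term response to cold were 0.12 and 0.15 in *reil1-1 reil2-1* and 0.15 and 0.09 in *reil1-1 reil2-2*, none past an adjusted *P* of 0.05. Compared with Col-0 at the same time, neither term differed in the mutants except the term response to cold in *reil1-1 reil2-2* at 7 days (mean −0.12, adjusted *P* = 0.0187). Of the 31 terms, 15 and 4 were past the threshold in Col-0 at 1 and 7 days. Relative to Col-0 at the same time, 11, 8 and 8 were past it in *reil1-1 reil2-1* at 0, 1 and 7 days and 8, 9 and 10 in *reil1-1 reil2-2*. The alternative that moved these counts most was camera with an inter-gene correlation estimated from the data, under which 0 terms were past the threshold in all 8 comparisons. With it, 3 and 2 terms in Col-0, 5, 1 and 1 in *reil1-1 reil2-1* and 4, 4 and 2 in *reil1-1 reil2-2* had unadjusted *P* below 0.05. Under fry, which needs no preset correlation, 7 and 6 terms were past the threshold in Col-0, 6, 0 and 0 in *reil1-1 reil2-1* and 3, 4 and 1 in *reil1-1 reil2-2*. The calls of the term cold acclimation in Col-0 held under fry (adjusted *P* = 0.0338 and 0.0284). The term response to cold was past the threshold under fry at both times (adjusted *P* = 0.0284 and 0.00307).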

Expression of genes belonging to the GOs, cold acclimation (GO:0009631) or cold response (GO:0009409), increased over time (Fig. 5A, Supplemental Table S3). 

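The log_2_-FCs of 8 single genes in Col-0 at 1 day relative to 0 day were 1.41 for *CBF1* (AT4G25490), 1.302 for *CBF2* (AT4G25470), 1.95 for *CBF3* (AT4G25480), 0.85 for *KIN1* (AT5G15960), 0.94 for *KIN2* (AT5G15970), 1.56 for *VIN3* (AT5G57380), 1.52 for *COR15A* (AT2G42540) and 3.44 for *COR15B* (AT2G42530). None of these was past an adjusted *P* of 0.05, and the smallest was 0.0690 for *COR15B*. At 7 days the log_2_-FC of *CBF2* was 2.37 (SE 0.44, adjusted *P* = 0.00387) and that of *CBF3* was 3.03 (SE 0.57, adjusted *P* = 0.00436). Both genes kept their call when any of the 6 arrays was left out. *CBF1* had a log_2_-FC of 2.36 at 7 days (SE 0.72, adjusted *P* = 0.0389) and, like *VIN3*, was well above background on 1 of 3 arrays of Col-0 at 0 day. The log_2_-FCs at 7 days were 1.42 for *KIN1* (adjusted *P* = 0.0151), 1.10 for *KIN2* (adjusted *P* = 0.0264), 2.27 for *COR15A* (adjusted *P* = 0.0130), 3.81 for *COR15B* (adjusted *P* = 0.0162) and 2.51 for *VIN3* (adjusted *P* = 0.0865). Without replicate 2 of Col-0 at 0 day, *CBF1* (2.09), *KIN1* (1.11), *KIN2* (0.95), *COR15A* (1.79) and *COR15B* (2.56) lost their calls at 7 days. The same genes lost them without replicate 3 (2.36, 1.41, 1.01, 2.34 and 3.96). Among the Col-0 arrays at 7 days, *CBF1* lost its call without any of the 3 replicates (2.47, 1.89 and 2.72), as did *KIN2* (1.09, 1.13 and 1.09). *KIN1* lost it without replicate 1 (1.22) and *COR15B* without replicate 2 (3.37). Without replicate 1 of Col-0 at 0 day, *CBF2* (1.72), *CBF3* (2.64), *KIN1* (1.16), *KIN2* (1.19), *COR15A* (1.92) and *COR15B* (4.53) gained a call at 1 day and *VIN3* (3.49) gained one at 7 days. *KIN1* was also called at 1 day when the brightest probe stood for each gene (1.87, adjusted *P* = 0.0477). *CBF1* was not called at 7 days without the filter on dim probes (adjusted *P* = 0.0541).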

Marker genes of cold acclimation and response, e.g. *CBF1*, *CBF2*, *CBF3*, *KIN1*, *KIN2*, *VIN3*, *COR15A* or *COR15B*, changed accordingly (Supplemental Fig. S4). Inversely to the cold response, expression of heat response genes (GO:0009408) significantly decreased in our root samples (Fig. 5A). This observation differed compared to our previous experiments with soil cultivated rosette leaves^8^ and was accompanied by high light intensity (GO:0009644), hydrogen peroxide (GO:0042542) and reactive oxygen species (GO:0000302) responses. Together these observations indicated that the roots of Col-0 and those of the *reil* double mutants were subject to stress in our cultivation system (Fig. 5A). This stress likely arose due to the artificial, light exposed hydroponic cultivation of roots in this study.

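The term response to heat had 170 tested members and a mean log_2_-FC of −0.21 in Col-0 at 1 day (SD of the array means 0.23, adjusted *P* = 0.313) and of −0.29 at 7 days (SD 0.20, adjusted *P* = 0.143, median −0.13) relative to 0 day. With non-acclimated Col-0 as reference, the mean was −0.17 and −0.38 in *reil1-1 reil2-1* at 1 and 7 days (adjusted *P* = 0.868 and 0.0287) and −0.23 and −0.40 in *reil1-1 reil2-2* (adjusted *P* = 0.219 and 0.0101). At 0 day the mean was 0.09 in *reil1-1 reil2-1* (adjusted *P* = 0.694) and 0.22 in *reil1-1 reil2-2* (adjusted *P* = 0.0244). No comparison of this term with non-acclimated Col-0 was past the threshold under fry. By the PAGE z-score, the test that the methods name, the term was past the threshold in Col-0 and in both mutants in the cold.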

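The term response to high light intensity had 63 tested members with a value on every array and a mean log_2_-FC of −0.29 in Col-0 at 1 day (adjusted *P* = 0.0316) and of 0.06 at 7 days (median 0.20, adjusted *P* = 0.0854). Relative to non-acclimated Col-0, its mean was −0.37 and −0.21 in *reil1-1 reil2-1* at 1 and 7 days (adjusted *P* = 0.0101 and 0.868) and −0.25 and −0.28 in *reil1-1 reil2-2* (adjusted *P* = 0.222 and 0.280). Relative to Col-0 at the same time, the mean was 0.30 in *reil1-1 reil2-2* at 0 day (adjusted *P* = 0.0179). At 7 days it was −0.27 in *reil1-1 reil2-1* (adjusted *P* = 0.000309) and −0.34 in *reil1-1 reil2-2* (adjusted *P* = 3.29e-06). The term response to hydrogen peroxide, with 59 tested members, had means of −0.15 and −0.07 in Col-0 at 1 and 7 days, of −0.18 and −0.20 in *reil1-1 reil2-1* and of −0.21 and −0.17 in *reil1-1 reil2-2* relative to non-acclimated Col-0, none past the threshold. In *reil1-1 reil2-1* at 0 day its mean was 0.26 (adjusted *P* = 0.00533 by camera and 0.0385 by fry). The term response to reactive oxygen species, with 40 tested members, was not past the threshold in any comparison.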

**Figure 5:**
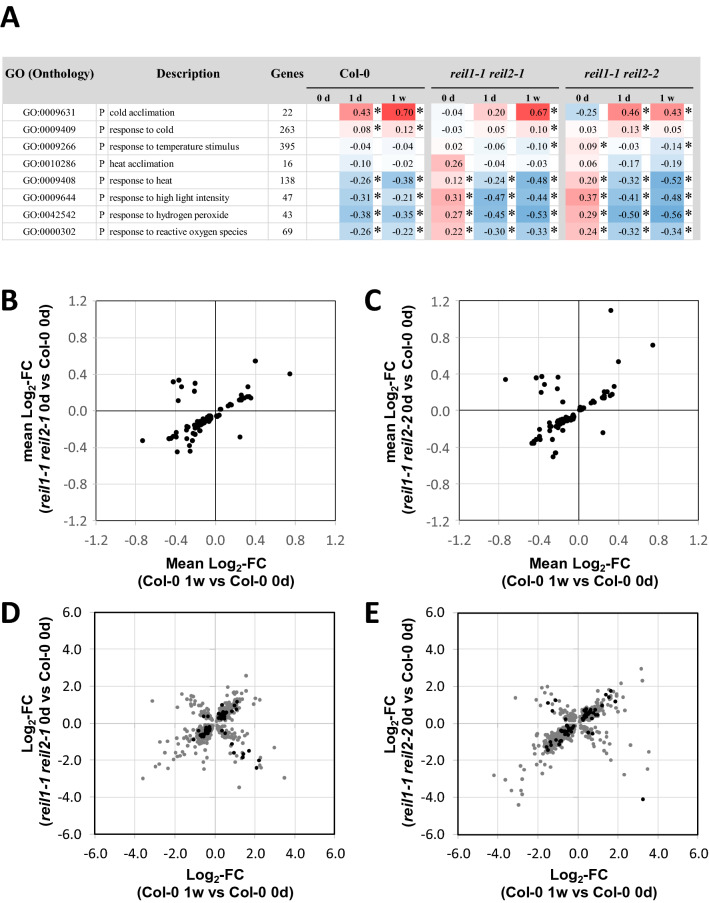
Functional enrichment and transcript correlation analyses of differential gene expression in the roots of Col-0, and the *reil1-1 reil2-1* and *reil1-1 reil2-2* double mutants in the non-acclimated state (0 day, 20 °C) and shifted to 10 °C cold for 1 day or 7 days. Differential gene expression is determined relative to non-acclimated Col-0 at optimized temperature 20 °C. (**A**) Mean log_2_-fold changes (FC) of temperature related GO terms. Significant positive or negative functional enrichments, i.e. FDR-adjusted *P*-values < 0.05, are indicated by asterisks. The heat map color scale ranges from log_2_-FC + 1.5 (red) to − 1.5 (blue). Mean log_2_-FC, z-scores, and FDR-adjusted *P*-values of gene sets from 2145 GO terms are calculated by parametric analysis of gene set enrichment (PAGE)^19^ (Supplemental Table S3). (**B**) Mean log_2_-FC of shared significantly enriched GO terms from the non-acclimated *reil1-1 reil2-1* mutant (0 d) compared to acclimated Col-0 at 7 days after shift. (**C**) Mean log_2_-FC of shared significantly enriched GO terms from the non-acclimated *reil1-1 reil2-2* mutant (0 d) compared to acclimated Col-0 at 7 days after shift. Note that both double mutants and cold acclimated Col-0 shared 100 GO terms of 2145 (FDR-adjusted *P* < 0.05). (**D**) Significantly changed transcripts of non-acclimated *reil1-1 reil2-1* relative to non-acclimated Col-0 compared to significant cold-responsive transcripts of Col-0 at 7 days after cold shift (P < 0.05, gray, P < 0.01 black, heteroscedastic T-tests). (**E**) Significantly changed transcripts of non-acclimated *reil1-1 reil2-2* relative to non-acclimated Col-0 compared to significant cold-responsive transcripts of Col-0 at 7 days after cold shift (P < 0.05, gray, P < 0.01 black, heteroscedastic *t* tests). Note that correlation coefficients are not calculated because assumptions of linear correlation do not apply to the full set of observations.

Our previous study showed that mature leaves of *reil1-1 reil2-1* are prematurely cold acclimated at 20 °C^8^. In our current study, we selected GOs that had significant enrichment of log_2_-FCs in non-acclimated *reil* double mutant roots at 20 °C compared to non-acclimated wild type at the same temperature. We compared these changes to the significant log_2_-FCs of wild type after 7 days at 10 °C relative to the non-acclimated wild type. For this purpose, we applied two thresholds of FDR-adjusted *P* < 0.01 or 0.05 (Fig. 5B,C). 

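The mutants at 0 day and Col-0 at 7 days share the Col-0 arrays at 0 day as their reference, so that noise of these arrays enters both log_2_-FCs with the same sign. Of the 31 terms tested, 4 were past the threshold in Col-0 at 7 days. Of these, cold acclimation and the small nucleolar ribonucleoprotein complex (mean log_2_-FC 0.21, adjusted *P* = 0.0364) were higher in Col-0 and not past the threshold in either mutant at 0 day. The latter was near it in *reil1-1 reil2-2* (mean 0.17, adjusted *P* = 0.0540, and 0.0450 in the family relative to non-acclimated Col-0). Transferases of glycosyl groups and root hair cell differentiation were lower in Col-0 at 7 days, with means of −0.14 (adjusted *P* = 0.00585) and −0.50 (adjusted *P* = 0.0156), and lower in both mutants at 0 day. The term transfer of glycosyl groups had means of −0.18 in *reil1-1 reil2-1* (adjusted *P* = 0.00148) and −0.10 in *reil1-1 reil2-2* (adjusted *P* = 0.00513) at 0 day. Those of the term root hair cell differentiation were −0.46 (adjusted *P* = 0.0334) and −0.55 (adjusted *P* = 0.00103).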

The mean log_2_-FCs of genes from the selected GOs of the non-acclimated *reil* double mutants appeared to correlate to the mean log_2_-FCs of the cold acclimated wild type. However, part of the cold responsive GOs responded inversely (Fig. 5B,C). The overlay of both, positive and negative correlations was even more obvious at single gene level (Fig. 5D,E). 

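Across the 26658 gene models tested, Pearson's r between the log_2_-FC of the mutant at 0 day and the log_2_-FC of Col-0 at 7 days, both relative to Col-0 at 0 day, was 0.217 for *reil1-1 reil2-1* and 0.261 for *reil1-1 reil2-2*. Spearman's rho was 0.289 and 0.262. Genes are not independent replicates, and no P value is given for these 2 correlations across genes. In 100 simulated draws without any effect, in which both log_2_-FCs shared the noise of the Col-0 arrays at 0 day, r was 0.513 on average and ranged from 0.0824 to 0.819. When the 3 Col-0 arrays at 0 day were divided so that each log_2_-FC had its own, the mean r of the 6 divisions was −0.00418 for *reil1-1 reil2-1*, with a range from −0.405 to 0.272, and 0.0439 for *reil1-1 reil2-2*, with a range from −0.383 to 0.322. With single arrays left out, r in *reil1-1 reil2-1* was 0.514 without replicate 1 and 0.0824 without replicate 3 of Col-0 at 0 day, and r in *reil1-1 reil2-2* was 0.530 without replicate 1. Past an adjusted *P* of 0.05, 3202 gene models changed in Col-0 at 7 days, 1419 higher and 1783 lower. Gene models that differed from Col-0 numbered 1256 in *reil1-1 reil2-1* at 0 day, 596 higher and 660 lower, and 315 in *reil1-1 reil2-2* at 0 day, 135 higher and 180 lower. Among the limma fits that use every array of both groups, the one with only both groups compared moved these counts most, to 2 in Col-0 at 7 days, 8 in *reil1-1 reil2-1* and 14 in *reil1-1 reil2-2*. Slide as a block also gave 14 in *reil1-1 reil2-2*. Leaving out replicates of Col-0 at 0 day moved the count of Col-0 to 6322 without replicate 1, 611 without replicate 2 and 549 without replicate 3, and that of *reil1-1 reil2-1* to 2267, 414 and 165. The count of Col-0 was 1448 and 1556 without replicates 1 and 3 at 7 days. That of *reil1-1 reil2-1* was 587 and 160 without its own replicates 1 and 3, while *reil1-1 reil2-2* had 93 without replicate 3 of Col-0 at 0 day and 79, 54 and 757 without its own replicates 1, 2 and 3.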

In all of our four correlation analyses, namely the two double mutants at the two significant thresholds, *P* < 0.05 and *P* < 0.01, the assumption of linear correlations did not apply. Therefore, correlation coefficients were not calculated. 

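Gene models past the threshold in *reil1-1 reil2-1* at 0 day and in Col-0 at 7 days numbered 273, of which 257 changed the same way, 137 higher and 120 lower in both. The other 16 changed the opposite way. The corresponding number for *reil1-1 reil2-2* was 74, of which 57 changed the same way, 27 higher and 30 lower, and 17 the opposite way. By the methods' t-test at an unadjusted *P* of 0.05, 694 and 731 gene models were past the threshold in both comparisons, 583 and 623 of them in the same direction. The Col-0 arrays at 0 day are the reference of both changes, so that genes selected in both tend to share a direction without any effect of the genotype. Among gene models past the threshold and well above background on all arrays of both groups, the 3 highest and 3 lowest of each comparison were taken as its top genes. In Col-0 at 7 days they were AT4G33720 (log_2_-FC 5.05, adjusted *P* = 0.0454), AT3G03670 (4.61, adjusted *P* = 0.038) and *ARD3* (4.16, adjusted *P* = 0.0428) among those higher, which lost their calls without any of 5 of the 6 arrays. Those lowest were *AGP30* (−4.72, SE 1.05, adjusted *P* = 0.00975), AT1G26380 (−4.17, SE 0.85, adjusted *P* = 0.00608) and *PER4* (−4.07, SE 0.70, adjusted *P* = 0.00289). *AGP30* lost its call without replicate 2 (−4.23) or replicate 3 (−4.21) of Col-0 at 0 day. In *reil1-1 reil2-1* at 0 day, AT4G33720 had a log_2_-FC of 5.79 (SE 1.60, adjusted *P* = 0.0435), AT4G07820 of 3.73 (SE 0.81, adjusted *P* = 0.0172) and *MYBL2* of 3.51 (SE 0.99, adjusted *P* = 0.0472). AT4G33720 and *MYBL2* each lost their calls without any of 5 arrays. Its lowest top genes were AT3G12760 (−6.67, SE 0.24, adjusted *P* = 1.95e-13), the second gene model of *REIL1* (−6.48) and the transcript AY090965 (−6.08, SE 0.41, adjusted *P* = 2.7e-08). In *reil1-1 reil2-2* at 0 day, AT3G56210 (4.41, SE 0.81, adjusted *P* = 0.011), AT4G07820 (3.87, adjusted *P* = 0.0241) and AT2G17050 (2.39, SE 0.52, adjusted *P* = 0.029) were the highest top genes. The lowest ones were AT5G38910 (−5.78, SE 0.92, adjusted *P* = 0.0034), *PBS3* (−5.23, SE 0.82, adjusted *P* = 0.00286) and AT5G26690 (−5.15, SE 0.77, adjusted *P* = 0.00237). AT4G07820 lost its call in *reil1-1 reil2-1* without replicate 2 (3.38) or replicate 3 (2.74) of Col-0 at 0 day or replicate 3 of the mutant (4.01). In *reil1-1 reil2-2* it lost its call without the same Col-0 replicates (3.52 and 2.88) or replicates 1 (3.85) and 2 (4.12) of the mutant. AT3G56210 lost its call without replicate 1 (4.22) or replicate 2 (4.35) of *reil1-1 reil2-2*, and AT2G17050 without any of 4 arrays.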

We concluded that *reil* double mutant roots deregulate transcriptional cold acclimation at 20 °C in our growth system, with two subsets of genes, which either prematurely activate or prematurely deactivate in our photomixotrophic cultivation system that masks carbohydrate mediated signals. This response differs from premature cold acclimation as was indicated by transcription factors that control cold acclimation, e.g. *CBF1*, *CBF2* and *CBF3*. Transcripts of these factors did not consistently accumulate prematurely and expression of cold response marker genes, e.g. *KIN1*, *KIN2*, *VIN3*, *COR15A*, and *COR15B*, was even reduced (Supplemental Fig. S4).

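At 0 day the log_2_-FCs of *CBF1*, *CBF2* and *CBF3* relative to Col-0 were 0.57, 0.52 and 1.09 in *reil1-1 reil2-1* and −0.27, 0.66 and 0.14 in *reil1-1 reil2-2*, none past an adjusted *P* of 0.05. *KIN1* had log_2_-FCs of −0.52 and −0.61 in the mutants in the same order, *KIN2* of −0.86 and −0.56, *VIN3* of −1.18 and −0.32, *COR15A* of −1.15 and −1.28 and *COR15B* of −1.95 and −2.70. All 10 values were negative and none was past the threshold, with the smallest adjusted P being 0.103 for *KIN2* in *reil1-1 reil2-1*. The spread of *COR15B* between arrays of Col-0 at 0 day was wide, with a mean log2 signal of 7.51 (SD 2.35, n = 3). Without replicate 2 of this group its log_2_-FC in *reil1-1 reil2-2* was −3.94 (adjusted *P* = 0.0382). At 0 day *VIN3* was well above background on 1 of 3 arrays of Col-0, 1 of 3 of *reil1-1 reil2-1* and 2 of 3 of *reil1-1 reil2-2*, and *CBF1* on 1, 2 and 1 of 3.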

### REIL deficiency affects transcription of root morphogenesis genes and activates expression of cytosolic ribosome and translation related genes

Transcription of 34 GO terms had significant (FDR-adjusted *P* < 0.05) enrichment in both *reil* mutants relative to non-acclimated Col-0 across all time points of our study (Supplemental Table S3). These GO terms comprised the four previously mentioned stress stimuli (Fig. 5A) and two miscellaneous GOs, manganese ion binding, GO:0030145, and glycoside metabolic processes, GO:0016137 (Supplemental Fig. S6).

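The term manganese ion binding had 37 tested members with a value on every array and a mean log_2_-FC relative to Col-0 of −0.55 in *reil1-1 reil2-1* at 0 day (SD of the array means 0.10, median −0.25, adjusted *P* = 0.0187 by camera and 0.00196 by fry). In *reil1-1 reil2-2* at 0 day its mean was −0.38 (median 0.00, adjusted *P* = 0.161), and relative to Col-0 at the same time it was 0.43 at 1 day (adjusted *P* = 0.0110). Against Col-0 at 0 day, the means were 0.10 and 0.16 in *reil1-1 reil2-1* at 1 and 7 days and 0.40 (adjusted *P* = 0.0191) and 0.15 in *reil1-1 reil2-2*. Of these 4, by camera only the value of *reil1-1 reil2-2* at 1 day was past the threshold. By fry those of *reil1-1 reil2-1* at 7 days (adjusted *P* = 0.0395) and of *reil1-1 reil2-2* at 0 day (adjusted *P* = 0.0335) and 1 day (adjusted *P* = 0.00228) were past it in this family, as was that of *reil1-1 reil2-1* at 0 day. The term glycoside metabolic processes had 0 members in the arrays' annotation and was not tested. Of the 31 terms tested relative to non-acclimated Col-0, 5 were past the threshold in both mutants at all 3 time points by camera, 1 by fry and 5 by the PAGE z-score. The 5 terms by camera were ribosome, translation, transfer of glycosyl groups, cytosolic large subunit and ribosome biogenesis, of which transfer of glycosyl groups alone changed in one direction throughout. Its means were −0.18, −0.14 and −0.15 in *reil1-1 reil2-1* at 0, 1 and 7 days and −0.10, −0.11 and −0.09 in *reil1-1 reil2-2*, with adjusted *P* between 0.00102 and 0.0145.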

A major common response pattern of the mutants corresponded to our observation of altered mutant root morphology (Supplemental Fig. S3). Twelve GO terms had constitutively reduced expression. These GOs were related to developmental processes, GO:0021700, root and root hair morphogenesis, GO:0010015 and GO:0010054, and cell wall organization and biogenesis, GO:0071554 (Supplemental Fig. S6A).

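The term root morphogenesis had 16 tested members and mean log_2_-FCs of −0.19 in *reil1-1 reil2-1* (adjusted *P* = 0.0633 by camera and 0.0203 by fry) and −0.11 in *reil1-1 reil2-2* (adjusted *P* = 0.505) at 0 day. With non-acclimated Col-0 as reference, its means at 1 and 7 days were 0.02 and −0.03 in *reil1-1 reil2-1* and 0.04 and 0.06 in *reil1-1 reil2-2*, none past the threshold. The term cell wall organization or biogenesis, with 33 tested members that had a value on every array, had means at 0 day of −0.19 (adjusted *P* = 0.076 by camera and 0.0322 by fry) and −0.04 (adjusted *P* = 0.398). In the cold its means were −0.19 and −0.21 in *reil1-1 reil2-1* at 1 and 7 days (adjusted *P* = 0.0719 and 0.0338) and −0.13 and −0.16 in *reil1-1 reil2-2*, while Col-0 had −0.20 and −0.24, none of the last 4 past the threshold by camera. By fry, all 6 were past it, with adjusted *P* of 0.0186 and 0.0146 in *reil1-1 reil2-1*, 0.0438 and 0.0345 in *reil1-1 reil2-2* and 0.0438 and 0.015 in Col-0. The term root epidermal cell differentiation, with 24 tested members, had means of −0.28 (adjusted *P* = 0.0140) and −0.24 (adjusted *P* = 0.0549) in *reil1-1 reil2-1* and −0.30 (adjusted *P* = 0.00933) and −0.15 (adjusted *P* = 0.179) in *reil1-1 reil2-2* at 1 and 7 days relative to non-acclimated Col-0. The term transfer of hexosyl groups, with 86 tested members that had a value on every array, had means of −0.24 (adjusted *P* = 0.00168) and −0.17 (adjusted *P* = 0.00334) at 0 day. The term developmental processes had 0 members in the arrays' annotation and the term trichoblast differentiation had 3, so that neither was tested.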

Eight of the remaining GO terms were related to translation or ribosome complexes, specifically to both subunits of cytosolic ribosomes (Fig. 6A,B). Col-0 transiently activated gene expression of cytosolic ribosomal proteins (RPs) at day 1. In contrast, *reil1-1 reil2-1* and *reil1-1 reil2-2* consistently activated expression of cytosolic RP genes both, at days 1 and 7 after the cold shift. 

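The list of cytosolic RPs held 243 gene models, of which 226 were tested and 224 had a value on every array. Their mean log_2_-FC in Col-0 relative to 0 day was 0.25 at 1 day (median 0.26, adjusted *P* = 1e-13 by camera), with 208 of 224 gene models higher. It was −0.00 at 7 days (median −0.02, adjusted *P* = 0.747), with 106 higher. The mean log2 signal of the list was 12.98 (SD 0.05, n = 3) at 0 day, 13.23 (SD 0.15) at 1 day and 12.97 (SD 0.05) at 7 days. Every array of Col-0 at 1 day had a higher mean than every array at 0 day (two-sided exact permutation test, *P* = 0.1, the smallest that 3 arrays against 3 allow). On the single slide that held arrays of both groups, the difference at 1 day was 0.03. No call of this list by camera, in Col-0 or in the mutants relative to Col-0 at the same time, held under fry (smallest adjusted *P* = 0.244) or under camera with an estimated correlation (0.716). The PAGE z-score made the same calls. In Col-0, the alternative with every array that moved the list most was slide as a block, under which the mean at 7 days was −0.14 (adjusted *P* = 0.00739). By limma, 0 of the 226 gene models were past the threshold at 1 day, also when adjusted over the list alone, while 76 had an unadjusted *P* below 0.05, 73 of them higher.

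**Figure D1:**
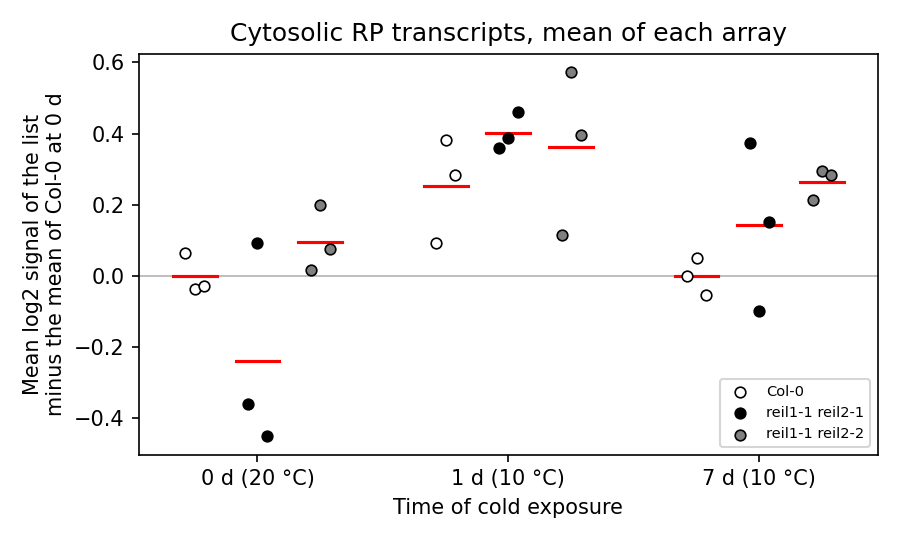
Mean log2 signal of the cytosolic RP list minus the mean of Col-0 at 0 day (y axis) by time of cold exposure (x axis), with a point for each of the 27 arrays and a red line for each group mean. Before subtraction the arrays of reil1-1 reil2-1 at 0 day have means of 12.61, 13.07 and 12.52, and those of Col-0 at 0 day 13.04, 12.94 and 12.95.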

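Relative to non-acclimated Col-0, the cytosolic RP list had mean log_2_-FCs of 0.40 at 1 day (median 0.38, adjusted *P* = 1.11e-17) and 0.14 at 7 days (median 0.15, adjusted *P* = 0.000282) in *reil1-1 reil2-1*. In *reil1-1 reil2-2* they were 0.36 at 1 day (median 0.33, adjusted *P* = 1e-18) and 0.26 at 7 days (median 0.21, adjusted *P* = 8.49e-11). By fry, adjusted *P* values of these 4 means were between 0.2 and 0.543. The group means of the log2 signal were 13.38 at 1 day and 13.12 at 7 days in *reil1-1 reil2-1* and 13.34 and 13.24 in *reil1-1 reil2-2*. At 7 days the array means were 13.35, 12.88 and 13.13 in *reil1-1 reil2-1* and 13.19, 13.27 and 13.26 in *reil1-1 reil2-2*.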

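The tested list of plastid RPs held 6 gene models, and a second list from the GO terms of plastid ribosomes held 9. Against Col-0 at 0 day, the first list had mean log_2_-FCs of 0.02 (adjusted *P* = 0.875) and −0.08 (adjusted *P* = 0.639) in *reil1-1 reil2-1* at 1 and 7 days. Its means in the other mutant were −0.05 (adjusted *P* = 0.875) and −0.08 (adjusted *P* = 0.654). The organelle ribosome terms had between 0 and 5 members in the arrays' annotation and were not tested as sets. A list of 59 gene models of chloroplast RPs from GO terms, chosen after the data were seen, had means of 0.10 and 0.0020 in *reil1-1 reil2-1* and 0.05 and 0.02 in *reil1-1 reil2-2*, none past the threshold.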

Expression of organelle RP genes did not significantly change in both mutants (Fig. 6A). 

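The term translation had 377 tested members with a value on every array and a mean log_2_-FC in Col-0 of 0.22 at 1 day (adjusted *P* = 2.42e-11) and 0.01 at 7 days (adjusted *P* = 0.845). In the mutants relative to non-acclimated Col-0, its means at 1 and 7 days were 0.33 (adjusted *P* = 5.57e-13) and 0.12 (adjusted *P* = 0.00922) in *reil1-1 reil2-1* and 0.27 (adjusted *P* = 8.29e-13) and 0.18 (adjusted *P* = 2.69e-06) in *reil1-1 reil2-2*. Compared with Col-0 at the same time, the means were −0.12, 0.10 and 0.11 in *reil1-1 reil2-1* at 0, 1 and 7 days and 0.10, 0.05 and 0.17 in *reil1-1 reil2-2*, all past the threshold by camera except *reil1-1 reil2-2* at 1 day (adjusted *P* = 0.166). The large subunit (135 such members, *REIL1* and *REIL2* among them) had means of 0.28 in Col-0 at 1 day (adjusted *P* = 5.8e-12), of 0.25 and 0.01 in *reil1-1 reil2-1* at 1 and 7 days relative to non-acclimated Col-0, and of 0.23 and 0.12 in *reil1-1 reil2-2*. The value of 0.01 had a median of 0.15 and an adjusted *P* of 0.00742. Without the 3 gene models of *REIL1* and *REIL2*, a choice made after the data were seen, the corresponding means of the large subunit were 0.27 in Col-0, 0.41 and 0.16 in *reil1-1 reil2-1* and 0.37 and 0.26 in *reil1-1 reil2-2*, all past the threshold by camera. The small subunit (109 such members) had corresponding means of 0.21 (adjusted *P* = 1.15e-07) in Col-0, of 0.35 and 0.11 in *reil1-1 reil2-1* and of 0.31 and 0.20 in *reil1-1 reil2-2*, all past the threshold by camera. The cytosolic ribosome (230 such members) had means of 0.10 (adjusted *P* = 1.94e-05) in Col-0, of 0.18 and 0.03 in *reil1-1 reil2-1* and of 0.21 and 0.11 in *reil1-1 reil2-2*, all past the threshold by camera except *reil1-1 reil2-1* at 7 days (adjusted *P* = 0.144). Relative to Col-0 at the same time, the term cytosolic large subunit had negative means and positive medians in *reil1-1 reil2-1* at 1 and 7 days (−0.03 with a median of 0.12, −0.02 with a median of 0.16) and in *reil1-1 reil2-2* at 1 day (−0.05 with a median of 0.06). Without *REIL1* and *REIL2* these 3 means were 0.14, 0.14 and 0.09.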

The GO terms translation (GO:0006412) and the GO terms of cytosolic RP genes (GO:0022625–GO:0022627) responded similarly. 

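The term translation initiation factor activity had 100 tested members with a value on every array and a mean log_2_-FC in Col-0 of 0.17 at 1 day (adjusted *P* = 4.75e-07 by camera and 0.0284 by fry) and 0.07 at 7 days (adjusted *P* = 0.176). With non-acclimated Col-0 as reference, its means at 1 and 7 days were 0.22 (adjusted *P* = 4.98e-07) and 0.13 (adjusted *P* = 0.0189) in *reil1-1 reil2-1* and 0.15 (adjusted *P* = 0.00282) and 0.07 (adjusted *P* = 0.211) in *reil1-1 reil2-2*. No mutant differed from Col-0 at the same time. The term eIF3 complex, with 13 members that had a value on every array, had means of 0.28 (adjusted *P* = 0.000314) and 0.07 (adjusted *P* = 0.307) in Col-0. Its means relative to non-acclimated Col-0 were 0.64 (adjusted *P* = 2.69e-06) and 0.49 (adjusted *P* = 0.00493) in *reil1-1 reil2-1* and 0.40 (adjusted *P* = 0.00121) and 0.33 (adjusted *P* = 0.0412) in *reil1-1 reil2-2*, with medians of 0.41, 0.21, 0.25 and 0.06. Without *eIF3C2*, a choice made after the data were seen, these means were 0.44 (adjusted *P* = 0.000101) and 0.21 (adjusted *P* = 0.0707) in *reil1-1 reil2-1* and 0.21 (adjusted *P* = 0.0152) and 0.07 (adjusted *P* = 0.303) in *reil1-1 reil2-2*, and Col-0 had 0.28 and 0.06. Compared with Col-0 at the same time, the term eIF3 complex was past the threshold in *reil1-1 reil2-1* at 1 day (0.36, adjusted *P* = 0.00854 by camera and 0.140 by fry) and 7 days (0.43, median −0.01, adjusted *P* = 0.0387 by camera and 0.146 by fry). Without *eIF3C2* neither was past it, with means of 0.15 (adjusted *P* = 0.167) and 0.15 (adjusted *P* = 0.545).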

Translation was affected in the sub-categories translation initiation (GO:0003743) and eukaryotic translation initiation factor 3 (eIF3, GO:0005852) (Fig. 6B).

**Figure 6:**
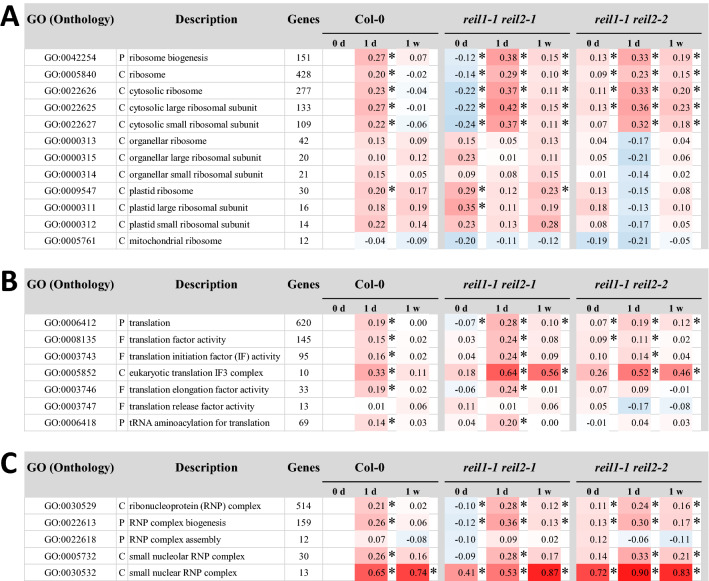
Functional enrichment analyses of differential gene expression in roots of Col-0, and the *reil1-1 reil2-1* and *reil1-1 reil2-2* double mutants in the non-acclimated state (0 day, 20 °C) and shifted to 10 °C cold for 1 day or 7 days. Differential gene expression is determined relative to non-acclimated Col-0 at optimized temperature 20 °C. (**A**) Mean log_2_-fold changes (FC) of selected ribosome biogenesis and ribosome related GO terms. Note the prolonged and stronger activation of cytosolic ribosome related genes in the mutants. (**B**) Mean log_2_-FCs of selected translation related GO terms. (**C**) Mean log_2_-FCs of selected ribonucleoprotein related GO terms. (C = cellular component, P = biological process, F = molecular function). Significant positive or negative functional enrichments, i.e. FDR-adjusted *P*-values < 0.05, are indicated by asterisks. The heat map color scale ranges from log_2_-FC + 1.5 (red) to − 1.5 (blue). Mean log_2_-FC, z-scores, and FDR-adjusted *P*-values of gene sets from 2145 GO terms are calculated by parametric analysis of gene set enrichment (PAGE)^19^ (Supplemental Table S3).

The activation of cytosolic ribosome and translation related gene expression in mutant roots mirrored the effects found in *reil1-1 reil2-1* leaves^8^. Kinetics of cold-induced gene expression appeared accelerated and reduced in amplitude in Col-0 roots compared to rosette leaves^8^. In addition, expression of ribonucleoprotein (RNP) complexes (GO:0030529) and RNP biogenesis (GO:0022613) was activated in the cold. 

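The term ribonucleoprotein complex had 40 tested members with mean log_2_-FCs in Col-0 of 0.08 at 1 day (adjusted *P* = 0.0633 by camera and 0.0322 by fry) and 0.04 at 7 days (adjusted *P* = 0.255). Relative to non-acclimated Col-0, its means at 1 and 7 days were 0.06 (adjusted *P* = 0.229) and 0.05 (adjusted *P* = 0.1104) in *reil1-1 reil2-1* and −0.03 (adjusted *P* = 0.945) and −0.06 (adjusted *P* = 0.934) in *reil1-1 reil2-2*. Relative to Col-0 at the same time, the mean in *reil1-1 reil2-2* at 1 day was −0.11 (adjusted *P* = 0.0187 by camera and 0.0223 by fry). The term ribonucleoprotein complex biogenesis had 0 members in the arrays' annotation and was not tested.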

Expression of small nuclear RNP complexes (GO:0030532) that take part in splicing processes was constitutively activated in both mutants (Fig. 6C). Finally, five large biosynthesis and cytosol related GOs that contain ribosome and translation related genes responded in a pattern that was similar to cytosolic ribosomes (Supplemental Fig. S6B, Supplemental Table S3).

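The cytosolic RP list was drawn from the gene codes of Table S6 and from the arrays' gene descriptions. Its 40S part held 101 gene models, 92 of them tested, and its 60S part held 142, of which 134 were tested. The cytosolic gene codes of Table S6 stood for 182 loci. The list from the gene codes alone had 200 tested gene models and that from the descriptions alone 43.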

We added a more detailed study of RP gene expression from the 40S SSU (104 transcripts covered by our current study) and the 60S LSU (159 transcripts) complexes. We compared expression of cytosolic RPs to the plastid 30S (30 transcripts) and 50S (41 transcripts) RPs. This comparison revealed in part opposing effects of *reil* deficiency on structural cytosolic and plastid RPs (Fig. 7). 

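Compared with Col-0 at the same time, the cytosolic RP list of 224 gene models had mean log_2_-FCs of 0.15 at 1 day (median 0.13, adjusted *P* = 6.69e-06 by camera) and 0.14 at 7 days (median 0.16, adjusted *P* = 1.3e-08) in *reil1-1 reil2-1*, with 181 and 175 gene models higher. In *reil1-1 reil2-2* the means were 0.11 (median 0.06, adjusted *P* = 0.000815) and 0.27 (median 0.24, adjusted *P* = 1.89e-17), with 152 and 205 gene models higher. The 40S part had means of 0.15 and 0.12 in *reil1-1 reil2-1* and 0.11 and 0.26 in *reil1-1 reil2-2* at 1 and 7 days. The 60S part had 0.14 and 0.16, and 0.11 and 0.27, all past the threshold by camera. Over the arrays, two-sided exact permutation tests of the list means gave *P* = 0.2 and 0.4 in *reil1-1 reil2-1* and *P* = 0.4 and 0.1 in *reil1-1 reil2-2* at 1 and 7 days. The SDs of the array means at 7 days were 0.24 in *reil1-1 reil2-1*, 0.04 in *reil1-1 reil2-2* and 0.05 in Col-0, and at 1 day 0.05, 0.23 and 0.15. Within slides that held both groups, the difference was −0.02 and 0.09 at 1 day and 0.15 and 0.43 at 7 days in *reil1-1 reil2-1*, and 0.23 at 7 days in *reil1-1 reil2-2*. At 1 day no slide held both groups of the last comparison. In *reil1-1 reil2-2* at 1 day, the call was lost with slide as a block (0.03, adjusted *P* = 0.0805), without replicate 1 of Col-0 (0.03) or without its own replicate 2 (0.00). In *reil1-1 reil2-1* at 7 days, it was lost without replicate 1 of the mutant (0.03, adjusted *P* = 0.192).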

At 10 °C, expression of 40S and 60S RPs coordinately increased in both mutants relative to Col-0 at each time point. In the non-acclimated state, *reil1-1 reil2-1* roots reduced cytosolic RP expression whereas *reil1-1 reil2-2* roots had increased cytosolic RP transcripts (Fig. 7A). 

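At 0 day the mean log_2_-FC of the list relative to Col-0 was −0.24 in *reil1-1 reil2-1* (median −0.25, adjusted *P* = 3.3e-11 by camera), with 18 of 224 gene models higher, and 0.10 in *reil1-1 reil2-2* (median 0.08, adjusted *P* = 0.0212), with 149 higher. The SD of the array means was 0.29 in *reil1-1 reil2-1*, larger than the difference, 0.09 in *reil1-1 reil2-2* and 0.05 in Col-0. Two-sided exact permutation tests over the arrays gave *P* = 0.4 and *P* = 0.2. Within 3 slides that held both groups, the difference in *reil1-1 reil2-1* was −0.42, 0.13 and −0.42, and on the one shared slide of *reil1-1 reil2-2* it was 0.04. With the list drawn from gene descriptions alone, the mean in *reil1-1 reil2-1* was −0.21 (adjusted *P* = 0.0591). The call in *reil1-1 reil2-2* was lost without replicate 2 (0.08) or replicate 3 (0.08) of Col-0, and without its own replicate 2 (0.05) or replicate 3 (0.11, adjusted *P* = 0.0525). The difference between the mutants at 0 day was −0.34 (adjusted *P* = 6.84e-20 by camera, 0.0941 by fry and 0.683 with an estimated correlation).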

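The 6 plastid RP gene models had mean log_2_-FCs relative to Col-0 at the same time of 0.13 (adjusted *P* = 0.133), −0.05 (adjusted *P* = 0.488) and −0.15 (adjusted *P* = 0.0354) in *reil1-1 reil2-1* at 0, 1 and 7 days. In *reil1-1 reil2-2* the means were 0.16 (adjusted *P* = 0.0908), −0.12 (adjusted *P* = 0.269) and −0.15 (adjusted *P* = 0.0624). The smallest two-sided exact permutation *P* over the arrays was 0.2. The call in *reil1-1 reil2-1* at 7 days was lost without replicate 2 (−0.13) or replicate 3 (−0.10) of Col-0 and without replicate 1 of the mutant (−0.11), and with 75th percentile scaling (adjusted *P* = 0.0504). Without single arrays, 2 calls were gained, in *reil1-1 reil2-1* at 0 day without its replicate 3 (0.17, adjusted *P* = 0.0414) and in *reil1-1 reil2-2* at 7 days without replicate 1 of Col-0 (−0.22, adjusted *P* = 0.00245). The list of 9 gene models from GO terms had means of 0.23, 0.01 and −0.06 in *reil1-1 reil2-1* and 0.16, −0.10 and −0.13 in *reil1-1 reil2-2*. Adjusted over all lists compared, both means at 0 day were past the threshold by camera (adjusted *P* = 0.00083 and 0.0477). Those at 7 days were near it (adjusted *P* = 0.0591 and 0.0520), and fry called none. A list of 61 gene models of chloroplast RPs, 59 of them with a value on every array, was chosen after the data were seen and had means of 0.08, −0.03 and 0.01 in *reil1-1 reil2-1* and 0.10, −0.08 and 0.03 in *reil1-1 reil2-2*, with medians of −0.08 and −0.05 at 7 days. By camera, with the same adjustment, the mean of *reil1-1 reil2-2* at 0 day was past the threshold (adjusted *P* = 0.00283). That of *reil1-1 reil2-1* at 7 days was past it too (adjusted *P* = 0.0475), and fry called none. Within slides, the difference of the 6 gene models in *reil1-1 reil2-1* at 7 days was 0.02 and −0.34.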

Expression of plastid RPs inversely increased in the non-acclimated state and decreased after shift to cold (Fig. 7A).

**Figure 7:**
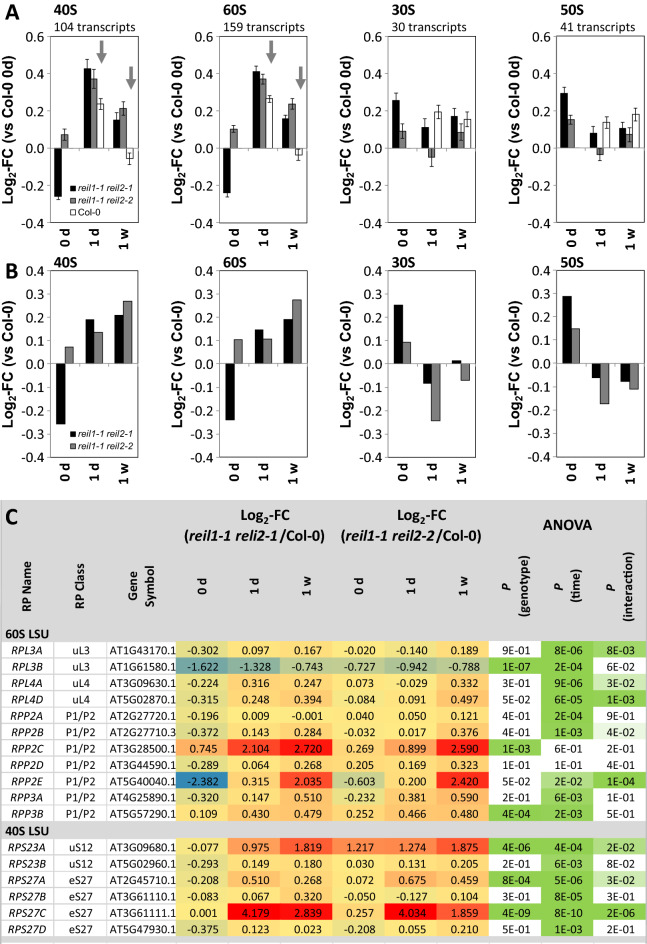
Differential expression of cytosolic and plastid ribosomal genes in *reil1-1 reil2-1* and *reil1-1 reil2-2* double mutant roots in the non-acclimated state (0 day, 20 °C) and shifted to 10 °C cold for 1 day or 7 days. (**A**) Average log_2_-fold change (FC, means + / − standard error) relative to non-acclimated Col-0 (0 day) of transcripts coding for ribosome proteins (RPs) from the cytosolic 40S and 60S subunits and from the plastid 30S and 50S subunits. Grey arrows indicate transcript accumulation of the mutants in the cold. (**B**) Average log_2_-fold changes relative to Col-0 at each time point calculated from the means of the data from (A). (**C**) Log_2_-fold changes relative to Col-0 at each time point of selected cytosolic RP families. Two-factorial analysis of variance (ANOVA) indicates differential effects of the genotype, cold exposure (time) or the interaction of both on the expression of paralogous RPs from the 60S and the 40S subunits in the mutants. The three-color scale of the log_2_-FC heat map ranges from − 3.0 (blue) to 0.0 (yellow) to ≥  + 3.0 (red). The two-color significance scale ranges from *P* ≤ 1.0 × 10^–10^ (1E-10, dark green) to *P* < 0.05 (5E-2, light green), *P* ≥ 0.05 (white).

Analysis of cytosolic RP transcripts by pairwise comparisons at each time point and by two factorial analyses of variance (ANOVA) that tested for the influence of the factors, mutant genotype and time of cold exposure, indicated heterogeneity of RP gene expression changes at single gene levels (Fig. 7B, Supplemental Table S2). 

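Of the 226 tested gene models of cytosolic RPs, 6 were past an adjusted *P* of 0.05 in *reil1-1 reil2-1* at 0 day (1 higher), 1 at 1 day and 0 at 7 days, and 0, 0 and 2 in *reil1-1 reil2-2*. Adjusted over the list alone, the counts were 2, 1 and 0 in *reil1-1 reil2-1* and 0, 3 and 3 in *reil1-1 reil2-2*. At an unadjusted *P* below 0.05 from limma, 64, 14 and 36 gene models passed in *reil1-1 reil2-1*, of which 2, 11 and 35 were higher. Of the list, 14, 15 and 68 passed in *reil1-1 reil2-2*, of which 12, 12 and 66 were higher. The mean genotype effect of both mutants over all times was past the threshold in 7 gene models, 5 of them higher, and in 8 adjusted over the list alone, 6 of them higher.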

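In Col-0, 0 gene models of cytosolic RPs were past an adjusted *P* of 0.05 at 1 day by limma (76 at an unadjusted *P* below 0.05) and 5 at 7 days relative to 0 day (31 at an unadjusted *P* below 0.05). By the methods' two-way analysis of variance at an unadjusted *P* of 0.05, the genotype was significant for 45 of 226 gene models, 37 of them higher in the mutants.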

Many RP gene families comprised members that were either significantly affected by the factor cold or the genotype. 

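For the interaction of genotype and time, 0 of 226 gene models were past an adjusted *P* of 0.05 by limma and 1 was when adjusted over the list alone, while 50 had an unadjusted *P* below 0.05 in the methods' two-way analysis of variance. *RPS27C* (AT3G61111), which neither Table S6 nor its description placed in the list, had an interaction of genotype and time past the threshold (adjusted *P* = 0.00475).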

We also observed RP paralogs with significant interactions between genotype and cold exposure or without significant changes (Fig. 7B).

In summary, *reil* deficiency globally activates cytosolic RP expression in roots with inverse effects on plastid RP gene expression. *Reil* deficiency can affect gene expression of paralogs from one family synergistically, e.g. *RPL4A* and *RPL4D* (Fig. 7B). 

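*RPL4A* (AT3G09630) had log_2_-FCs relative to Col-0 of −0.21, 0.31 and 0.24 in *reil1-1 reil2-1* at 0, 1 and 7 days and of 0.08, −0.02 and 0.33 in *reil1-1 reil2-2*. *RPL4D* (AT5G02870) had −0.31, 0.24 and 0.37 in *reil1-1 reil2-1* and −0.09, 0.07 and 0.49 in *reil1-1 reil2-2*. None of these 12 values was past an adjusted *P* of 0.05, nor were the mean genotype effects of 0.12 for *RPL4A* (SE 0.08, adjusted *P* = 0.451) and 0.13 for *RPL4D* (SE 0.06, adjusted *P* = 0.265).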

Alternately, gene expression of RP paralogs from 40 and 60S RP families can respond differentially, for example paralogs of the *RPL3*, *RPP2* or *RPP3*, and of the *RPS23*, and *RPS27* gene families (Fig. 7B). 

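The mean genotype effect over both mutants and all times was −1.02 for *RPL3B* (AT1G61580, SE 0.11, adjusted *P* = 1.82e-05) and −0.00 for *RPL3A* (AT1G43170). *RPS23A* (AT3G09680) had a mean of 1.19 (SE 0.17, adjusted *P* = 0.000332) and *RPS23B* (AT5G02960) of 0.06. *RPS23A* was past the threshold at 7 days, with log_2_-FCs of 1.82 in *reil1-1 reil2-1* (SE 0.33, adjusted *P* = 0.0157) and 1.88 in *reil1-1 reil2-2* (adjusted *P* = 0.0162). Both calls were lost without replicate 1 (1.72 and 1.77) or replicate 2 (1.82 and 1.88) of Col-0, and in addition without replicate 3 of *reil1-1 reil2-1* (1.66) or replicates 2 (1.803) and 3 (1.89) of *reil1-1 reil2-2*. Without replicate 1 of *reil1-1 reil2-2* a call was gained at 1 day (1.65). *RPS27C* was not well above background on any array of Col-0 at 0 or 1 day and was at least 4.68-fold higher in *reil1-1 reil2-1* and 4.14-fold higher in *reil1-1 reil2-2* at 1 day. At 7 days, when it was well above background on 1 of 3 arrays of Col-0 and 2 of 3 of each mutant, its log_2_-FCs were 2.84 (adjusted *P* = 0.000288) and 1.86 (adjusted *P* = 0.0322). With normexp background correction the values at 7 days were 0.34 and 0.16, and with 75th percentile scaling the value in *reil1-1 reil2-2* was 1.62 (adjusted *P* = 0.239). The 7-day call in *reil1-1 reil2-2* was also lost without replicates 1 (1.64) or 2 (1.65) of Col-0 or replicates 2 (1.63) or 3 (1.797) of the mutant. *RPS27A* (AT2G45710) had a mean of 0.30 (adjusted *P* = 0.0428), *RPS27B* (AT3G61110) of 0.04 and *RPS27D* (AT5G47930) of −0.03. *RPP2E* (AT5G40040) had log_2_-FCs of −2.36 in *reil1-1 reil2-1* at 0 day (SE 0.49, adjusted *P* = 0.014) and 2.42 in *reil1-1 reil2-2* at 7 days (adjusted *P* = 0.0381). It lost the first call without replicate 1 of *reil1-1 reil2-1* (−1.78) and the second without any of 6 arrays (2.25 to 2.68). It was well above background on 1 of 3 arrays of *reil1-1 reil2-1* at 0 day and on 1 of 3 of Col-0 at 7 days. The mean was 1.56 for *RPP2C* (AT3G28500, adjusted *P* = 0.0265), 0.37 for *RPP3B* (AT5G57290, adjusted *P* = 0.0146) and 0.18 for *RPP3A* (AT4G25890, adjusted *P* = 0.474), and it was between −0.03 and 0.12 for *RPP2A*, *RPP2B* and *RPP2D*, none past the threshold.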

We conclude that deregulation of RP gene or paralog transcription in the mutants may contribute to the accumulation delay of cytosolic ribosome in the cold. This defect, however, does not affect the non-acclimated state.

### Constitutive transcriptional compensation responses to REIL deficiency indicate interaction of cytosolic ribosome maturation with nucleolar rRNA biogenesis and translation initiation

Several observations from the GO enrichment analysis indicated constitutive transcriptional changes before and after cold acclimation, e.g. related to the eIF3 complex (Fig. 6B). A detailed analysis of the ten members of GO:0005852 and the complete set of 13 subunits and in total 21 paralog genes constituting the plant eIF3 complex^20,21^ revealed a single gene, namely *eIF3C‐2* (AT3G22860), that was highly and constitutively activated (Fig. 8). This activation was in contrast to its paralog, *eIF3C‐1* (AT3G56150), and other eIF3 components, such as *eIF3G‐2* (AT5G06000), that mostly mirrored cytosolic RP expression (Fig. 8). 

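*eIF3C2* (AT3G22860, probe on chromosome 3 of TAIR10 from 8090742 to 8090801) had log_2_-FCs relative to Col-0 of 3.05, 2.82 and 3.80 in *reil1-1 reil2-1* at 0, 1 and 7 days (SE 0.22, adjusted *P* at most 2.45e-07) and of 2.17, 2.43 and 3.31 in *reil1-1 reil2-2* (adjusted *P* at most 2.27e-05). The mean of these 6 values was 2.93 (adjusted *P* = 3.33e-13), and the call was kept in all 36 fits that left out 1 array, with log_2_-FCs between 2.09 and 3.99. The mean log2 signal in Col-0 was 4.40 (SD 0.21, n = 3), 4.63 (SD 0.34) and 4.53 (SD 0.43) at 0, 1 and 7 days, and in *reil1-1 reil2-1* it was 7.44 (SD 0.23), 7.46 (SD 0.24) and 8.33 (SD 0.30). The arrays' annotation assigned 15 tested gene models to the term eIF3 complex, of which 14 were not past the threshold in any of the 6 comparisons.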

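*eIF3C1* had log_2_-FCs relative to Col-0 of −0.20, 0.03 and 0.09 in *reil1-1 reil2-1* at 0, 1 and 7 days and of −0.01, −0.18 and −0.03 in *reil1-1 reil2-2*. *eIF3G2* had −0.46, 0.24 and 0.47 in *reil1-1 reil2-1* and −0.12, 0.23 and 0.41 in *reil1-1 reil2-2*, and none of these values was past the threshold.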

Applying the stringent criterion of significant constitutive changes relative to Col-0 in both mutants, at all non-acclimated and cold acclimating states, with *P* < 0.05 of each pairwise comparison (heteroscedastic T-tests), we discovered five additional constitutively accumulated transcripts. 

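With adjusted *P* below 0.05 from limma in all 6 comparisons and one direction, 8 gene models of 7 loci were found, 5 gene models higher and 3 lower, with *REIL1* and *REIL2* being the ones that were lower. By the methods' t-test without adjustment, 9 gene models of 8 loci met the criterion, 6 of them higher, and these 9 held all 8 of the others. In 100 simulated draws in which the mutants were unchanged, the largest number of gene models that met the criterion was 0. With slide as a block the number was 4, and after Benjamini-Hochberg adjustment of the t-test it was 0. The 9th gene model by the t-test was AT3G29644 on chromosome 3 (probe from 11500685 to 11500744), with log_2_-FCs of 1.29, 1.43 and 1.11 in *reil1-1 reil2-1* and 1.73, 1.97 and 1.63 in *reil1-1 reil2-2*. Of these, 5 of 6 were past the threshold by limma.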

Next to two only marginally characterized F-box proteins (AT1G64540 and AT3G44120) and a MATH domain protein (AT3G29580), PISTILLATA (AT5G20240) and NUCLEOLIN 2 (NUC2, AT3G18610) matched our selection criteria. 

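*NUC2* (AT3G18610, chromosome 3, probes from 6404283 to 6404443) had log_2_-FCs of 1.75, 2.65 and 2.61 in *reil1-1 reil2-1* at 0, 1 and 7 days (SE 0.29) and of 1.67, 2.23 and 1.898 in *reil1-1 reil2-2*, with adjusted *P* between 2.89e-05 and 0.00639. AT3G29580 (chromosome 3, probe from 11394830 to 11394889) had 2.87, 3.63 and 3.26 in *reil1-1 reil2-1* (SE 0.43) and 3.11, 3.46 and 2.99 in *reil1-1 reil2-2*. It was well above background on 2, 1 and 1 of 3 arrays of Col-0. The alternative that moved the log_2_-FCs of named genes most was normexp background correction, under which AT3G29580 had 0.65 and 0.58 at 7 days, not past the threshold. *PISTILLATA* (AT5G20240, chromosome 5, probe from 6831125 to 6831184) had 1.96, 1.76 and 1.57 (SE 0.28) and 2.02, 1.77 and 1.47, with adjusted *P* between 0.00119 and 0.0289. AT1G64540 (chromosome 1, probe from 23968363 to 23968422) had 1.18, 1.37 and 1.87 (SE 0.25) and 1.16, 1.51 and 1.26, with adjusted *P* between 0.000534 and 0.0377. *NUC2* and AT3G29580 kept their calls in all 36 fits without 1 array. AT1G64540 kept its calls in 18 of these, with log_2_-FCs between 0.98 and 2.10, and *PISTILLATA* in 26, with log_2_-FCs between 1.34 and 2.12. The F-box gene AT3G44120 was found only through a gene model listed as AT3G18320, which had log_2_-FCs of 1.25, 0.48 and 0.60 in *reil1-1 reil2-1* and 0.95, 0.36 and 0.57 in *reil1-1 reil2-2* (SE 0.14), with 2 of 6 past the threshold by limma and 4 of 6 by the methods' t-test. Its mean effect was 0.70 (adjusted *P* = 4.58e-06).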

PISTILLATA is a floral homeotic protein, and transcription factor involved in the control of petal and stamen development. PISTILLATA is highly expressed in and near the root quiescent centers^22,23^. Apparently, PISTILLATA serves a yet elusive function in root development. Contrary to this enigmatic finding, function of NUC2 and of its paralog NUC1 provide a link to ribosome biogenesis^24^. NUC1 and NUC2 nucleolins have antagonistic roles in rRNA gene expression. Both are required for plant growth^25^. 

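*NUC1* (AT1G48920) had log_2_-FCs relative to Col-0 of −0.28, 0.20 and 0.06 in *reil1-1 reil2-1* at 0, 1 and 7 days (SE 0.19) and of −0.06, −0.08 and −0.02 in *reil1-1 reil2-2*. In Col-0 at 1 day its log_2_-FC was 0.69 (adjusted *P* = 0.0735). None of these values was past the threshold. For *NUC2* the mean log2 signal in Col-0 was 7.52 (SD 0.18, n = 3), 7.59 (SD 0.43) and 6.94 (SD 0.56) at 0, 1 and 7 days. At 0 day it was 9.28 (SD 0.38) in *reil1-1 reil2-1* and 9.19 (SD 0.18) in *reil1-1 reil2-2*. *eIF3G2*, whose log_2_-FC in Col-0 was 0.56 at 1 day, had a mean genotype effect of 0.13 (SE 0.10, adjusted *P* = 0.545).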

Similar to *eIF3C2* and *eIF3G2*, the *reil* double mutants constitutively activate *NUC2* expression whereas *NUC1* expression mirrored cytosolic RP gene expression. Contrary to NUC1, NUC2 maintains or induces a repressive state of rDNA chromatin^24^.

**Figure 8:**
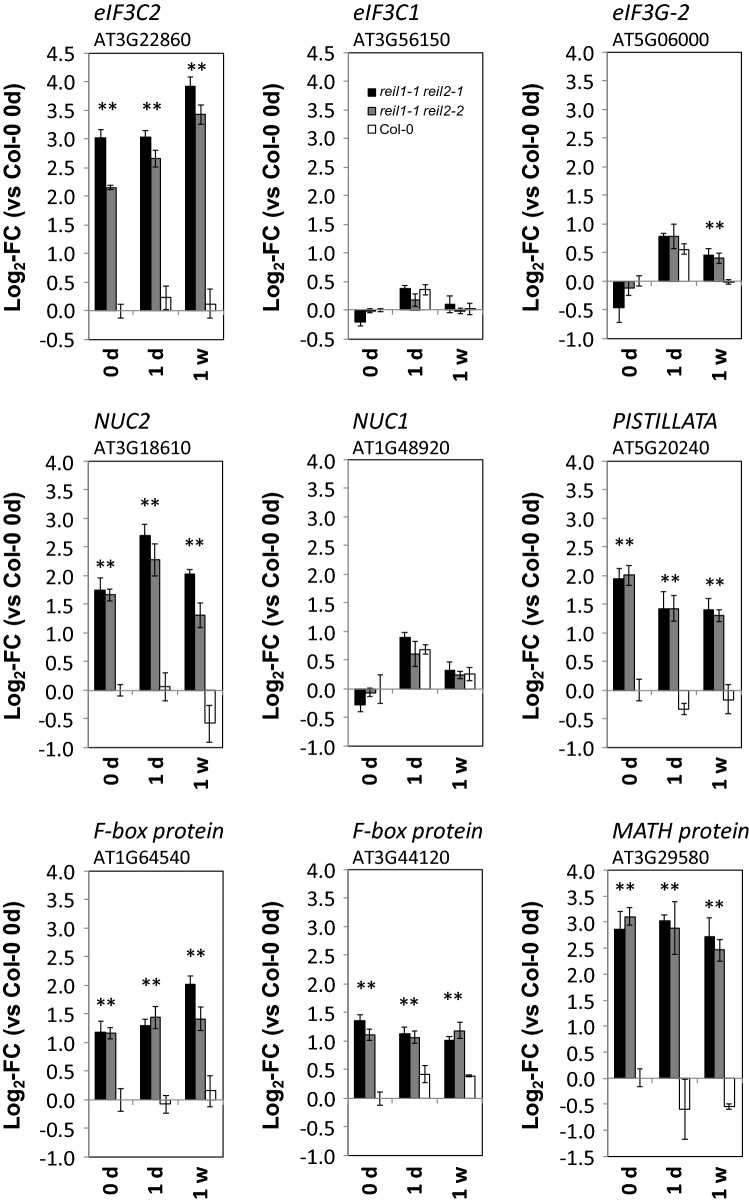
Differential expression of six genes that accumulate constitutively in *reil1-1 reil2-1* and *reil1-1 reil2-2* double mutant roots (means + / − standard error, n = 3). *eIF3C2*, *eIF3C1* and *eIF3G2* code for paralogs of the eukaryotic translation initiation factor 3 multi-protein complex. NUC1 and NUC2 are plant nucleolins. Asterisks indicate *P* < 0.05 (heteroscedastic Student´s t-test) of comparisons to Col-0 at the same time point. *NUC1*, *eIF3C1* and *eIF3G2* are added to this figure to demonstrate the specific mutant effect on paralog transcription.

In a meta-analysis, we compared constitutively changed root gene expression to non-acclimated and cold acclimating *reil1-1 reil2-1* rosette leaves at 1 day, 7 days, and 3 weeks after cold shift^8^, see Supplemental Table S2 of^8^. Transcripts of *eIF3C2* (AT3G22860) and *NUC2* (AT3G18610) are constitutively and significantly increased in *reil1-1 reil2-1* mutant leaves with *P* < 0.05 (heteroscedastic T-tests) of each pairwise comparison to Col-0. Transcripts of the F-box proteins, AT1G64540 and AT3G44120, increase significantly using the same significance threshold in mutant leaves at two or three of the compared time points, respectively. PISTILLATA and the MATH domain protein do not significantly change gene expression in *reil1-1 reil2-1* mutant leaves.

### Proteome analysis of ribosome preparations from Arabidopsis root tissue

For a qualitative comparative proteome analysis of ribosome complexes, we selected Col-0 wild type and the two double mutants, *reil1-1 reil2-1* and *reil1-1 reil2-2*. Due to the limitations of the complex procedure^8,10^, we performed two independent experiments that each compared a pool of whole root systems from Col-0 wild type to a pool of one of the two double mutants. In the following, the two experiments are named DS1 (*reil1-1 reil2-2*) and DS2 (*reil1-1 reil2-1*). We analyzed the non-acclimated ribo-proteomes at day 0 to preparations obtained 7 days after shift to 10 °C and sampled up to five non-translating ribosome complexes and the low-oligomer polysome fraction from sucrose density gradients. In this study, we avoided the period of reduced non-translating subunit abundance of the mutants at day 1 after cold shift and focused on the recovering ribo-proteome (Figs. 1, 2).

We first analyzed the RP composition of each fraction to identify and align the ribosome fractions between experiments that may differ slightly in position, but not in sequence of ribosome complexes within the sucrose gradients. For alignment of fractions, we used the sums of abundances of all detected 40S and 60S RPs, of the plastid and mitochondrial 30S and 50S RPs, as well as the abundances of Arabidopsis EUKARYOTIC TRANSLATION INITIATION FACTOR 6, eIF6A (AT3G55620), and NONSENSE-MEDIATED mRNA DECAY 3 protein, NMD3 (AT2G03820) (Supplemental Table S4). eIF6A and NMD3 are homologs of the yeast cytosolic 60S maturation factors, TIF6^26^ and NMD3^27^. NMD3 and TIF6 are bound to translationally inactive pre-60S ribosome complexes^2,28^ and in the case of TIF6 also indicate the position of NOP7-affinity purified 66S pre-ribosomes^29^. Next to the polysome fraction, we obtained from both experiments a fraction enriched in 40S and organelle 30S RPs, designated the 30S/40S fraction, a fraction of organelle 50S RPs (50S), a fraction that contained predominantly 60S RPs (60S) and a mixed fraction of 80S and 60S complexes (60S/80S) (Supplemental Fig. S7). In our current experiment, we did not reproducibly obtain proteome profiles of 80S fractions. For this reason, and because the 80S fraction is a difficult to interpret mixture of KCl-sensitive, non-translating and non KCl-sensitive, translating subpopulations (Fig. 4), we omitted 80S fractions from the current analyses. Both, the 60S and the 60S/80S fractions of experiments DS1 and DS2 contained eIF6A and NMD3 indicative of plant equivalents of 60S and 66S pre-ribosome complexes. In DS1, REIL proteins were detected only by few peptides and a sequence coverage of < 8.0%. Therefore, we did not analyze the abundance of REIL proteins in DS1. In DS2, however, the 60S and 60S/80S fractions of the Col-0 wild type contained the REIL2 protein. Identification of REIL2 in DS2 was supported by up to six peptides and 22.3% sequence coverage.

The variation of cytosolic, plastid, and mitochondrial RP abundances among the four sample pools and resulting fractions of our proteomics experiments (Supplemental Fig. S7) prompted us to investigate total RP abundances summed up across all ribosome fractions of each of the samples (Supplemental Table S5). The *reil1.1 reil2.1* sample of DS2 fully recovered after 7 days in the cold in terms of total 40S and 60S abundances. At the same time after cold shift, the *reil1.1 reil2.2* sample of DS1 still lacked in total 40S and 60S abundance. This observation was in agreement with our previous spectrophotometric analysis of the sedimentation profiles at seven days after cold shift (Fig. 2D). The two mutant samples also differed in organelle RPs. *Reil1.1 reil2.1* roots decreased organelle RPs especially plastid and mitochondrial 50S RPs, both before and after cold shift. Inversely, *reil1.1 reil2.2* accumulated 50S RPs (Supplemental Table S5).

For our subsequent datamining, we focused on common responses of both mutants and searched for proteins that consistently accumulated or decreased relative to Col-0 wild type. Given the cold sensitivity of the *reil* mutants we first looked for common changes of the two *reil* double mutants relative to Col-0 wild type in the cold. Subsequently extracted the subset of common changes in the mutants that were also present prior to the cold shift at 20 °C. We took into account the obvious variation 40S SSU and 60S LSU abundances among the ribosome fractions and among the four analyzed sample pools and applied a normalization procedure. To normalize the 60S and 60/80S fractions, we divided the abundance of the single observed proteins in each fraction to the abundance sum of all 60S RPs from the respective fraction. The 30S/40S fractions were normalized separately by the sum of all detected 40S RPs. The normalization enabled analyses of compositional changes of cytosolic RPs and co-purified non-ribosomal proteins in the non-translating SSU and LSU fractions. We analyzed increases and decreases in the mutants relative to the Col-0 wild type by log_2_-fold changes (log_2_-FC) (Figs. 9, 10, 11). The presence of a protein in a mutant sample and absence in corresponding Col-0 wild type classified as accumulation ( +), absence in the mutant and presence in Col-0 classified as decrease (−).

**Figure 9:**
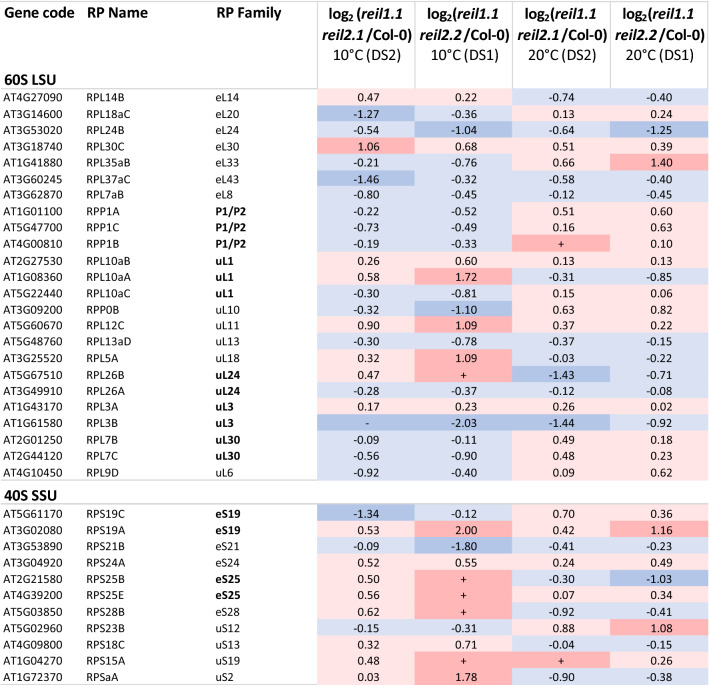
Changes of RP composition in the non-translating 60S LSU and 40S SSU fractions of the *reil1 reil2* double mutants 7 days after shift to 10 °C and prior to cold shift at 20 °C. This selection shows RPs with responses shared between *reil1-1 reil2-1* (DS2) and *reil1-1 reil2-2* (DS1) at 10 °C and 20°. Log_2_-fold changes between mutants and Col-0 wild type are calculated after normalization of RP LFQ-abundances by the abundance sums of all detected 60S RPs in the respective fraction and combined across the 60S and 60S/80S fractions (top) or by the abundance sums of all detected 40S RPs in the 30S/40S fractions (bottom). Presence relative to absence in Col-0 and log_2_-fold increases > 1 are color-coded red, increases < 1 are coded light-red. Absence relative to presence in Col-0 and log_2_-fold decreases <  − 1 are color-coded blue, decreases >  − 1 are coded light-blue.

**Figure 10:**
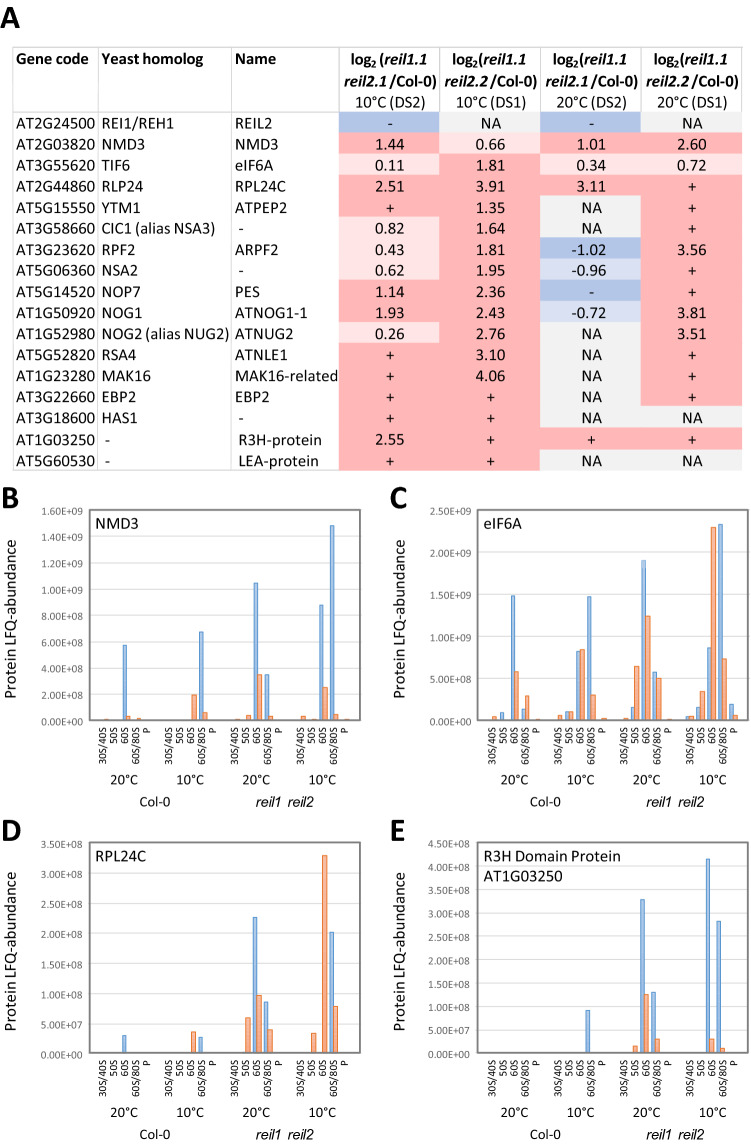
Changes of the composition of ribosome associated proteins in the non-translating 60S fractions of the *reil1 reil2* double mutants 7 days after shift to 10 °C and prior to cold shift at 20 °C. (**A**) REIL2 and the shared changes at 10 °C between *reil1-1 reil2-1* (DS2) and *reil1-1 reil2-2* (DS1). Log_2_-fold changes between mutants and Col-0 wild type are calculated after normalization of protein LFQ-abundances by abundance sums of all detected 60S RPs and combined across the 60S and 60S/80S fractions. Presence in mutants relative to absence in Col-0 and log_2_-fold increases > 1 are color-coded red, increases < 1 are light red. Absence relative to presence in Col-0 and log_2_-fold decreases <  − 1 are color-coded blue, decreases >  − 1 are light-blue. Absence in both mutant and Col-0 is color-coded grey and indicated by NA (not available). (**B**–**E**) LFQ-abundance distributions of NMD3, eIF6A, RPL24C, and R3H domain Protein AT1G03250 across the sampled ribosome fractions and analyzed conditions (Experiment DS1, orange; experiment DS2, blue). Note the abundance maxima of the proteins in the non-translating 60S and 60/80S fractions.

**Figure 11:**
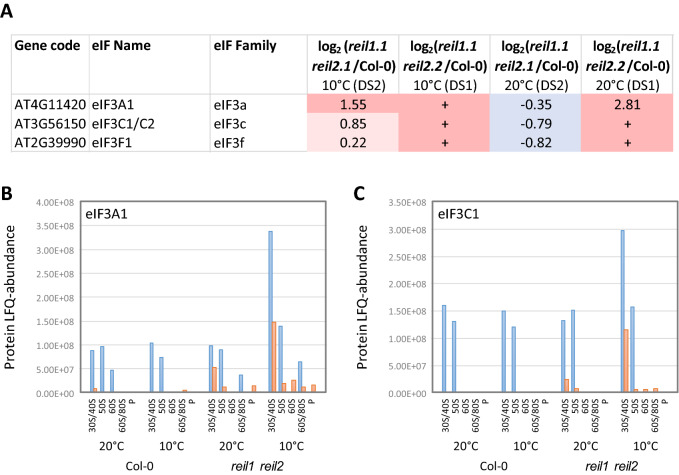
Changes of the composition of translation initiation factor 3 proteins in the non-translating 40S fraction of the *reil1 reil2* double mutants 7 days after shift to 10 °C and prior to cold shift at 20 °C. (**A**) Shared changes at 10 °C between *reil1-1 reil2-1* (DS2) and *reil1-1 reil2-2* (DS1). Log_2_-fold changes between mutants and Col-0 wild type in the 30S/40S fractions are calculated after normalization of protein LFQ-abundances by abundance sums of all detected 40S RPs. Presence in mutants relative to absence in Col-0 and log_2_-fold increases > 1 are color-coded red, increases < 1 are light red. Absence relative to presence in Col-0 and log_2_-fold decreases <  − 1 are color-coded blue, decreases >  − 1 are light-blue. (**B**) Distribution of eIF3A1 LFQ-abundances across the sampled ribosome fractions and analyzed conditions (Experiment DS1, orange; experiment DS2 blue). (**C**) Distribution of eIF3C1 LFQ-abundances across the sampled ribosome fractions and analyzed conditions (Experiment DS1, orange; experiment DS2, blue). Note the abundance maxima in the 30/40S fractions that may contain 40S subunits and 43S pre-initiation complexes.

The experiments DS1 and DS2 differed slightly in sensitivity and corresponding complexity of monitored RPs. DS1 yielded a more complex data set with 2820 compared to 1675 detected proteins in DS2 (Supplemental Table S5). The number of detected cytosolic RPs and RP paralogs was, however, almost equal, 175 in DS1 and 174 in DS2 (Supplemental Table S6). The experiments shared 162 cytosolic RPs and RP paralogs of in total 1485 common proteins. The detection of cytosolic RPs was mostly paralog specific or represented RP families with identical amino acid sequences. Twenty-six (DS1) and 21 (DS2) cytosolic RPs lacked paralog specificity (Supplemental Table S6). Our analysis did not differentiate splice variants. In agreement with the cold-sensitivity of the mutants, we found more shared changes of normalized protein abundances in the cold than prior to cold shift. Most of the observed changes were larger in magnitude in DS1 (*reil1.1 reil2.2*) than in DS2 (*reil1.1 reil2.1*). The current experiments, however, do not allow interpretation of these observations either as a difference between the two mutants or as a result of changed kinetics after cold shift (Fig. 2).

### 60S RPs and RP paralogs differentially accumulate in non-translating 60S fractions of *reil* double mutants

We selected 61 proteins with shared increases (36 proteins) or decreases (25 proteins) relative to the sum of abundances of all detected 60S RPs at 10 °C in the non-translating 60S fractions of *reil* double mutants (Supplemental Table S7A). Co-purified proteins with an abundance maximum in the 50S fraction were removed from this analysis. Most observed changes were below twofold. Eight proteins increased consistently at 10 °C and 20 °C, seven decreased. The remaining 46 proteins changed in part inversely at 20 °C in both *reil* double mutants, were not detectable at optimized temperature, or differed at optimized temperature between mutants (Supplemental Table S7A).

The majority of the proteins were structural cytosolic RPs (45) that either increased (20) or decreased (25). RPL3A (AT1G43170), RPL10aB (AT2G27530), RPL12C (AT5G60670), and RPL30C (AT3G18740) increased consistently in the *reil* double mutants, RPL3B (AT1G61580), RPL7aB (AT3G62870), RPL13aD (AT5G48760), RPL24B (AT3G53020), RPL26A (AT3G49910), RPL37aC (AT3G60245) decreased (Fig. 9). Among the 61 changed proteins were cytosolic RPs that are assembled in the nucleus and a set of RPs that are added or exchanged in the cytosol after export from the nucleus, such as, already mentioned RPL24B (AT3G53020) of the eL24 family and RPL10A (AT1G14320) and RPL10C (AT3G11250) of the uL16 family, P-stalk proteins, RPP0B (AT3G09200) and RPP0C (AT3G11250) of the uL10 family or RPP1A (AT1G01100), RPP1B (AT4G00810), RPP1C (AT5G47700), RPP2D (AT3G44590) of the P1/P2 family (Fig. 9, Supplemental Figure S8, Supplemental Table S7A). RPP1A, RPP1B, RPP1C and RPP0B decreased at 10 °C and increased at 20 °C relative to wild type (Fig. 9, Supplemental Figure S8).

### Homologs of yeast 66S pre-ribosome constituents and 60S biogenesis factors accumulate in non-translating 60S fractions of *reil* double mutants

The sixteen non-structural cytosolic RPs among the set of 61 differentially accumulating proteins were with two exceptions, namely a root tip expressed LEA protein (AT5G60530) and a R3H domain protein (AT1G03250), homologs of known yeast 60S biogenesis factors and 66S pre-ribosome constituents (Fig. 10). We found the homologs of yeast TIF6, NMD3, RLP24, NOP7, NOG1, NOG2 (alias NUG2), RPF2, NSA2, MAK16, RSA4, CIC1 (alias NSA3), EBP2, HAS1 and YTM1. All accumulated in the non-translating 60S fractions at 10 °C. The TIF6-, NMD3- and RLP24-homologs and the R3H domain protein accumulated in addition at 20 °C. Next to yeast NOP7, the biogenesis factors, yeast TIF6, NOG1, MAK16, HAS1, EBP2, NSA2, CIC1, YTM1 and RLP24 are non-structural ribosomal proteins that are associated with 66S pre-ribosomes, specifically a fraction that can be NOP7 affinity-purified^29,30^. The remaining NMD3, NOG2, RPF2, and RSA4 proteins are part of diverse other pre-60S ribosome complexes. In detail and again assuming basic homology of plant and yeast 60S biogenesis, NMD3 is a nuclear export adaptor of pre-60S subunits that is part of a pre-60S ribosome carrying TIF6, LSG1 and the yeast REI-homolog, REH1^31^. Like TIF6, RLP24 or NOG1, NMD3 is released from pre-60S ribosomes in the final cytosolic maturation steps and recycled^2,27^. NOG2 (alias NUG2) precedes NMD3 binding to pre-60S ribosomes at overlapping binding sites prior to nuclear export^32^. RSA4 is present on NOG2 associated particles and is a co-substrate of the REA1 remodeling factor that is required for NOG2 release from pre-60S ribosomes^32^. Finally, NOG2^33^ associates with pre-60S ribosomes already in the nucleolus and together with NSA2 is thought to be part of a 66SB pre-ribosome and required for 27SB pre-rRNA processing into 25S rRNA^33^. Similarly, RFP2^34^ predominantly localizes to the nucleolus and associates with 66S pre-ribosomes by an alternative recruiting pathway. RFP2 is also required for 27SB pre-rRNA processing^33^. HAS1 is a RNA helicase that takes part in both small and large ribosomal subunit biogenesis^35^. HAS1 is present in yeast 90S pre-ribosomes and has multiple binding sites in the 18S rRNA and the 5.8S and 25S rRNAs. HAS1 remains associated with pre-40S and pre-60S complexes^35^. We, however, detected the plant homolog of HAS1 only in non-translating 60S fractions of the cold-exposed *reil* double mutants (Supplemental Table S7A).

### 40S RPs and eukaryotic translation initiation factors differentially accumulate in non-translating 40S fractions of *reil* double mutants

In comparison to the moderate number of highly specific ribosome and ribosome associated proteins (RAPs) that differentially accumulated in non-translating 60S fractions, we detected 146 proteins with shared increases (135 proteins) or decreases (11 proteins) at 10 °C in the non-translating 40S fractions of the *reil* double mutants (Supplemental Table S7B). Only 21 of the selected proteins were structural cytosolic RPs that either increased (12 RPs) or decreased (9 RPs) normalized to the sum of abundances of detected 40S RPs. The majority of selected proteins were co-purified, non-ribosomal proteins, e.g. 2 organelle 30S RPs, 3 nitrilases, 4 heat shock proteins, 6 components of the proteasome, 10 components of ATP synthases and a multitude of enzymes. We concluded that these observations are likely not bound to the non-translating 40S fraction and omitted this set from further analysis.

RPS24A (AT3G04920), RPS19A (AT3G02080), RPS25E (AT4G39200), and RPS15A (AT1G04270) increased consistently in the *reil* double mutants, RPS21B (AT3G53890) decreased (Fig. 9). Six additional 40S RPs changed inversely. Besides changes of structural 40S RPs, we found, at 10 °C, accumulation of eIF3A1 (AT4G11420), eIF3C1 (AT3G56150), and eIF3F1 (AT2G39990) in the non-translating 40S fraction of both double mutants (Fig. 11). Detection of eIF3C1 (AT3G56150) not fully specific and included a minority contribution by two of 16 peptides of eIF3C2 (At3g22860) in DS1 or one of 22 peptides in DS2 (Supplemental Table S6). These selected translation initiation factors are a subset of the ten detected components of the 13-subunit plant eukaryotic translation initiation factor 3 (eIF3) ^36^. eIF3 is part of the 43S and 48S pre-initiation complexes and exits the mature complex upon joining of the 60S subunit^21^.

### Association of differential accumulation of RPs and RAPs in non-translating 40S and 60S fractions of *reil* double mutants with differential gene expression

With few exceptions, the differential accumulation of RPs in non-translating 40S and 60S fractions and the changes of ribosome biogenesis factors or eIF3 components in these fractions did not correlate with respective changes in transcript levels. We attempted to correlate differential accumulation of RPs in non-translating 40S and 60S fractions of *reil* double mutants from experiments DS1 and DS2 with differential accumulation of their transcripts at 20 °C prior to cold shift and at 7 days after shift to 10 °C (Supplemental Figure S9 A-B, E–F). In addition, we tested for time-shifted correlation of differential protein accumulation at 7 days after cold shift with preceding differential gene expression at 1 day after the shift (Supplemental Figure S9 C-D). 

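The proteins of the paper's Table S7A were compared with the transcripts of the same loci across genes, which are not independent replicates. Table S7A lists proteins of the non-translating large-subunit fractions that the paper selected for changes shared by both mutants in the cold. The paper's own correlation drew on Table S6 and included the small-subunit fractions, so that the values below do not repeat it. Proteins without a numerical change, such as RPL3B in *reil1-1 reil2-1* in the cold, were left out. Transcripts at 1 day were set against protein values at 7 days. Pearson's r between the paper's protein values and the log_2_-FCs was 0.348, −0.107 and −0.296 for *reil1-1 reil2-1* at 0, 1 and 7 days and 0.134, −0.069 and −0.295 for *reil1-1 reil2-2*, over 45, 53, 53, 47, 52 and 52 genes. In this family of 6 relations, permutation tests gave *P* = 0.0296, 0.448, 0.0319, 0.3498, 0.626 and 0.0342, and Benjamini-Hochberg adjusted *P* = 0.0685, 0.538, 0.0685, 0.525, 0.626 and 0.0685. Spearman's rho was between −0.414 and 0.0933, with an adjusted permutation *P* of 0.0157 for the first of these, *reil1-1 reil2-2* at 7 days. Both correlations at 7 days were past the threshold without replicate 2 of Col-0 at 7 days (r = −0.358 and −0.352, adjusted *P* = 0.0313). Among RPs alone, r was between −0.05 and 0.39, with none past the threshold.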

With few exceptions, differential protein accumulation was not generally associated with changes of gene expression. However, the consistent decrease of *RPL3B* (AT1G61580) gene expression (Fig. 7C) before and after cold shift, average log_2_-FC =  − 1.03 (*P* = 1.15 10^–7^ for the genotype effect according to 2-way ANOVA), matched to consistent reduction of RPL3B protein in the non-translating 60S fraction of the two *reil* double mutants, experiments DS1 and DS2 (Fig. 9). In addition, an increase of *RPL24C* (AT2G44860) gene expression, average log_2_-FC = 0.24 (*P* = 1.43 10^–2^ for the genotype effect according to 2-way ANOVA), matched to a consistent increase of RPL24C protein in the non-translating 60S fraction of the two *reil* double mutants.

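*RPL3B* had log_2_-FCs of −1.62 (SE 0.23, adjusted *P* = 0.00119), −1.32 (adjusted *P* = 0.0105) and −0.75 (adjusted *P* = 0.267) in *reil1-1 reil2-1* at 0, 1 and 7 days and of −0.72, −0.94 and −0.79 in *reil1-1 reil2-2*, with adjusted *P* of 0.121, 0.0679 and 0.176. The mean of these 6 values was −1.02 (SE 0.11, adjusted *P* = 1.82e-05), and by the methods' t-test 4 of 6 were past the threshold, as was the genotype effect by the methods' two-way analysis of variance. The call in *reil1-1 reil2-1* at 1 day was lost without replicate 2 of Col-0 (−1.25) or replicates 1 (−1.23) and 3 (−1.28) of the mutant. A call was gained in *reil1-1 reil2-2* at 0 day without replicate 1 of Col-0 (−0.93). In Col-0 the mean log2 signal fell from 12.42 (SD 0.39, n = 3) at 0 day to 11.49 (SD 0.20) at 7 days, a log_2_-FC of −0.93 (adjusted *P* = 0.0147) that was not past the threshold without replicate 2 (−0.89) or replicate 3 (−0.76) of Col-0 at 0 day. At 0 day the mean log2 signal was 10.80 (SD 0.16) in *reil1-1 reil2-1* and 11.70 (SD 0.30) in *reil1-1 reil2-2*.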

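*RPL24C* had log_2_-FCs of 0.07, 0.14 and 0.11 in *reil1-1 reil2-1* at 0, 1 and 7 days and of 0.64, 0.40 and 0.12 in *reil1-1 reil2-2* (SE 0.21), none past the threshold. The mean genotype effect was 0.25 (SE 0.10, adjusted *P* = 0.227). Col-0 had a mean log2 signal of 12.28 (SD 0.12, n = 3) and *reil1-1 reil2-2* of 12.92 (SD 0.14) at 0 day.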

## Discussion

### The mixotrophic in vitro cultivation system: requirements and biases

We validated through this study the function of Arabidopsis REIL proteins as ribosome biogenesis factors of eukaryotic plant ribosomes. Our previous studies of REIL function in rosette leaves^8^ indicated that analyses of eukaryote ribosome complexes from leaf material were in part masked by almost equally abundant chloroplast ribosomes. Using root material, the organelle interference of UV-absorbance traces from density gradient separations of plant ribosome complexes was negligible (Fig. 1). Plastid and mitochondrial ribosomes co-purified from root material, but the prokaryote-type ribosome complexes were according to our proteome analyses on average more than 100-fold less abundant than eukaryote ribosome complexes (Supplemental Figure S7, Supplemental Table S5). The choice of root material thus enabled relative and correlative quantification of eukaryote ribosome complexes (Figs. 2, 3). These analyses were not possible previously using leaf material^8^. Analyses of ribosomes complexes required amounts of ~ 100 mg (FW) tissue^8^. Our axenic in vitro cultivation system (Supplemental Figure S1) delivered required amounts of root tissue from plants that had developmental stage, ~ 1.10^16^. Our current study confirmed *reil* gene expression in Col-0 wild type roots under our mixotrophic hydroponic cultivation conditions and strong reduction of expression of both genes in *reil* double mutants (Supplemental Figure S5). Recent promoter GUS studies confirmed constitutive *reil2* expression throughout Arabidopsis seedlings under similar in vitro conditions and revealed relevance of REIL2 in the root organ by demonstrating high expression in the root tip^9^.

The previously reported delay of *reil* mutant development and growth in the cold attenuated using our cultivation system (Supplemental Figure S2-S3). We did not adjust temperature settings to achieve previous phenotypic strength. Instead, we used the phenotype-attenuating settings to minimize pleiotropic effects that may arise due to differential development of mutants and wild type (Supplemental Figure S2). We maintained comparability with our previous analyses of soil grown Arabidopsis rosettes^6,8^ by selecting stage ~ 1.10 plants to perform temperature shift experiments.

We were, however, confronted by a bias of mixotrophic cultivation. Mutant plants stayed dwarfed and flowered early even at optimized temperature without addition of sucrose to the liquid cultivation medium. As consequence, we cultivated in the presence of sucrose, but need to consider that the sucrose supply will mask or distort endogenous carbohydrate dependent signals. In addition, the illumination of the root system and the high humidity of hydroponic cultivation may affect transcriptional responses, for example, the observations linked to high light and reactive oxygen species that we report (Fig. 5A).

We discovered a further potential developmental bias of our study. *Reil* mutations affected root architecture (Supplemental Fig. S3). The branching pattern of hydroponic root systems in *reil* single and *reil1 reil2* double mutants appeared changed. The functional link of REIL proteins to root development or root system architecture^37^ was supported further by functional enrichment analyses of differential gene expression. The *reil1 reil2* double mutants had altered transcript levels of genes belonging to developmental growth ontologies, specifically root morphogenesis, epidermis and trichoblast differentiation (Supplemental Figure S6). These transcript changes between mutants and wild type became apparent already at optimized cultivation conditions and preceded cold induced responses. Because our current cultivation system was not suited for detailed root morphology or root patterning studies, we did not pursue this aspect further and considered this effect negligible for our current study.

We previously reported premature transcriptional cold acclimation responses at optimized temperature of *reil1.1 reil2.1* rosette leaves from soil-cultivated plants^8^. An initial global differential gene expression analysis of shared significantly enriched GOs between the non-acclimated *reil1 reil2* mutants and 7-days cold acclimated Col-0 appeared to confirm the triggering of premature transcriptional cold responses (Fig. 5B,C). The same comparison at single gene level, however, revealed an overlay of positively and negatively correlated transcriptional responses (Fig. 5D,E). Globally, premature responses to heat among the 138 genes of this ontology appeared to dominate over the cold responses of 263 genes, respectively, but neither cold acclimation nor heat acclimation responses were significantly enriched in the *reil1 reil2* double mutants prior to cold shift (Fig. 5A). Selected marker genes of cold acclimation and cold response were either not prematurely changed, e.g. *C-REPEAT/DRE BINDING FACTOR1/ DEHYDRATION-RESPONSIVE ELEMENT BINDING PROTEIN1B* (*CBF1/DREB1B*), *CBF2/DREB1C*, *CBF3/DREB1A*, and *VERNALIZATION INSENSITIVE 3* (*VIN3*), or had reduced expression prior to cold shift, e.g. *COLD-INDUCED1* (*KIN1*) and *KIN2* or *COLD-REGULATED15A* (*COR15A*) and *COR15BA* (Supplemental Figure S4). Cold acclimation of Arabidopsis has a well characterized carbohydrate component, where acclimating plants accumulate^38,39^ and de-acclimating plants rapidly reduce endogenous sugar levels^40^. Adaptations in photosynthetic carbon metabolism provide signals that are integral part of Arabidopsis cold acclimation, including post transcriptional and transcriptional changes to sucrose metabolism^41^. In addition, photosynthesis-derived glucose is a regulator of TARGET OF RAPAMYCIN (TOR) signaling that is a component of Arabidopsis cold acclimation^42,43^. Considering the biases of our root cultivation system and especially the masking of carbohydrate signals, we cautiously conclude that the *reil1 reil2* double mutants deregulate temperature responses in mixotrophic roots at optimized temperature.

### REIL deficiency reveals requirement for de novo synthesis of eukaryote ribosomes after cold shift

Our current study confirmed and extended our previous observation that *reil* mutants delay accumulation of non-translating 60S LSUs after cold shift^8^. We demonstrated that the delay affects the non-translating 60S LSUs and 40S SSUs (Figs. 1, 2). Shortage of non-translating free ribosome subunits was clearly transient and the balance of the abundances of non-translating large and small eukaryotic ribosome subunits was under tight control in plants (Fig. 3). We currently do not have evidence that control of this balance is dependent on REIL function in Arabidopsis. Our observation of concomitant decrease of 40S SSUs in *reil* double mutants was unexpected, as the 40S SSU fraction increases in yeast Δ*rei1* mutants^2,4^. Arabidopsis apparently has different control mechanisms to balance non-translating 40S and 60S subunits. However, our finding agrees with yeast data that show concomitant decreases of 40S SSUs and 60S LSUs in mutants that are defective in 60S structural RPs, whereas mutants defective in 40S structural RPs may accumulate high levels of 60S LSUs^44^.

We observed compensation responses of REIL deficiency that act both, before cold shift and after extended periods of cold (Figs. 2, 3, 4). All *reil* mutants over-accumulated baseline pools of non-translating 60S LSUs and 40S SSUs, when not immediately responding to cold shift. This phenomenon may indicate either, over-accumulation of functional but yet non-translating subunits or may be reflect accumulation of non-functional ribosome subunits with assembly errors. These explanations are not distinguishable by our current experiments. Mutants containing a defective *reil2* gene depleted in addition the 80S fraction in the cold. In Arabidopsis, the 80S fraction similar to yeast^17,18^ appears to be composed of translating and non-translating 80S ribosome monomers. Our KCl-sensitivity tests of the Arabidopsis 80S fraction and the poor correlation between 80S and non-translating 60S fractions indicated the heterogeneous nature of the 80S fraction (Figs. 3, 4). Mainly for this reason, we did not analyze the ribo-proteome of the 80S fraction in this study.

The function of the two REIL paralogs was clearly not fully redundant. REIL1 deficiency can be compensated successfully under both optimized and low temperature conditions, but a compensation response by over-accumulation of free subunits and slight deficiency after cold shift was observable (Fig. 2A–D). In contrast, REIL2 deficiency was successfully compensated only at optimized temperature, but compensation apparently failed in the cold. This may be indicated by persistent depletion of the 80S fraction both in the *reil2* single mutants and in the *reil1 reil2* double mutants (Fig. 2C).

Ribosome complex abundances recovered slowly in the cold shifted *reil* mutants. The time scale of 3–7 days after the shift is in agreement with previous reports of ribosome protein turnover in Arabidopsis^45,46^, where half-life of the ribosome population was approximately 3–4 days. Only RPP0D (MRT4-homolog, At1g25260) and the RACK1B and 1C paralogs were shorter lived with half-lives between 0.5 and 1.5 days^46^. Induction of 40S and 60S RP transcripts after cold shift in the Col-0 wild type and compensatory enhanced and prolonged expression of these genes in *reil1 reil2* double mutants indicate that Arabidopsis roots (Figs. 6, 7A,B) are prepared by transcript availability for ribosome de novo synthesis after cold shift. Rosette leaves provided similar observations at higher amplitude^8^.

Compensational depletion of non-translating ribosome complexes in the *reil* mutants cannot be explained alone by 60S subunit shortage and deficient de novo ribosome biosynthesis. We propose that Arabidopsis maintains and controls pools of non-translating free 60S LSUs and 40S SSUs, likely under a tight and common control (Fig. 3). In addition a pool of assembled, but non-translating 80S ribosomes appears to be present. These translationally inactive pools of ribosome complexes recycle ribosome complexes and may serve as buffers that respond to changing translation demands^47–49^. Such pools may save energy by harboring surplus extant ribosomes instead of initiating wasteful premature degradation. Such pools may accumulate, when translation demands are low and prepare plants for rapid responses to environmental cues without immediate need of comparatively slow de novo ribosome biosynthesis and assembly. Fluctuating temperature cues, such as investigated in this study, obviously alter translation demands.

### Effects of REIL deficiency on translation initiation

In yeast cells, Rei1 deficiency, similar to other mutations that limit the amount of 60S LSU subunits, is associated to the hallmark observation of so-called half-mer polysomes^2,5^. Half-mers are polysome complexes with a stalled 40S preinitiation complex and one or more fully assembled translating 80S ribosomes bound to a single mRNA. Stalling of the preinitiation complex finds an obvious explanation through the lack of translationally competent 60S LSUs for translating 80S monomer assembly. Half-mer polysomes of yeast have been detected by sucrose density gradient centrifugation^2,5^. In our sucrose gradient analyses, we found indications of accumulating half-mer polysomes in the *reil1 reil2* double mutants at 1–3 days after cold shift (Fig. 1), but this phenomenon did not persist after prolonged cold exposure (Figs. 1, 4). Proteomic analysis demonstrated the presence of components of the eIF3 multi-protein complex^20^ in the non-translating 40S fraction and in a subsequent fraction also enriched for organelle 50S RPs. These observations likely indicate the presence of co-purified plant 43S and 48S preinitiation complexes, respectively (Fig. 11B,C). Accumulation of eIF3 components in both cold acclimating *reil1 reil2* double mutants indicated accumulation mostly of stalled 43S preinitiation complexes after cold shift (Fig. 11A–C). The existence of half-mer polysome complexes in cold exposed *reil* double mutants was supported by the presence of eIF3A1 in the mutant low-oligomer polysome fraction in one of our analyses (Fig. 11B). We conclude that REIL protein deficiency can cause accumulation of Arabidopsis 43S preinitiation complexes and that half-mer polysomes can accumulate. These observations support REIL function as a ribosome biogenesis factor by indicating lack of translationally competent 60S subunits in the cold exposed mutants.

At transcriptome level, we found evidence that *reil* deficiency feeds back constitutively onto gene expression of the *eIF3C2* paralog. REIL deficiency specifically released the suppression of *eIF3C2* expression (Fig. 8) and largely did not affect expression of other constituents of the eIF3 complex. In our current study, the eIF3C2 protein was not selectively detectable with one of 22 or two of 16 detected peptides shared between the eIF3C1 and eIF3C2 paralogs (Supplemental Table S6). The 805 amino acid eIF3C2 protein has an internally shortened N-terminal domain and lacks a large part of the C-terminus compared to the 900 amino acid eIF3C1 paralog^20^. It may be allowed to speculate that the eIF3C2 paralog competes with eIF3C1 in plant eIF3 complexes and/ or may have an inhibitory regulatory role that adjusts eIF3 abundance to availability of translationally competent 60S LSUs. Such a function may cause a sub-fraction of eIF3 not to bind to ribosomes, but a mechanistic explanation must currently remain elusive.

### Effects of REIL deficiency on ribosome biogenesis

The *reil1 reil2* mutants accumulate Arabidopsis homologs of yeast 60S and 66S ribosome biogenesis factors in the non-translating 60S fraction. Homologs of cytosolic biogenesis factors, NMD3, TIF6, RLP24 that are assembled within the nucleus and released in the cytosol before the 60S LSU becomes translationally competent accumulate before and after temperature shift (Fig. 10A–E). Nuclear ribosome biogenesis factors associate predominantly with the 66S pre-ribosome. These factors include proteins that block positions in the 66S complex which are later occupied by the cytosolic biogenesis factors in the 60S pre-ribosome. Nuclear ribosome biogenesis factors accumulated in the cold in both *reil* double mutants and only in one double mutant, *reil1.1 reil2.2* before cold shift (Fig. 10A). These observations indicate a likely heterogeneity between the *reil2* alleles that are currently available.

We conclude that REIL deficiency inhibits the release of Arabidopsis NMD3-, TIF6-, and RLP24-homologs and thereby slows down biogenesis of translationally competent 60S LSUs. We interpret accumulation of nuclear ribosome biogenesis factors as pile-up of precursor complexes caused by blocked cytosolic 60S maturation. We observe that the block of 60S maturation intensifies at low temperature (Fig. 10). Taken together the observations prove conserved REIL function as a cytosolic 60S biogenesis factors. In addition, we imply previously non-described plant proteins, namely a R3H-domain protein and a LEA-like protein that do not have apparent homology in yeast or humans beyond the conserved R3H-domain, to likely contribute to plant specific aspects of 60S biogenesis.

At transcriptome level, we find *NUC2*, but not *NUC1* gene expression constitutively activated. *NUC2* codes for one of the two antagonistic plant nucleolins and thereby provides a functional link to eukaryote ribosome biogenesis. Both, *NUC2* and *NUC1* expression are required for plant growth. NUC2 and NUC1 act as histone chaperons early in eukaryotic ribosome biogenesis. The nucleolins control rDNA variant expression by modulation of 45S rRNA transcription and/ or processing^24,25^. *NUC2* expression is high in the root apical meristem, similar to our still enigmatic finding of *reil* dependent PISTILLATA deregulation in roots. Both nucleolins are expressed in root and leaf tissues, but *NUC2* transcripts accumulate more in root than in leaf and shoot tissue^24^. Durut and co-authors conclude that NUC2 might bind nucleosomes to induce and/or maintain a repressive rDNA chromatin state^24^. Building on the hypothesis that *NUC2* may act as a repressor^25^, we may naively interpret our observation of deregulated *NUC2* expression as indication of a feedback repression of the primary step of rRNA transcription in response to blocked 60S maturation. However, studies on *reil2* single paralog mutants suggest that the control of rRNA transcription may be negligible compared to feedback control of rRNA processing exerted downstream of the 35S rRNA precursor^9^. Obviously, this control affected both of the two parallel terminal plant pre-rRNA processing pathways^50^. Accumulation of pre-60S maturation factors confirmed stalling of nuclear 66S maturation complexes that contain partially processed rRNA.

### REIL deficiency affects the RP paralog composition of non-translating 40S SSU and 60S LSU fractions

We discovered that REIL deficiency affects the paralog composition of non-translating ribosome subunits. Most of our observations are less than twofold changes (Fig. 9). Considering the composite nature of the 40S SSU and 60S LSU fractions that may contain both, recycled ribosome populations that were synthesized prior to cold shift and ribosome populations that are de novo synthesized in the cold, we were surprised by these observations that indicate ribosome heterogeneity^14^ and were consistent between the two *reil* double mutants.

One of the more obvious observations was the consistent decrease of RPL24B of the eL24 RP family in the non-translating 60S fractions of the *reil1 reil2* double mutants (Fig. 9). This phenomenon can be linked directly to the concomitant accumulation of the RPL24C (Fig. 10), the Arabidopsis homolog of the yeast RLP24 maturation factor that is a placeholder during pre-60S complex assembly and is replaced in the cytosol to form translationally competent 60S LSUs^2^. Competent 60S LSUs of yeast contain either yeast RPL24A or RPL24B. Similar to yeast, Arabidopsis REIL proteins appear to be required to facilitate or accelerate this exchange.

Two other 60S RP families are assembled onto the 60S subunit in the cytosol, uL10 and uL16^2^. Of these families, we find RPP0B, uL10 family, to be consistently decreased at 10 °C and inversely increased at 20 °C in both *reil* double mutants (Fig. 9). RPP0B is one of the Arabidopsis paralogs that code for the P-stalk protein P0 that anchors the P-stalk to the ribosome^51–54^. P0 interacts as a scaffold of other P-stalk proteins of the P1/P2 family, here represented by consistent abundance changes of Arabidopsis RPP1A, RPP1B and RPP1C (Fig. 9) and overall reduced abundance of RPP2D in the *reil* double mutants (Supplemental Figure S8A). Only the fully assembled and active P-stalk substructure interacts with translation elongation factors and is required for translation.

Besides these changes of ribosome subunit composition, we found temperature dependent and independent effects on the composition of structural ribosome proteins within the non-translating 40S SSU and 60S LSU (Fig. 9). Such compositional changes must involve either an indirect REIL function that affects de novo subunit assembly in the nucleus or may involve RP paralog exchange of assembled ribosome that pre-exist in the cytosol prior to cold shift. Such a mechanism was previously proposed for in situ ribosome repair^55^.

Among the many observations of compositional changes, we would like to highlight the effect on the uL3 family that is part of 60S LSUs^56^. REIL proteins apparently are required to accumulate RPL3B paralogs in non-translating 60S fractions (Fig. 9). The slight accumulation of abundant RPL3A, an essential gene for Arabidopsis^57^, appears to compensate reduction of RPL3B in our study. In addition, RPL3B decrease in the absence of REIL proteins has a transcriptional component, as the reduction of *RPL3B* transcript is one of the rare observations of otherwise absent associations between transcriptome and proteome changes of non-translating fractions (Supplemental Figure S9).

## Conclusion

Our study proves that Arabidopsis REIL proteins function as cytosolic ribosome biogenesis factors and appears to further support their role of accelerating ribosome de novo synthesis in the cold. We suggest that Arabidopsis compensates for the lack of REIL function at optimized temperature, but cannot fully compensate in the cold. The compensation mechanism may involve accumulation of non-translating pools of ribosome complexes and appears to activate pre-existing pools upon cold-shift. We hypothesize, that Arabidopsis controls non-translating ribosome complexes to buffer fluctuating demands on translation. Thereby Arabidopsis may limit the demand for de novo ribosome synthesis under rapidly changing environmental conditions. REIL function is mostly post-transcriptional, however, with a few apparent transcriptional components. REIL function appears to feed forward onto formation of 43S initiation complexes likely in a passive mode by modulating 60S LSU availability or more actively via *eIF3C2*, *NUC2* or RP gene expression and feedback onto nuclear pre-60S subunit assembly. Through potential disturbance of de novo ribosome biosynthesis and translation initiation, *reil* mutants allow the study of these processes and their control in plants. Alternatively, our results may indicate accumulation of defective or misassembled ribosomes resulting from lack of a proposed REIL proofreading function^1,2^. This interpretation still presumes de novo synthesis of ribosomes after cold shift and assumes a specific requirement for REIL proof reading in the cold.

Unexpectedly, REIL function in Arabidopsis appears to control the paralog composition of non-translating 40S and 60S subunits. Considering paralog composition as one mechanism that may create heterogeneous functional ribosome populations^58–61^, we propose that *reil* mutants and temperature acclimation cues may provide feasible and highly relevant experimental systems to study ribosome heterogeneity in plants^14^. Clearly, further studies are required with a focus on functional ribosomes to extend and substantiate our current observations of non-translating ribosome heterogeneity and to solve the question whether ribosome accumulation in *reil* mutants compensates or reflects accumulation of misassembled ribosomes.

## Materials and methods

### Plant material

The single-paralog mutants, *reil1-1*, *reil2-1*, and *reil2-2* lines, with T-DNA insertions in exon 2 at base pairs 475, 733, and 731, respectively, were selected to investigate the role of REIL proteins for the plant growth in suboptimal temperature condition. All T-DNA insertions were characterized previously by sequencing of the left border of insertion sites^6^. The double homozygous *reil1-1 reil2-1* (*DKO1*) mutant^6^ was created by crossing the T-DNA insertion mutant SALK_090487 (*reil1-1*) that was obtained through the Nottingham Arabidopsis Stock Centre^62^ and GK_166C10 (*reil2-1*) of the GABI-Kat program^63^. The second allelic double homozygous *reil1-1 reil2-2* (*DKO2*) mutant was created in this study by crossing the T-DNA insertion mutant SALK_090487 (*reil1-1*) and *reil2-2* (SALK_040068). Homozygosity of the insertion sites was verified by PCR amplification of genomic DNA with the previously described T-DNA- and *reil1*- and *reil2*-specific oligonucleotides^6^. All system-profiling analyses were performed with the two double mutants and controls of the ecotype *Arabidopsis thaliana* Col-0 (wild type), i.e. the common genetic background of all mutants in this study. The three single-paralog *reil* mutants, *reil1-1*, *reil2-1* and *reil2-2*, were subjected to comparative analysis of ribosome complexes.

### Photographic documentation

The Arabidopsis shoot and root systems were digitally photographed at 300 dpi horizontal and vertical resolution using a Nikon D5100 camera with up to 4,928 × 3,264 pixels or a NIKON D850 camera with up to 8,256 × 5,504 pixels. Photographs were cropped to size and resolution reduced to meet size limitations of composite figures using Adobe Photoshop CS5 Extended (Version 12.0.4 × 64). The scale bars were manually added using external documentation of scale and magnification.

### Hydroponic system for growth, controlled temperature shift and sampling of Arabidopsis root materials

Generation of seed batches, storage, sterilization, and in vitro pre-cultivation were as described previously^6^. The hydroponic growth system for Arabidopsis plants used circular white glass containers with glass lids^10^. The containers had a slightly tapered bottom with 10.0 cm top diameter and 7.5 cm bottom diameter (Supplemental Fig. S1). The containers had a total volume of ~ 580 mL. Each glass contained 250 mL of liquid MS media with 2% sucrose (w/v) adjusted to pH 5.7^15^. Sucrose addition reduced developmental and growth-differences between mutants and Col-0 wild type. The liquid was first poured into the jar, then a sterilized stainless steel wire mesh insert of 9 cm diameter, with mesh size 1.40 mm and wire thickness 0.25 mm was adjusted to the top of the liquid (Supplementary Fig. S1). Four small ~ 1 cm^3^-blocks of solid MS media that contained 0.8% (w/v) agar were placed on top of the mesh before applying single sterilized Arabidopsis seeds to each block. Four plants were routinely cultivated per container. The containers were closed tightly, but not airtight. Glass lids were fixed to the container by stainless steel clamps before transfer to a controlled-environment chamber for growth. The seeds were allowed to germinate and grow under sterile conditions in a long day photoperiod with a 16 h/8 h–day/night cycle. External temperature settings of the chamber were controlled. External light intensity was 100–150 µmol photons m^-2^ s^-1^. External relative humidity was 60–70%. The standard temperature regime was 20 °C during the day and 18 °C during night (Supplementary Fig. S1).

### Temperature shift experiments and root harvests

Plants were pre-cultivated at 20 °C standard conditions to developmental stage ~ 1.10^16^. At this stage, the plants were transferred carefully within their hydroponic containers from standard conditions to a second controlled-environment chamber with 10 °C temperature during the day and 8 °C during the night, but otherwise equal external light cycle, light intensity, and relative humidity settings (Supplemental Fig. S2). Non-cold shifted roots were harvested immediately before temperature shift and are in the following denoted non-acclimated or 0 day samples. Subsequently, samples were harvested after one day, three days, one week, and three weeks after cold shift (Supplemental Fig. S3). Each harvested biological replicate was the pool of total root material from four plants of a single container. Three biological replicates, n = 3, were harvested for microarray based transcriptome analyses. Five replicates per experimental condition, ~ 20 individual root systems, were pooled into single samples for the analysis of ribosome complexes using sucrose density gradients.

### Sucrose density gradient analysis of ribosome preparations from Arabidopsis root tissue

Ribosome fractions from Arabidopsis Col-0 wild type and *reil* mutants were prepared from pools of hydroponically grown root systems as described previously^8,10^. Due to the complex procedure, single pools of non-acclimated roots and roots at 1 day, 3 days, 7 days, and 21 days after cold-shift were analyzed per genotype for qualitative analyses. Briefly, per sample 100–102 mg fresh weight (FW) of frozen root tissue was homogenized 30 min on ice with 0.5 mL polysome extraction buffer (PEB) in horizontal tubes on an orbital shaker set to 400 rotations per minute. The final PEB buffer composition was 200 mM Tris–HCl adjusted to pH 9, 200 mM KCl, 25 mM EGTA, 36 mM MgCl_2_, 5 mM DTT, 50 µg mL^-1^ cycloheximide (CHX), 50 µg mL^-1^ chloramphenicol (CPL), 1.0 mg mL^-1^ heparin, 1% (v/v) Triton X-100, 1% (v/v) Tween 20, 1% (w/v) Brij-35, 1% (v/v) IGEPAL CA-630, 1% (v/v) polyoxyethylene, 1% (w/v) deoxycholic acid, 1 mM phenylmethylsulfonylfluoride (PMSF), and the equivalent of 0.002 tablets mL^-1^ cOmplete protease inhibitor mixture. All chemicals were obtained from Sigma-Aldrich (Taufkirchen, Germany). The following procedures were carried out at 4 °C. After initial centrifugation at 14,000 g for 10 min, the extract with remaining debris was placed on top a QIAshredder spin column of the RNeasy Plant Mini Kit (Qiagen, Hilden, Germany) and centrifuged again at 14,000 g for 1 min to remove all cell debris. Volumes of 0.5 mL of extract were loaded onto 9 mL of a 15% (w/v) to 60% (w/v) sucrose gradient that was prepared in PEB without detergents, heparin and protease inhibitors. The loaded density gradients were centrifuged at 33,000 g for 14.5 h at 4 °C using a six-position SW41 Ti rotor (Beckman Coulter, Krefeld, Germany). The positions of ribosome complexes varied slightly with each centrifugation run that comprised a set of six samples. In each centrifugation run, a non-sample control gradient was loaded with 0.5 mL PEB and used for photometric base line subtraction. The five remaining positions were used for root samples and included an Arabidopsis Col-0 sample for the estimation of relative abundances of ribosome complexes. Five centrifugation runs contained samples that were harvested at the same experimental time point. In the sixth centrifugation run, a randomly selected mutant of each time point was analyzed. The sucrose density gradients were separated into ~ 40 fractions of approximately 250 µL per fraction using a programmable density gradient fractionation system (Teledyne Isco Inc., NE, USA). An absorbance profile was recorded continuously at 254 nm wavelength using a 15% (w/v) sucrose solution in PEB without detergents, heparin and protease inhibitors, prior to each gradient recording to calibrate the absorbance minimum (0% absorbance_254nm_). The absorbance profiles were exported from the acquisition system and background subtracted by the profile of blank sample of each centrifugation run and identically scaled. Abundances of ribosome fractions were measured as background subtracted peak areas (Supplemental Table S1). Peak areas and the total sum of all peak areas including the 40S, 60S, 80S and polysome fractions, were determined by Chromas Lite 2.1 software (http://chromas-lite.software.informer.com/2.1/).

### KCl-sensitivity test of ribosome complexes

Exemplary in vitro KCl-sensitivity of translating ribosome complexes was performed with wild type root tissue compared the *reil1-1 reil2-1* double mutant at 21 days after cold shift as a compromise between immediate and prolonged cold exposure. A pooled root sample of each simple type was split into two technical replicates of 100 mg FW each. Each of the replicates was extracted with 0.5 mL PEB that either contained regular 200 mM KCl or elevated 400 mM KCl.

After 30 min incubation on ice all samples were fractionated by 15–60% sucrose density gradients. All samples were centrifuged in a single 2 h run with sedimentation at 50,000 g and 4 °C using small 13 × 51 mm ultracentrifugation tubes in SW55 Ti rotor (Beckman Coulter, Krefeld, Germany). These centrifugation settings were optimized for polysome and monosome separations. Abundance analysis of the separated ribosome complexes was as described above omitting fraction collection.

### Transcriptome analysis

Twenty seven root samples, 3 experimental conditions × 3 genotypes × 3 biological replicates, of non-acclimated and 1 day or 7 days cold acclimating Col-0, *reil1-1 reil2-1*, *reil1-1 reil2-2* were analyzed. Liquid nitrogen frozen samples of 25.1–26.8 mg fresh weight were ground to fine powder. Total RNA was extracted from frozen powder using the RNeasy Plant Mini Kit and RNase-free DNase (Qiagen, Limburg, Netherlands) according to the manufacturer’s instructions as was described previously^8^ with down-scaling modifications. Briefly, 110 µL RNA extraction buffer was used and 30 µL of RNase-free water for RNA elution. Total RNA was quantified by NanoDrop™ spectrophotometer (ThermoFisher Scientific, Germany) using absorbance wavelength 260 nm. RNA quality was evaluated by formaldehyde agarose gel electrophoresis and OD_260/280_ and OD_260/230_ ratios. The RNA integrity number (RIN) of RNA samples was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Germany). RNA samples of 10–15 µL per sample with RIN > 8 were processed by ATLAS Biolabs GmbH (Berlin, Germany) using Agilent Feature Extraction software (v10.7). The obtained gene expression data sets were quantile normalized using the normalize.quantile routine of the preprocessCore R statistical computing and graphics package (https://www.r-project.org/). The obtained 4X44K Agilent microarray data comprise variable numbers of redundant gene probes. The expression data sets are available from the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) through accession GSE144916. Gene expression information of redundant probes was averaged to reduce bias for functional enrichment analyses. Gene expression information was normalized per gene model to the average expression value from non-acclimated Col-0. Alternatively, the differential gene expression of mutants over Col-0 was calculated at each time point. Averaged log_2_-transformed ratios of differential gene expression, standard errors and statistical test results are reported in the supplement (Supplemental Table S2).

### Functional enrichment analyses of gene expression data

Functional enrichment analysis of differential gene expression was carried out by parametric analysis of gene set enrichment^19,64^ using the agriGO v2.0 web-service at http://systemsbiology.cau.edu.cn/agriGOv2/. The parametric analysis of gene set enrichment processes lists of genes with log_2_-transformed numerical differential gene expression values from one or more experimental conditions and provides information on the enrichment of expression increases or decreases across gene sets of at least 10 gene entries that are defined by 2,145 GO gene ontology (GO) terms. Enrichment of mean log_2_-fold changes (log_2_-FC) were evaluated by z-scores, and by false discovery rate (FDR)-adjusted *P* values^65^ applying a *P* < 0.05 threshold (Supplemental Table S3).

### Proteome analysis of ribosome preparations from Arabidopsis root tissue

We performed two complex experiments of ribosome fraction preparation and shotgun ribo-proteome analysis that resulted in data sets DS1 and DS2, respectively. Each data set contained a pooled Arabidopsis Col-0 root sample and a pooled double mutant root sample either of *reil1-1 reil2-2* (DS1) or of *reil1-1 reil2-1* (DS2). Samples prior to temperature shift and samples prepared at 7 days after 10 °C cold shift were analyzed.

Sucrose density fractionation and subsequent proteomic analysis were performed with approximately equal amounts of 100 mg FW. Tryptic peptides were prepared from up to five non-translating ribosome fractions and a low-oligomer polysome fraction by filter aided sample preparation^66,67^. Sucrose density gradient fractions were washed repeatedly with 500 µL of 0.04 M Tris–HCL buffer (pH 8.4) with 0.2 M KCl and 0.1 M MgCl_2_ using regenerated cellulose membranes, Amicon Ultra-0.5 centrifugal filter units, with a 3 kDa molecular size cutoff (Merck, Kenilworth, New Jersey, USA). Removal of sucrose was considered complete, when the 500 µL volume decreased to below 100 µl within 10 min of centrifugation at 5000–7000 rpm and 4 °C.

Shotgun proteome analysis of recovered peptides was performed by liquid chromatography–tandem mass spectrometry (LC–MS/MS) with an ACQUITY UPLC M-Class system (Waters Corporation, Milford, MA, USA) hyphenated to a Q-Exactive HF high-resolution mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA). Samples were separated by reverse-phase nano-liquid chromatography using a 125/ 132 min (DS1/ DS2) 3% to 85% (v:v) acetonitrile (ACN) gradient. Mass spectrometric data acquisition was performed by data dependent top-N tandem mass spectrometry (dd-MS2). This acquisition mode fragmented the top 10/ 15 (DS1/ DS2) most intense ions per full scan. Full scans were acquired at a resolution of 120,000/ 60,000 (DS1/ DS2) with automatic gain control (AGC) target set to 3e6/ 1e6 (DS1/ DS2), maximum injection time 100/ 75 ms (DS1/ DS2), and scan range 300 to 1600 m/z in profile mode. Each dd-MS2 scan was recorded in profile mode at a resolution of 15,000/ 30,000 (DS1/ DS2) with AGC target set to 1e5, maximum injection time 150 ms, isolation window of 1.2/ 1.4 m/z (DS1/ DS2), normalized collision energy 27 eV and dynamic exclusion of 30 s. The LC–MS/MS files were analysed by MaxQuant software (Version 1.6.0.16), http://www.coxdocs.org/doku.php?id=maxquant:common:download_and_installation. A*rabidopsis thaliana* FASTA files of the reviewed Swiss-Prot compendium in the UniProt database^68^ served peptide annotation. All peptides, including unique peptides and non-specific peptides of highly similar or identical paralogs of structural cytosolic ribosome proteins were analyzed by label-free quantification (LFQ)^69^.

The proteomics data set, identifier PXD016292, and detailed experimental settings are available via the ProteomeXchange Consortium at the PRIDE partner repository, https://www.ebi.ac.uk/pride/archive/login^70^. Proteins were annotated according to majority peptide identification. Specificity of detected peptides for cytosolic RP paralogs and ribosome-associated proteins (RAPs) was analyzed including potential non-specificity by minority peptide calls. Supplemental Table S4 reports proteomic fraction characterization and the subset of samples from Pride data set PXD016292 used in this study. We identified the 40S and 60S RPs, and the organelle 30S and 50S RPs according to previous publications^71–75^. Due to the differences of cytosolic ribosome subunits in each fraction, and to account for the variation between sample types, we normalized protein LFQ-abundances in fractions that contained 60S RPs to the sum of LFQ-abundances of all detected 60S proteins in each of the respective fractions. This procedure allowed analysis of compositional changes of 60S ribosome complexes, but may create false positives of components due to co-purified organelle RPs or other proteins. For this reason, we only considered changes relevant, if the non-normalized LFQ abundance had a maximum in the 60S or 60S/80S fractions and not in the 30S/40S or 50S fraction. We excluded all 40S RPs from the compositional analysis of the non-translating 60S fractions. To assess compositional changes of non-translating 40S complexes we normalized to the sum of all 40S RPs in each fraction. We excluded all 60S RPs and only considered proteins that were more abundant in the 30S/40S fraction relative to the 60S fraction. Due to the overall experimental design, we did not apply statistical analyses for feature selection. Instead, we selected for changes that were shared between the *reil1 reil2* double mutants at 10 °C. In a more stringent analysis, we selected the respectively shared changes at both temperatures 10 °C and 20 °C.

### Association analysis of changes in transcript and relative protein abundance

The differential transcript levels of the *reil1 reil2* mutants relative to *Arabidopsis thaliana* Col-0 wild type were compared to changes of relative protein abundance in the non-translating 40S and 60S plus 60S/80S fractions of the proteome analysis (Supplemental Figure S9). For this purpose, we correlated the differential accumulation of cytosolic RPs and RAPs in non-translating ribosome fractions reported in Supplemental Table S6 to differential gene expression (Supplemental Table S2, columns X to AC). We merged transcript and protein information according to the reported gene model information of the transcriptome and proteome analyses (Pride data set PXD016292). Note that the transcript information was in part splice variant specific. The proteome analyses in many cases did not distinguish splice variants and contained non-specific information due to peptides of proteins from the highly similar or in part identical ribosome protein families (Supplemental Table S6).

### Statistical analyses and data visualizations

Quantile-normalized log_2_-transformed ratios of DEGs (differentially expressed genes) or log_2_-transformed of differential protein abundances were analyzed, correlated and visualized by Microsoft Excel software of the Office Professional Plus 2010 package (Microsoft) and the Multiple Experiment Viewer version 4.9.0 (http://www.mybiosoftware.com/mev-4-62-multiple-experiment-viewer.html). Significance thresholds (*P*) of statistical analyses, e.g. one- or two-way analyses of variance (ANOVA), and two-group comparisons by heteroscedastic Student’s t test, were routinely *P* < 0.05 if not mentioned otherwise. Details of the data analysis and visualization methods are reported in the legends of figures and tables.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

Supplementary Information 9.

Supplementary Information 10.

Supplementary Information 11.

Supplementary Information 12.

Supplementary Information 13.

Supplementary Information 14.

Supplementary Information 15.

Supplementary Information 16.

# Supplementary material for: Arabidopsis REI-LIKE proteins activate ribosome biogenesis during cold acclimation
**Source:** Sci Rep. 2021 Jan 28;11:2410. doi: 10.1038/s41598-021-81610-z
**Supplement:** Supplementary file 1 — Supplementary Information 1.

A

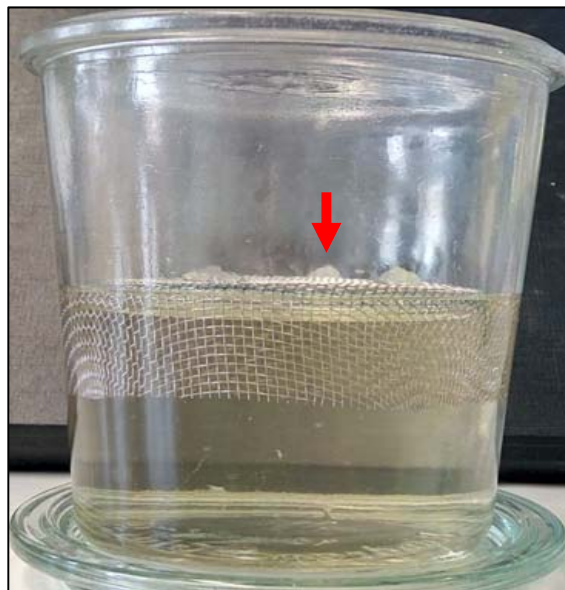

B

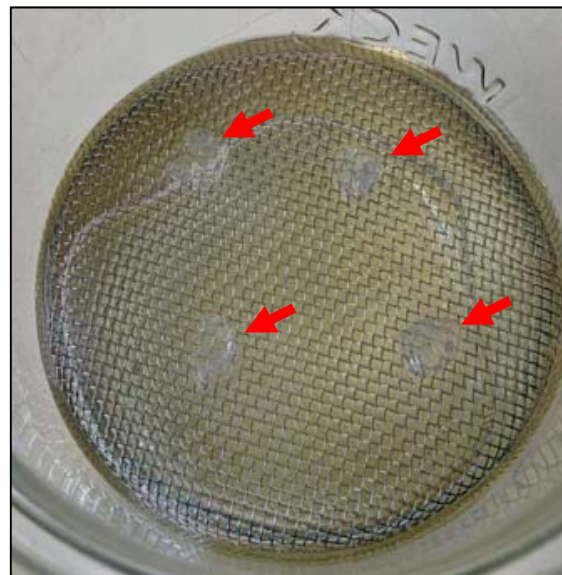

C

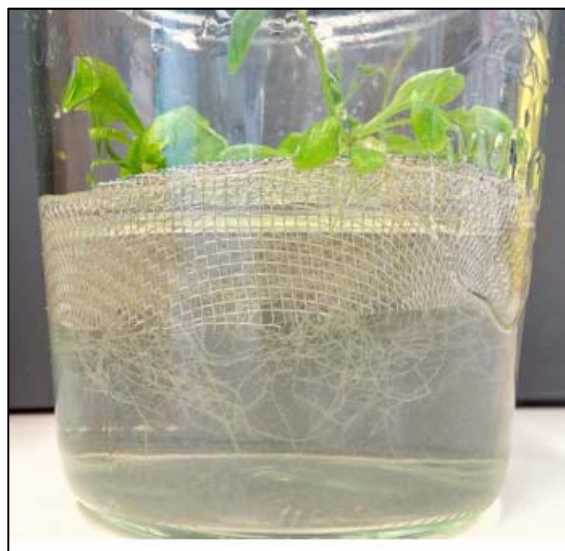

D

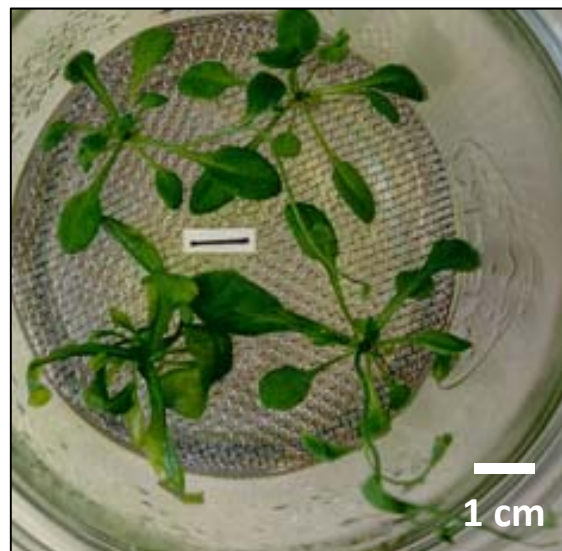

**Supplemental Figure S1.** Hydroponic growth system of *Arabidopsis thaliana* Col-0 wild type and mutants. The system was feasible for temperature shift experiments in the vegetative phase and for rapid sampling of pooled material of whole root or shoot systems.

**A)** Assembled growth system with stainless steel mesh adjusted level with the surface of ~250 mL liquid Murashige Skoog medium with 2% sucrose [15]. One of the four agar blocks for seed germination is indicated (red arrow, view from the side).

**B)** Assembled growth system with stainless steel mesh adjusted level with the liquid surface. Four agar blocks for seed germination are indicated (red arrows, view from the top). Each block contains a single seed.

**C)** Assembled growth system with *Arabidopsis thaliana* Col-0 wild type plants at approximate ten-leaf stage after 4 weeks in 16 h/ 8 h long day conditions at 20 °C during the day and 18 °C during night (view from the side).

**D)** Assembled growth system with *Arabidopsis thaliana* Col-0 wild type plants at approximately ten-leaf stage (view from the top).

The clamped-on glass lids were opened and steril conditions compromised for the photographs.

# Supplementary material for: Arabidopsis REI-LIKE proteins activate ribosome biogenesis during cold acclimation
**Source:** Sci Rep. 2021 Jan 28;11:2410. doi: 10.1038/s41598-021-81610-z
**Supplement:** Supplementary file 2 — Supplementary Information 2.

0 Day  
(20°C)

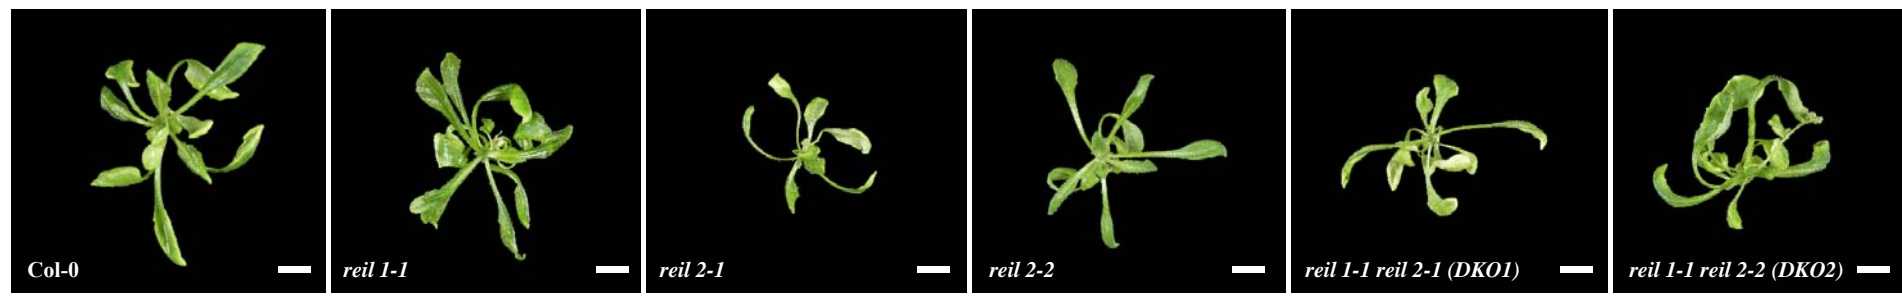

7 Days  
(10°C)

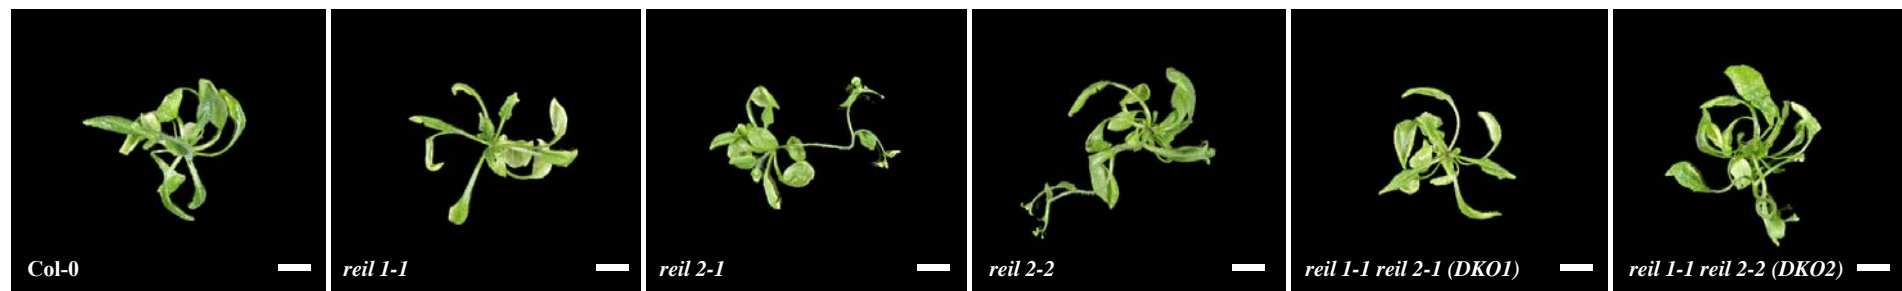

21 Days  
(10°C)

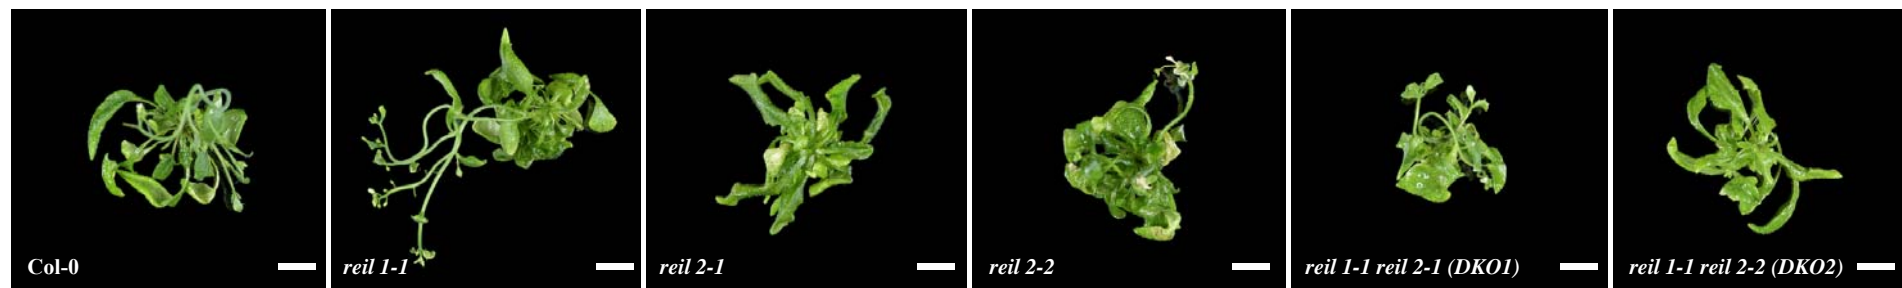

**Supplemental Figure S2.** Exemplary documentation of shoot systems of hydroponically cultivated *Arabidopsis thaliana* wild type (Col-0), of the single mutants, *reil1-1*, *reil2-1*, *reil2-2*, and of the double mutants, *reil1-1 reil2-1 (DKO1)* and *reil1-1 reil2-2 (DKO2)*, before (0 day) and 7 or 21 days after shift from 20°C (day)/ 18°C (night) to 10°C (day) and 8°C (night). Note that at 21 days after cold shift shoots and inflorescences of *reil2-1*, *reil2-2*, and the double mutants, *reil1-1 reil2-1 (DKO1)* and *reil1-1 reil2-2 (DKO2)*, are smaller than wild type and the *reil1-1* mutant. Growth of the double mutants is not fully arrested under the conditions of this hydroponic system. Cultivation was in liquid Murashige and Skoog media with 2% sucrose (w/v) adjusted to pH 5.7 [15]. All photographs were taken separately as indicated by vertical white bars. In parts, black background was added to the single sections of the graph for a regular and centered display of the shoot systems. All bars are 1 cm and indicate the slightly varying scales of single photographs.

# Supplementary material for: Arabidopsis REI-LIKE proteins activate ribosome biogenesis during cold acclimation
**Source:** Sci Rep. 2021 Jan 28;11:2410. doi: 10.1038/s41598-021-81610-z
**Supplement:** Supplementary file 3 — Supplementary Information 3.

0 Day  
(20°C)

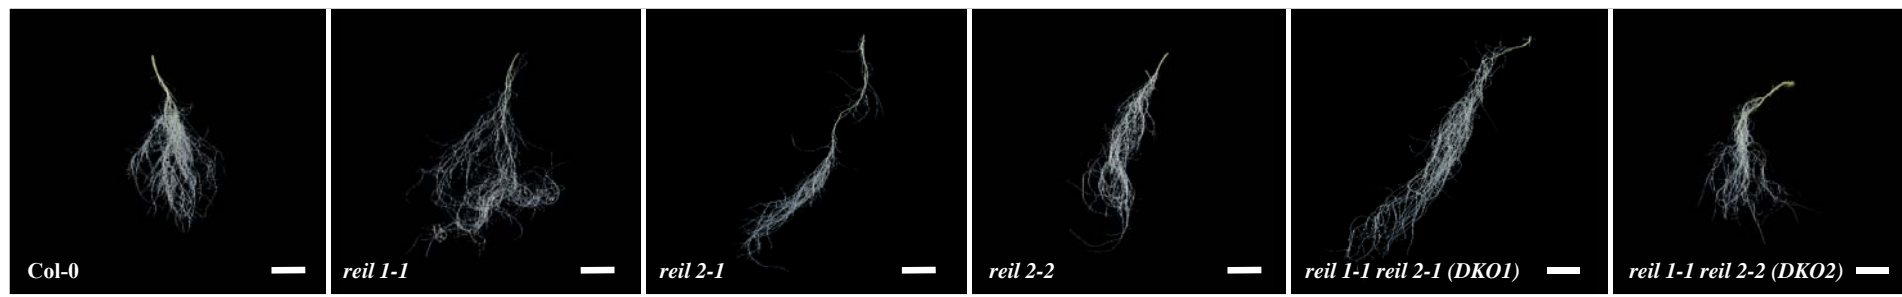

7 Days  
(10°C)

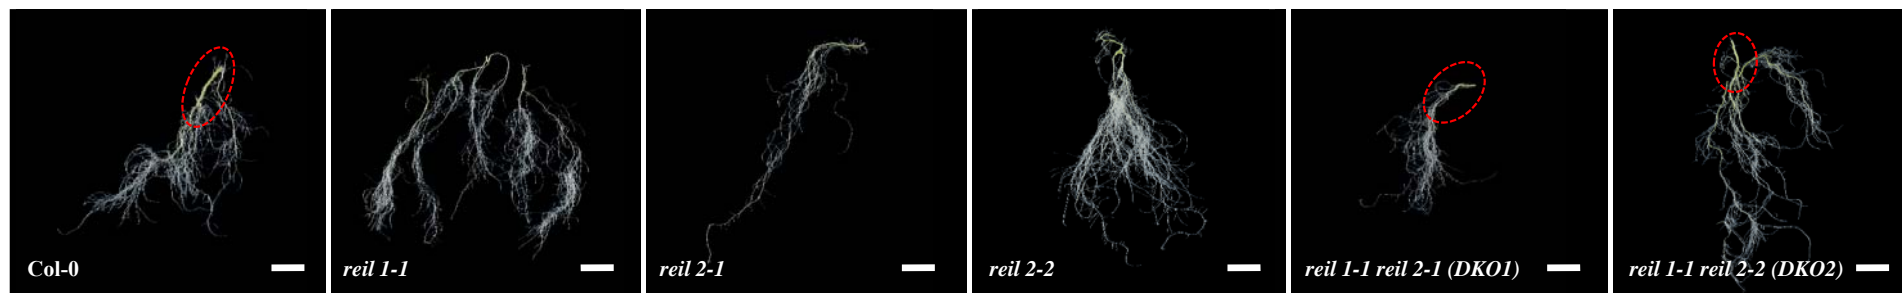

21 Days  
(10°C)

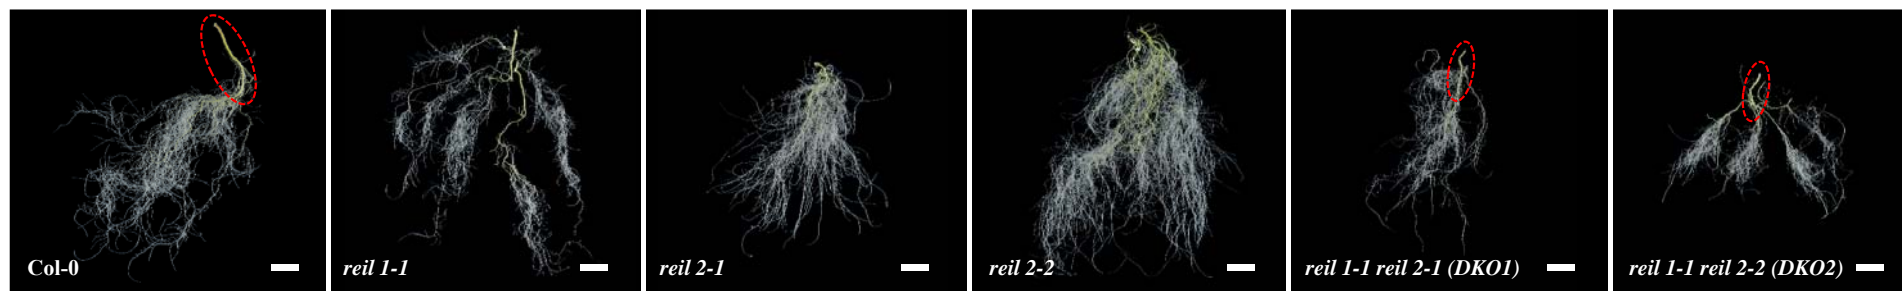

**Supplemental Figure S3.** Exemplary documentation of hydroponic root systems of *Arabidopsis thaliana* wild type (Col-0), of the single mutants, *reil1-1*, *reil2-1*, *reil2-2*, and of the double mutants, *reil1-1 reil2-1* (DKO1) and *reil1-1 reil2-2* (DKO2), before (0 day) and 7 or 21 days after shift from 20°C (day)/ 18°C (night) to 10°C (day) and 8°C (night). Roots were cut at the hypocotyl to root transition. Root systems of single plants were carefully prepared with minimal wounding from joined cultivations of four plants in single containers. Preparation of complete root systems from single plants was not possible. Photographs may therefore show in minor parts incomplete root systems. Note the shortened primary root of both double mutants at 7 and 21 days after cold shift compared to wild type. The respective primary root sections are indicated by red circles. At 21 days after cold shift, the double mutants and *reil1-1* appeared less branched indicative of an possibly altered root branching pattern. Cultivation was in liquid Murashige and Skoog media with 2% sucrose (w/v) adjusted to pH 5.7 [15]. All photographs were taken separately as indicated by vertical white bars. In parts, black background was added to the single section of the graph for a regular and centered display of the root systems. All bars are 1 cm and indicate the slightly varying scales of single photographs.

# Supplementary material for: Arabidopsis REI-LIKE proteins activate ribosome biogenesis during cold acclimation
**Source:** Sci Rep. 2021 Jan 28;11:2410. doi: 10.1038/s41598-021-81610-z
**Supplement:** Supplementary file 4 — Supplementary Information 4.

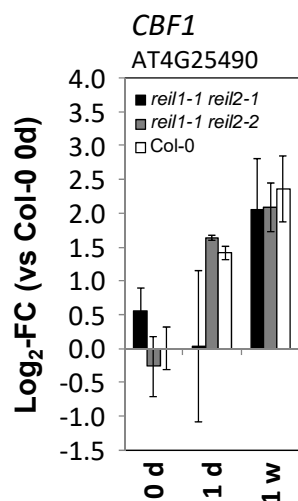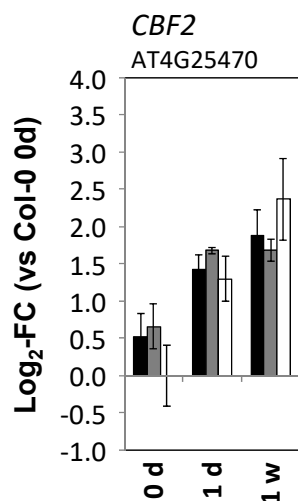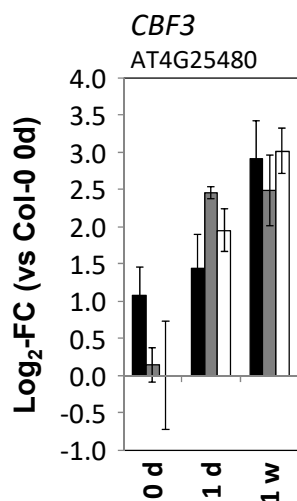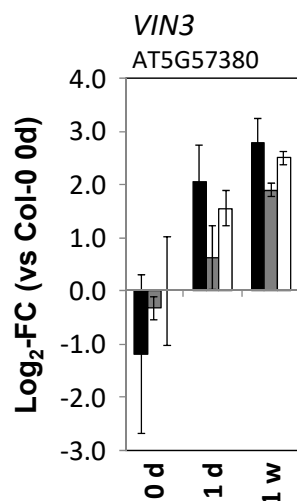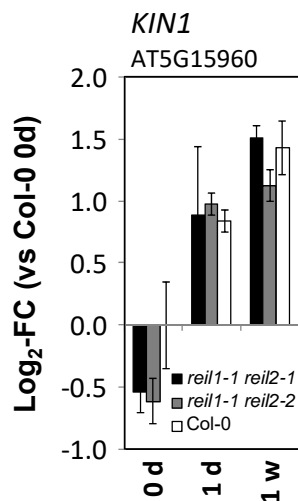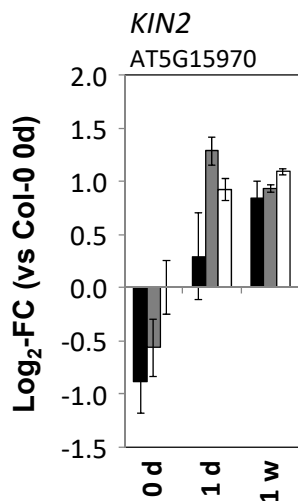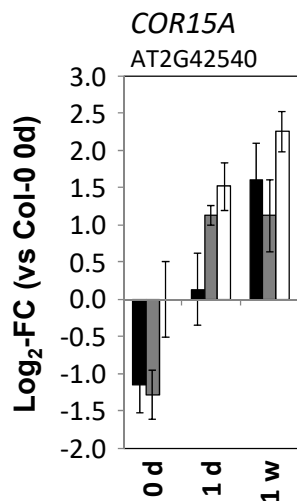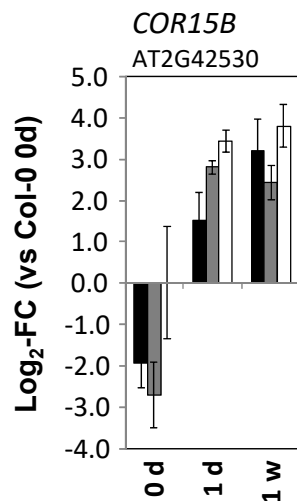

### **Supplemental Figure S4.**

Differential expression of selected cold responsive genes in the roots of Col-0, and the *reil1-1 reil2-1* and *reil1-1 reil2-2* double mutants in the non-acclimated state (0 day, 20°C) and shifted to 10°C cold for 1 day or 1 week.

Differential gene expression is determined relative to non-acclimated Col-0 at optimal temperature 20°C. The selected genes belong to GO term GO:0009409, response to cold, and in part to GO term GO:0009631, cold acclimation. Note that the marker genes indicate deregulation of cold marker gene expression in non-cold acclimated *reil* double mutant roots. 

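For the markers of the plot, the mean genotype effect over both mutants and all times was −1.00 for *COR15A* (adjusted *P* = 0.0586), −1.53 for *COR15B* (adjusted *P* = 0.0982), −0.36 for *KIN2* (adjusted *P* = 0.240), −0.19 for *KIN1* and −0.38 for *VIN3*, which was well above background on 4 of 9 arrays at 0 day. The adjusted *P* of the interaction of genotype and time was between 0.426 and 0.732 for the markers. By the methods' two-way analysis of variance, without adjustment, the genotype effect was past 0.05 for 3 of 8 markers, *KIN2*, *COR15A* and *COR15B*. The mean log2 signal of *COR15A* was 9.48 (SD 0.88, n = 3) in Col-0, 8.33 (SD 0.66) in *reil1-1 reil2-1* and 8.20 (SD 0.56) in *reil1-1 reil2-2* at 0 day, and 11.75 (SD 0.47), 11.09 (SD 0.87) and 10.61 (SD 0.84) at 7 days. *KIN2* had 15.21 (SD 0.43), 14.34 (SD 0.51) and 14.65 (SD 0.47) at 0 day.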

Analysis of variance of each of the examples indicates a significant temperature effect ( $P < 0.001$ , 2 way-ANOVA) and no significant interaction with the mutant effect. The mutant effect is significant ( $P < 0.05$ , 2 way-ANOVA) in the cases of *KIN2*, *COR15A*, and *COR15B*.

# Supplementary material for: Arabidopsis REI-LIKE proteins activate ribosome biogenesis during cold acclimation
**Source:** Sci Rep. 2021 Jan 28;11:2410. doi: 10.1038/s41598-021-81610-z
**Supplement:** Supplementary file 5 — Supplementary Information 5.

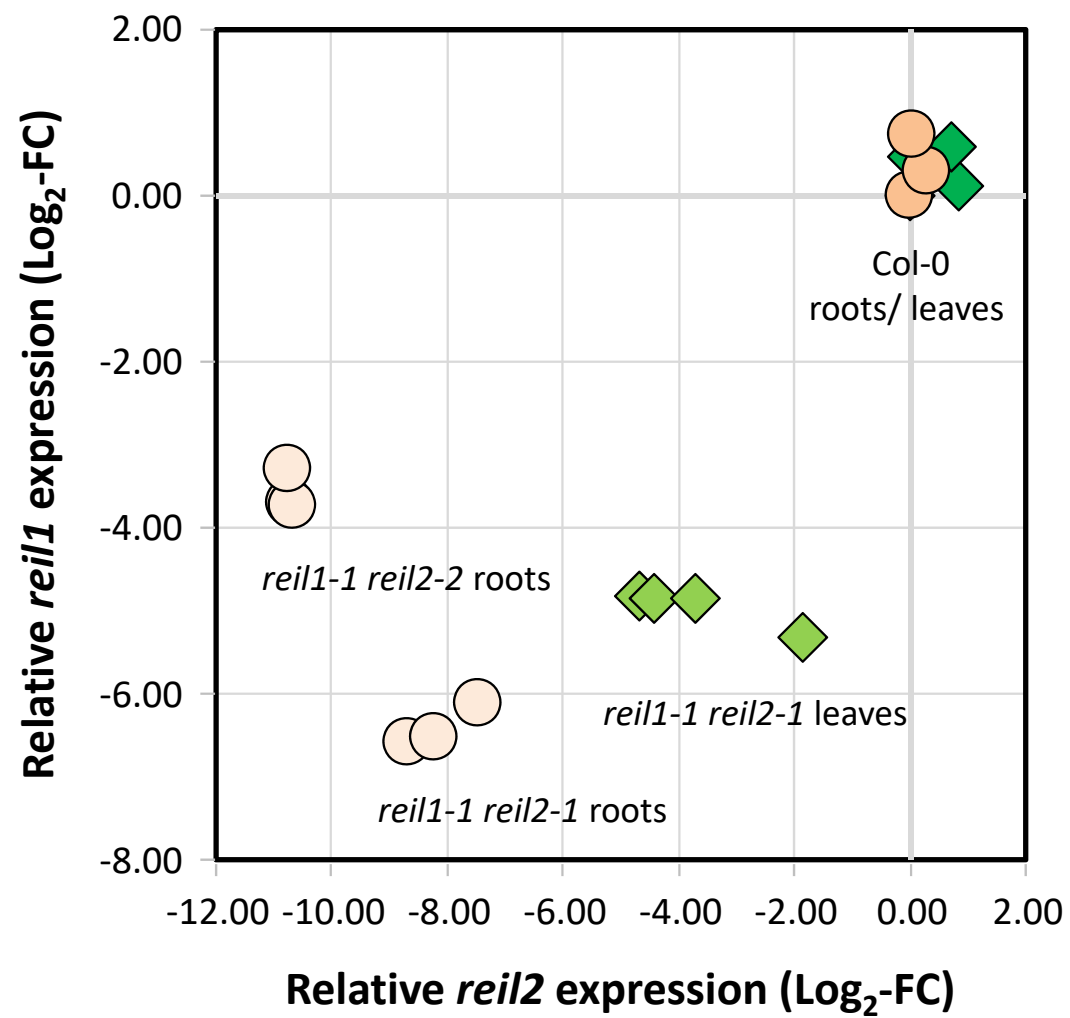

**Supplemental Figure S5.** Reduced transcript levels of the *reil 1* and *reil2* genes in the *reil1-1 reil2-1* and *reil1-1 reil2-2* double mutants.

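The mean log2 signal of the first *REIL1* gene model in Col-0 was 11.44 (SD 0.24, n = 3), 11.74 (SD 0.22) and 12.20 (SD 0.40) at 0, 1 and 7 days. In *reil1-1 reil2-1* it was 4.78 (SD 0.24), 4.80 (SD 0.42) and 5.24 (SD 0.31), and in *reil1-1 reil2-2* it was 7.62 (SD 0.31), 7.53 (SD 0.18) and 8.00 (SD 0.10). *REIL2* had 11.86 (SD 0.12), 12.17 (SD 0.06) and 11.92 (SD 0.38) in Col-0, 3.23 (SD 0.62), 3.72 (SD 2.34) and 4.43 (SD 0.69) in *reil1-1 reil2-1*, and 1.20 (SD 0.10), 1.22 (SD 0.13) and 1.13 (SD 0.08) in *reil1-1 reil2-2*.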

Root transcript data are of this study (**Supplemental Table S2**). Leaf transcript data are from soil-grown rosette plants of *reil1-1 reil2-1* from a previous study (Supplemental Table S2 of Beine-Golovchuk et al., 2018). Log<sub>2</sub>-transformed transcript data are normalized to the non-acclimated Col-0 wild type, i.e. log<sub>2</sub>-fold changes (FC), of each transcriptome experiment, respectively. Roots (circles), leaves (diamonds).

# Supplementary material for: Arabidopsis REI-LIKE proteins activate ribosome biogenesis during cold acclimation
**Source:** Sci Rep. 2021 Jan 28;11:2410. doi: 10.1038/s41598-021-81610-z
**Supplement:** Supplementary file 6 — Supplementary Information 6.

A

| GO (Onthology) |   | Description                                 | Genes | Col-0 |         |         | reil1-1 reil2-1 |         |         | reil1-1 reil2-2 |         |         |
|----------------|---|---------------------------------------------|-------|-------|---------|---------|-----------------|---------|---------|-----------------|---------|---------|
|                |   |                                             |       | 0 d   | 1 d     | 1 w     | 0 d             | 1 d     | 1 w     | 0 d             | 1 d     | 1 w     |
| GO:0048589     | P | developmental growth                        | 211   |       | -0.08 * | -0.21 * | -0.18 *         | -0.13 * | -0.20 * | -0.11 *         | -0.12 * | -0.11 * |
| GO:0048468     | P | cell development                            | 158   |       | -0.06   | -0.22 * | -0.15 *         | -0.16 * | -0.24 * | -0.12 *         | -0.16 * | -0.13 * |
| GO:0021700     | P | developmental maturation                    | 47    |       | -0.20 * | -0.40 * | -0.23 *         | -0.29 * | -0.38 * | -0.28 *         | -0.36 * | -0.26 * |
| GO:0048469     | P | cell maturation                             | 36    |       | -0.23 * | -0.47 * | -0.30 *         | -0.31 * | -0.45 * | -0.35 *         | -0.39 * | -0.30 * |
| GO:0010015     | P | root morphogenesis                          | 91    |       | -0.11   | -0.28 * | -0.17 *         | -0.18 * | -0.28 * | -0.17 *         | -0.20 * | -0.15 * |
| GO:0010053     | P | root epidermal cell differentiation         | 49    |       | -0.21 * | -0.45 * | -0.29 *         | -0.33 * | -0.45 * | -0.33 *         | -0.38 * | -0.26 * |
| GO:0048765     | P | root hair cell differentiation              | 36    |       | -0.23 * | -0.47 * | -0.30 *         | -0.31 * | -0.45 * | -0.35 *         | -0.39 * | -0.30 * |
| GO:0010054     | P | trichoblast differentiation                 | 43    |       | -0.19 * | -0.45 * | -0.29 *         | -0.30 * | -0.45 * | -0.35 *         | -0.37 * | -0.25 * |
| GO:0048764     | P | trichoblast maturation                      | 36    |       | -0.23 * | -0.47 * | -0.30 *         | -0.31 * | -0.45 * | -0.35 *         | -0.39 * | -0.30 * |
| GO:0071554     | P | cell wall organization or biogenesis        | 233   |       | -0.22 * | -0.30 * | -0.20 *         | -0.24 * | -0.29 * | -0.13 *         | -0.10 * | -0.15 * |
| GO:0016757     | F | transferase activity, transferring glycosyl | 484   |       | -0.10 * | -0.12 * | -0.12 *         | -0.10 * | -0.10 * | -0.08 *         | -0.08 * | -0.09 * |
| GO:0016758     | F | transferase activity, transferring hexosyl  | 303   |       | -0.13 * | -0.13 * | -0.13 *         | -0.12 * | -0.12 * | -0.11 *         | -0.11 * | -0.13 * |

B

| GO (Onthology) |   | Description                             | Genes | Col-0 |        |        | reil1-1 reil2-1 |        |        | reil1-1 reil2-2 |        |        |
|----------------|---|-----------------------------------------|-------|-------|--------|--------|-----------------|--------|--------|-----------------|--------|--------|
|                |   |                                         |       | 0 d   | 1 d    | 1 w    | 0 d             | 1 d    | 1 w    | 0 d             | 1 d    | 1 w    |
| GO:0009058     | P | biosynthetic process                    | 3716  |       | 0.04 * | 0.01 * | -0.05 *         | 0.05 * | 0.02 * | 0.01 *          | 0.03 * | 0.01 * |
| GO:0009059     | P | macromolecule biosynthetic process      | 2505  |       | 0.06 * | 0.03 * | -0.04 *         | 0.07 * | 0.04 * | 0.02 *          | 0.05 * | 0.03 * |
| GO:0034645     | P | cellular macromolecule biosynthetic pro | 2483  |       | 0.07 * | 0.03 * | -0.04 *         | 0.07 * | 0.04 * | 0.02 *          | 0.05 * | 0.04 * |
| GO:0044249     | P | cellular biosynthetic process           | 3536  |       | 0.05 * | 0.02 * | -0.05 *         | 0.06 * | 0.02 * | 0.01 *          | 0.04 * | 0.02 * |
| GO:0016137     | P | glycoside metabolic process             | 86    |       | 0.01   | -0.04  | 0.17 *          | 0.25 * | 0.17 * | 0.24 *          | 0.21 * | 0.13 * |
| GO:0030145     | F | manganese ion binding                   | 30    |       | 0.04   | 0.00   | -0.56 *         | 0.29 * | 0.27 * | -0.41 *         | 0.47 * | 0.22 * |

**Supplemental Figure S6.** Functional enrichment analyses of differential gene expression in the roots of Col-0, and the *reil1-1 reil2-1* and *reil1-1 reil2-2* double mutants in the non-acclimated state (0 day, 20°C) and shifted to 10°C cold for 1 day or 1 week. Differential gene expression is determined relative to non-acclimated Col-0 at optimized temperature 20°C.

**(A)** Mean  $\log_2$ -FCs of developmental, cell wall, and root related GO terms.

**(B)** Mean  $\log_2$ -FCs of large biosynthesis related and miscellaneous GO terms.

(C = cellular component, P = biological process, F = molecular function). Significant positive or negative functional enrichments, i.e. FDR-adjusted  $P < 0.05$ , are indicated by asterisks. The heat map color scale is  $\log_2$ -FC +1.0 (red) to -1.0 (blue). Mean  $\log_2$ -FC, z-scores, and FDR-adjusted  $P$ -values of gene sets from 2145 GO terms are calculated by parametric analysis of gene set enrichment (PAGE) [19]. The full data set is listed in Supplemental Table S3.

# Supplementary material for: Arabidopsis REI-LIKE proteins activate ribosome biogenesis during cold acclimation
**Source:** Sci Rep. 2021 Jan 28;11:2410. doi: 10.1038/s41598-021-81610-z
**Supplement:** Supplementary file 7 — Supplementary Information 7.

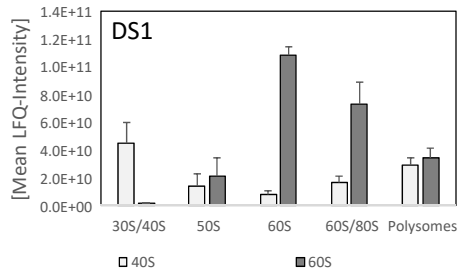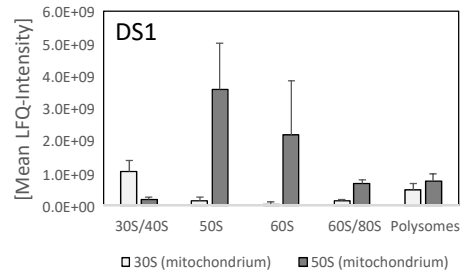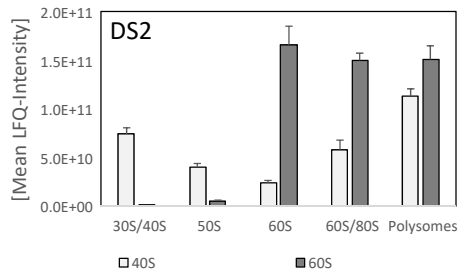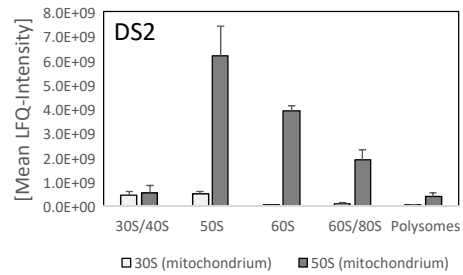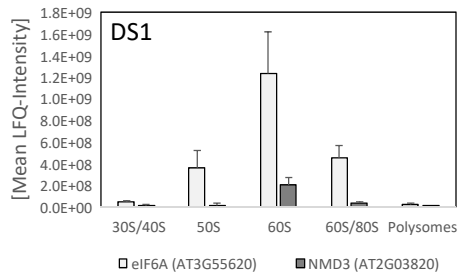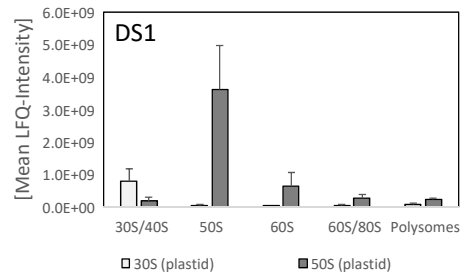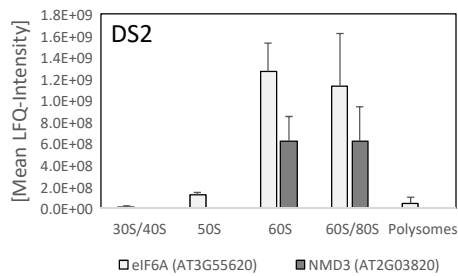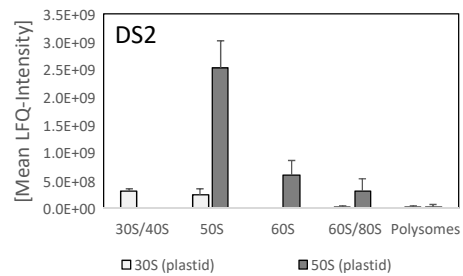

**Supplemental Figure S7.** Proteomic characterization of ribosome preparations obtained from root material by sucrose density gradient fractionation experiments DS1 and DS2, i.e. the root subset of Pride repository data set PXD016292. Ribosome complexes are represented by sums of LFQ-intensities of all detected RPs of 40S, 60S, and mitochondrial or plastid 30S and 50S subunits within each fraction. Non-translating immature 60S subunits are assessed by Arabidopsis homologs of eIF6A and NMD3 of yeast cytosolic 60S maturation factors (means +/- standard error of the four fractionations of DS 1 or DS2 (Supplemental Table S4)).

# Supplementary material for: Arabidopsis REI-LIKE proteins activate ribosome biogenesis during cold acclimation
**Source:** Sci Rep. 2021 Jan 28;11:2410. doi: 10.1038/s41598-021-81610-z
**Supplement:** Supplementary file 8 — Supplementary Information 8.

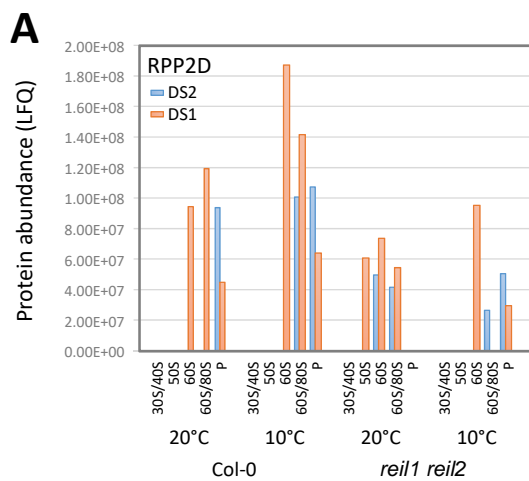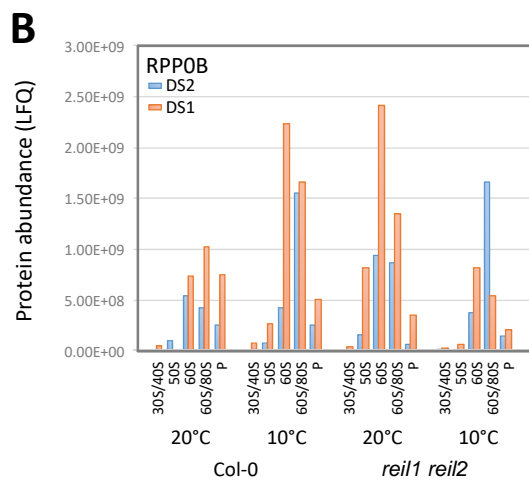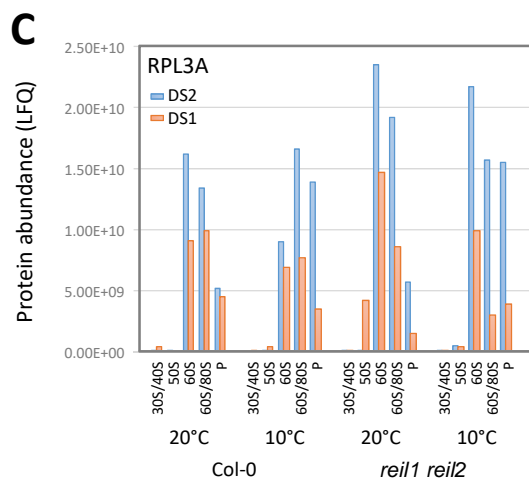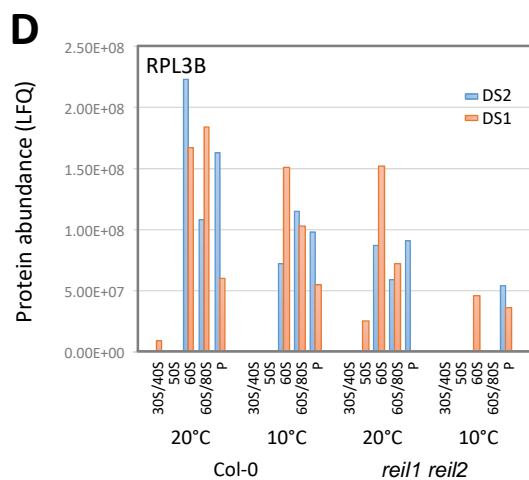

**Supplemental Figure S8.** Distribution analysis of RPP2D **(A)**, RPP0B **(B)**, RPL3A **(C)**, and RPL3B **(D)** across the sampled ribosome fractions and analyzed conditions. (experiment DS1, orange; experiment DS2, blue).

# Supplementary material for: Arabidopsis REI-LIKE proteins activate ribosome biogenesis during cold acclimation
**Source:** Sci Rep. 2021 Jan 28;11:2410. doi: 10.1038/s41598-021-81610-z
**Supplement:** Supplementary file 9 — Supplementary Information 9.

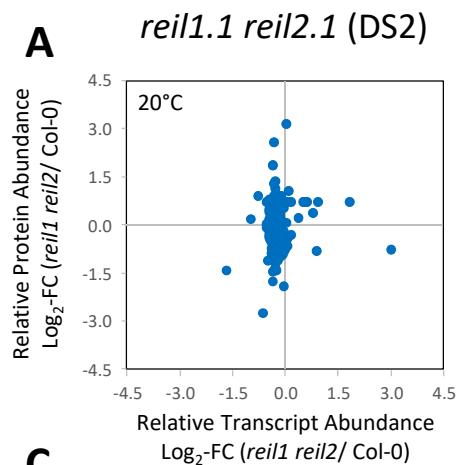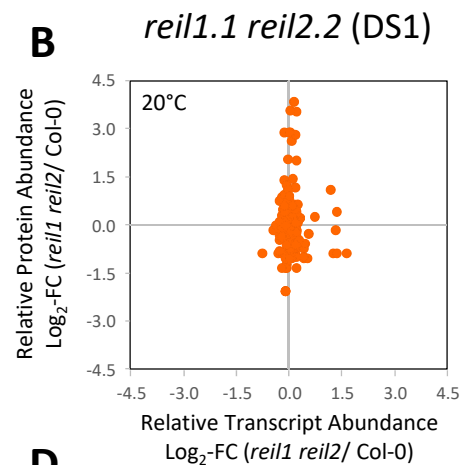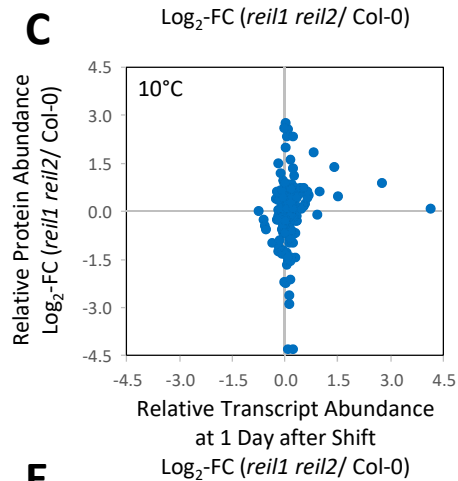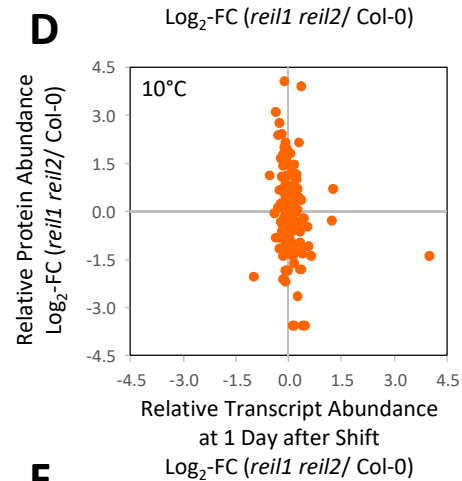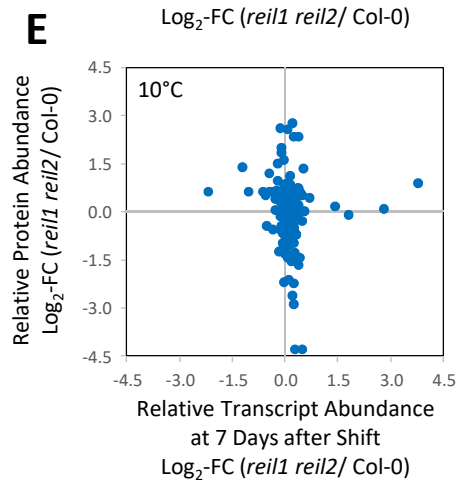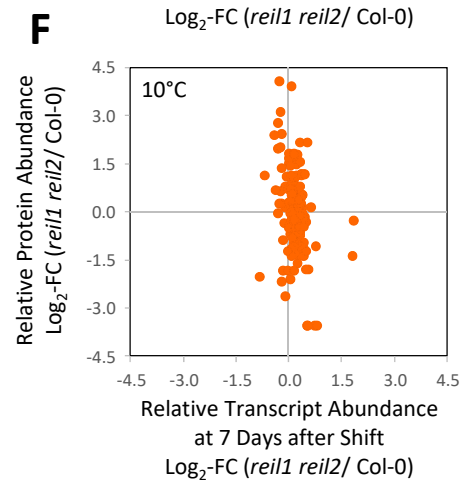

**Supplemental Figure 9.** Association analysis of changes in root transcript abundance and relative protein abundance in non-translating 40S and 60S (60S/80S) fractions of *reil1 reil2* mutants compared to *Arabidopsis thaliana* Col-0 wild type. Experiment DS2 (*reil1.1 reil2.1*) blue (A, C, E), experiment DS1 (*reil1.1 reil2.2*) orange (B, D, F), (A, B) relative protein and transcript abundance determined at 20°C, i.e. at day 0, prior to cold shift, (C, D) relative protein abundance determined at 7 days after shift to 10°C, transcript abundance at 1 day after shift to 10°C, (E, F) relative protein and transcript abundance determined at 7 days after shift to 10°C.

How the deposited data were processed for this re-analysis (not part of the article)

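Transcripts were measured on one-colour (Cy3) Agilent Arabidopsis 4X44K arrays in roots of Col-0 and of the double mutants with the reil2-1 or the reil2-2 allele at 0, 1 and 7 days after a shift from 20 °C to 10 °C, with 3 replicates in each of the 9 groups. Each replicate was a pool of roots from one hydroponic container. The 27 arrays lay on 7 slides, and every slide held arrays of several groups. The deposited files hold for every feature the signal intensity from the authors' Feature Extraction software, background-subtracted and detrended within the array, the mean and background signals, and marks of quality. The authors did not scale this intensity between arrays. The number of arrays limits the precision of every value.

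Each array held 45220 features, of which 1417 were controls and were left out. The remaining 43803 spots stood for 43603 probes and 35661 gene models, of which 29373 had a locus code. Spots marked as non-uniform, between 2 and 409 per array, were set missing, and no spot was saturated. The log2 intensity was quantile normalized between all arrays, as the methods state, and averaged over the spots of a probe and the probes of a gene model. Gene models with at least 1 probe well above background on all 3 arrays of at least 1 group were tested. This kept 26658 gene models and left out 9001, and 2 more had a group without a value.

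Log2 fold changes of group means were tested with limma 3.58.1 in R 4.3.3 with a single fit of the 9 group means to all arrays, and *P* values were adjusted by the method of Benjamini and Hochberg with a threshold of 0.05. The tables were read with data.table 1.17.8, and statmod 1.5.0 served the random block. The comparisons were each mutant against Col-0 at the same time, Col-0 at 1 and 7 days against 0 day, the mean genotype effect of the 6 mutant comparisons, and the interaction of genotype and time by a moderated F test. A gene was called constitutively changed when all 6 comparisons were past the threshold in the same direction. Where a probe was well above background on no array of one group, the fold change is given as a bound, and where it was so on some of them, their number is given.

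The list of cytosolic RPs held gene models whose locus is a cytosolic ribosomal protein in Table S6 or whose description names a 40S or 60S ribosomal protein, and the list of plastid RPs held those whose description names a ribosomal protein with chloroplast or plastid. Members of GO terms came from the deposited annotation without inherited terms, and a term needed at least 10 tested gene models. Of the 50 terms listed in Figs. 5A, 6 and S6, 31 were tested and 19 had fewer members. Lists and terms were tested with limma's camera with an inter-gene correlation of 0.01, adjusted over the terms or lists and 8 comparisons, and also with fry, with camera with an estimated correlation, and with the PAGE z-score that the paper names. List means were compared over arrays by a two-sided exact permutation test, whose smallest P is 0.1 for 3 arrays against 3. Correlations with the paper's protein values were tested with 1e+05 permutations.

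The named genes are those with a locus code in the text, whose values in the paper's figures and tables were seen beforehand, the gene models that met the constitutive criterion, and for each comparison the 3 highest and 3 lowest gene models past the threshold that were well above background on all arrays of both groups. The alternatives were 75th percentile scaling, normexp background correction with an offset of 50, no filter on dim probes, the brightest probe, non-uniform spots kept, slide as a fixed or random block, the replicate number as a block, each array left out, only both compared groups in the fit, the methods' t-test and two-way analysis of variance with and without adjustment, other gene lists, and Spearman's rho. The fit was tested on simulated data, in which 174 of 200 gene models changed by 2 on the log2 scale were recovered, 12 other gene models were called and an unchanged comparison gave 0 calls. The deposited files held no values for leaves or proteins, so that statements on leaves were left without values and those on proteins were given only correlations of the paper's protein values with transcripts.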

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

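The tests of scaling, slide, label, brightness, single arrays and contamination in this part, and the 10 splits for the RP list, were chosen after the differences were seen, and the permutation of the mutants' labels was set beforehand.

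Gene models that differed between the mutants at all 3 time points numbered 12 of 26658. The difference at 0 day, *reil1-1 reil2-1* minus *reil1-1 reil2-2*, was −5.71 for AY090965, −1.96 for AT2G44970, −3.40 for AT4G07408, −6.76 for AT3G12760, 0.93 for AT3G45770 and −0.96 for AT2G26355. For *REIL1* (AT4G31420) the first and second gene models had −2.84 and −2.90, and for AT2G36970 it was −5.68. The first of these 3 was well above background on 2 of 3 arrays of *reil1-1 reil2-1* and the last on 1 of 3. The probe A_84_P760561, EG432265 and AT1G64795 were well above background on no array of *reil1-1 reil2-1* at 0 day, and were at least 4.59-fold, 7.51-fold and 407-fold higher in *reil1-1 reil2-2*. Their fitted differences of −3.29, −5.15 and −9.97 rest on signals within background and give no size. In 100 draws of the mutants' labels permuted within time points, 1, the real one, gave as many gene models. Chance is thus argued against, with 1 in 100 the smallest share that these draws can give. With 75th percentile scaling 11 gene models were past the threshold at all times and with slide as a block 9, which argues against unequal scaling and a slide effect as the whole cause. A mislabelled array among the mutants is argued against too, since 0 of 18 arrays were nearer to the other mutant in the genes that differ at the other two time points. Col-0 RNA in the *reil1-1 reil2-2* samples would bring *REIL2*, which was well above background on 0 of 9 arrays. What stays open, and was not tested, is a difference between the mutant lines, such as the different reil2 alleles or sequence variants under single probes.

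The 12 gene models include AT1G64795 on chromosome 1 (TAIR10, 24082579 to 24082635), which in *reil1-1 reil2-2* at 0 day was at least 535-fold higher than in Col-0. Its log_2_-FCs there at 1 and 7 days were 8.93 and 8.59, with 1 and 2 of 3 arrays of Col-0 well above background. AT2G36970 on chromosome 2 (15530605 to 15530664) had −5.43 in *reil1-1 reil2-1* at 0 day, where 1 of 3 arrays was well above background, and was at least 92.8-fold and 108-fold lower than in Col-0 at 1 and 7 days.

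Between the mutants at 0 day *RPL3B* differed by −0.90 (adjusted *P* = 0.045), *RPS23A* by −1.29 (adjusted *P* = 0.0479) and *eIF3C2* by 0.88 (adjusted *P* = 0.0456). At 1 and 7 days the differences were −0.38 and 0.040, −0.28 and −0.057, and 0.39 and 0.49, none past the threshold. With single arrays left out, the difference nearest to 0 was −0.73 for *RPL3B*, −1.025 for *RPS23A* and 0.75 for *eIF3C2*, and with 75th percentile scaling the values were −0.89, −1.36 and 0.81. A single array or unequal scaling as the whole cause is argued against by these values. A difference between the mutant lines stays open and was not tested.

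The mean of the cytosolic RP list was lower in *reil1-1 reil2-1* than in *reil1-1 reil2-2* at 0 day, by −0.34 (adjusted *P* = 6.84e-20 by camera, 0.0941 by fry and 0.683 with an estimated correlation), and at 7 days by −0.12 (adjusted *P* = 2.83e-05, 0.848 and 0.996). At 0 day 3 of the 10 splits of the 6 arrays gave a difference as large, so that chance cannot be excluded. The difference was −0.26 with 75th percentile scaling and −0.32 with slide as a block, it was nearest to 0 at −0.23 without replicate 3 of *reil1-1 reil2-1*, and gene models of like brightness outside the list differed by 0.01. These values argue against unequal scaling, a slide effect, a single array and a trend with brightness as the whole cause at 0 day. At 7 days the difference was −0.0016 without replicate 2 of *reil1-1 reil2-1*, so that a single array and a difference between the genotypes cannot be told apart there. A biological difference between the lines stays open as untested.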

How the results depend on the processing

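The list of chloroplast RPs from GO terms and the GO terms without *REIL1* and *REIL2* or without *eIF3C2* were chosen after the data were seen, and all other alternatives, the gene lists and the rule for named genes were set before the data were examined. Where a result changed, the cause was not tested unless stated.

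With non-uniform spots kept and with slide as a random block, all 43 main results run under each kept their side of the threshold and, where past it or without one, their direction, or stayed within 1.5 times the count, as did the 8 results with gene codes of Table S6 alone and the 8 counts of GO terms each without *REIL1* and *REIL2* and without *eIF3C2*. Among single terms, the cytosolic large subunit without *REIL1* and *REIL2* reversed to 0.14 in *reil1-1 reil2-1* at 1 and 7 days and to 0.094 in *reil1-1 reil2-2* at 1 day, and the eIF3 complex without *eIF3C2* lost its calls in *reil1-1 reil2-1* at 1 and 7 days (adjusted *P* = 0.167 and 0.545). With ribosomal proteins only, none of the 6 correlations with protein change was past the threshold before or after, and 3 reversed, to 0.0113 in *reil1-1 reil2-1* at 1 day and to 0.103 and 0.232 in *reil1-1 reil2-2* at 1 and 7 days. The slide correlation estimated for the random block was −0.0124. By the same measure 41 of 43 main results were kept with 75th percentile scaling, 40 with the brightest probe, 39 with normexp background correction, 38 with no filter on dim probes, 42 with the replicate block and 29 with slide as a block. Among 372 log_2_-FCs of named genes, none reversed while called. The number that kept their side of the threshold was 370 with 75th percentile scaling, 370 with the brightest probe, 352 with no filter on dim probes, 372 with non-uniform spots kept, 358 with normexp background correction, 367 with the replicate block, 334 with slide as a block, 370 with slide as a random block, 294 with only the 2 groups compared and 320 by the methods' t-test. With 1 array left out, 2025 values of these genes kept their side, 182 lost the threshold and 25 gained it.

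With 75th percentile scaling, gene models differing in *reil1-1 reil2-2* at 1 day numbered 65 in place of 116, and the share that was higher moved from 37.9% to 64.6%. The plastid RP list in *reil1-1 reil2-1* at 7 days had −0.15 (adjusted *P* = 0.0504). The median of all gene models moved by less than 0.1 under this scaling.

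With normexp background correction, the counts were 96 in Col-0 at 1 day, 60 in *reil1-1 reil2-2* at 1 day and 18 for the interaction, and the plastid RP list in *reil1-1 reil2-1* at 7 days had −0.14 (adjusted *P* = 0.0654). With no filter on dim probes, the counts were 0 in Col-0 at 1 day (5767 at an unadjusted *P* below 0.05 by limma), 770 in *reil1-1 reil2-1* at 0 day, 50 and 35 in *reil1-1 reil2-2* at 1 and 7 days and 371 for the genotype effect. It tests more gene models, which raises the adjusted P. With the brightest probe, 5 GO terms were past the threshold in *reil1-1 reil2-1* at 1 day and 4 in *reil1-1 reil2-2*, and the plastid RP list in *reil1-1 reil2-2* at 0 day had 0.19 (adjusted *P* = 0.0415). The cause was not tested.

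With slide as a block, the counts were 0 in Col-0 at 1 day (4214 at an unadjusted *P* below 0.05 by limma), 1753 in Col-0 at 7 days, 719 and 29 in *reil1-1 reil2-1* at 0 and 1 day, 14, 8 and 8 in *reil1-1 reil2-2* at 0, 1 and 7 days, 300 for the genotype effect, 1 for the interaction and 4 constitutive gene models. GO terms in *reil1-1 reil2-2* at 1 day numbered 5. The cytosolic RP list had −0.14 in Col-0 at 7 days (adjusted *P* = 0.00739) and 0.029 in *reil1-1 reil2-2* at 1 day (adjusted *P* = 0.0805), and the plastid RP list had −0.20 in *reil1-1 reil2-2* at 7 days (adjusted *P* = 0.0204). The cause was not tested. With the replicate block, the interaction count was 28. The replicates share only their numbers between groups, and the residuals of arrays with the same number correlated by 0.048 on average against −0.0233 for other numbers.

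With only the 2 groups compared in the fit, the counts were 0 in Col-0 at 1 day (3479 at an unadjusted *P* below 0.05 by limma), 2 at 7 days, 8, 12 and 14 in *reil1-1 reil2-1* and 14, 6 and 23 in *reil1-1 reil2-2*. This fit rests on 6 arrays and has a less certain spread by construction.

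By the methods' t-test, without adjustment, the counts were 2074 in Col-0 at 1 day, 2987, 1157 and 1347 in *reil1-1 reil2-1* and 2646, 2894 and 2610 in *reil1-1 reil2-2*. An unadjusted threshold passes more gene models by construction. After Benjamini-Hochberg adjustment the counts were 0 for Col-0 at 1 and 7 days, *reil1-1 reil2-1* at 0, 1 and 7 days, *reil1-1 reil2-2* at 1 day and the constitutive criterion, and 1 and 3 in *reil1-1 reil2-2* at 0 and 7 days. Before adjustment the t-test gave 3807 in Col-0 at 7 days, and limma gave 164 and 3202 in Col-0, 1256, 47 and 70 in *reil1-1 reil2-1*, 116 in *reil1-1 reil2-2* at 1 day and 8 constitutive gene models. The methods' two-way analysis of variance gave 6563 for the genotype effect and 4224 for the interaction without adjustment, and 1550 and 24 after adjustment, compared with 558 and 11 by limma. For the genotype the counts are not alike. The analysis of variance tests any difference among the genotypes, and limma tests the mean effect of both mutants.

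By fry, GO terms past the threshold numbered 7 in Col-0 at 1 day, 6, 0 and 0 in *reil1-1 reil2-1* (11, 2 and 4 unadjusted) and 3, 4 and 1 in *reil1-1 reil2-2*. By camera with an estimated correlation they numbered 0 in Col-0 at 1 and 7 days and in both mutants at all times, with between 1 and 5 at an unadjusted *P* below 0.05. By the PAGE z-score the number in *reil1-1 reil2-2* at 1 day was 2, and the plastid RP list in *reil1-1 reil2-1* at 7 days had −0.15 (adjusted *P* = 0.609). By fry and by camera with an estimated correlation the list means are the same by construction and none was past the threshold. The means of the cytosolic RP list were −0.24, 0.15 and 0.14 in *reil1-1 reil2-1*, 0.10, 0.11 and 0.27 in *reil1-1 reil2-2* and 0.25 in Col-0 at 1 day (adjusted *P* between 0.244 and 0.666 by fry and between 0.716 and 0.797 with an estimated correlation), and that of the plastid RP list in *reil1-1 reil2-1* at 7 days was −0.15 (adjusted *P* = 0.244 and 0.716).

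With the list of descriptions alone, the cytosolic RP list had −0.21 in *reil1-1 reil2-1* at 0 day (adjusted *P* = 0.0591). With the GO plastid ribosome terms, the plastid list had 0.21 in Col-0 at 7 days (adjusted *P* = 0.0421), 0.23 in *reil1-1 reil2-1* at 0 day (adjusted *P* = 0.000692), and 0.16 at 0 day (adjusted *P* = 0.0421) and −0.13 at 7 days (adjusted *P* = 0.0447) in *reil1-1 reil2-2*. With the GO chloroplast ribosome list, it had 0.14 in Col-0 at 1 day (adjusted *P* = 0.0193), 0.10 in *reil1-1 reil2-2* at 0 day (adjusted *P* = 0.00236) and, reversed against the main list, 0.0065 in *reil1-1 reil2-1* at 7 days (adjusted *P* = 0.0399, with a median of −0.08). The cause was not tested.

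With the Col-0 0 d replicates divided between both changes, the correlation across genes was −0.0042 for *reil1-1 reil2-1*, reversed, and 0.0439 for *reil1-1 reil2-2*, and the alternative's own construction removes the noise that both changes share. Spearman's rho of transcript and 60S protein change was −0.414 in *reil1-1 reil2-2* at 7 days (adjusted *P* = 0.0157, with others between 0.0814 and 0.809), and the cause was not tested.

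With 1 array left out, gene counts ranged from 160 to 2267, from 25 to 49 and from 36 to 147 in *reil1-1 reil2-1* at 0, 1 and 7 days, from 54 to 757, from 15 to 125 and from 16 to 44 in *reil1-1 reil2-2*. In Col-0 they ranged from 0 to 4504 at 1 day and from 549 to 6322 at 7 days. The genotype effect ranged from 309 to 681, the interaction from 3 to 154 and the constitutive criterion from 6 to 9. The count of Col-0 at 1 day was 4504 without replicate 1 of Col-0 at 0 day and 0 without any of the other 5 arrays, with 2868 to 4674 at an unadjusted *P* below 0.05 by limma. In Col-0 at 7 days it was 6322, 611 and 549 without replicates 1, 2 and 3 at 0 day and 1448 and 1556 without replicates 1 and 3 at 7 days.

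In *reil1-1 reil2-1* the count at 0 day was 2267, 414 and 165 without Col-0 replicates 1, 2 and 3 and 587 and 160 without its replicates 1 and 3. It was 25 at 1 day without its replicate 3, and at 7 days 36 without Col-0 replicate 1 and 147 and 39 without its replicates 1 and 3. In *reil1-1 reil2-2* it was 93 at 0 day without Col-0 replicate 3 and 79, 54 and 757 without its replicates 1, 2 and 3. At 1 day it was 47, 21 and 25 without Col-0 replicates 1, 2 and 3 and 15 and 17 without its replicates 2 and 3. At 7 days it was 21, 32 and 38 without Col-0 replicates and 41, 16 and 44 without its own replicates 1, 2 and 3. The genotype effect was 344 without Col-0 0 day replicate 3, 335 and 309 without 1 day replicates 2 and 3 and 319 and 358 without 7 days replicates 1 and 2. The interaction was 154, 4 and 3 without Col-0 0 day replicates 1, 2 and 3, 60 without *reil1-1 reil2-2* 0 day replicate 3, 29 without *reil1-1 reil2-2* 1 day replicate 1 and 17 without *reil1-1 reil2-1* 7 days replicate 1. It was 7 without Col-0 1 day replicates 2 and 3, Col-0 7 days replicate 3 and *reil1-1 reil2-2* 7 days replicates 2 and 3, 5 without *reil1-1 reil2-1* 0 day replicate 3, and 4 and 6 without *reil1-1 reil2-2* 0 day replicates 1 and 2. Where a group was left with 2 arrays, they were assumed to vary like the other groups.

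GO terms ranged from 7 to 13, from 0 to 9 and from 1 to 9 in *reil1-1 reil2-1*. They ranged from 5 to 12, from 4 to 11 and from 8 to 10 in *reil1-1 reil2-2*, and from 13 to 15 and from 3 to 5 in Col-0. The count of 0 was in *reil1-1 reil2-1* at 1 day without Col-0 replicate 1 (3 terms at an unadjusted *P* below 0.05 by camera). Beyond 1.5 times lie 7 in *reil1-1 reil2-1* at 0 day without Col-0 replicate 1 or its replicate 3, 4 and 5 at 1 day without its replicates 1 and 3, and 4 and 1 at 7 days without Col-0 replicate 3 and its replicate 1. In *reil1-1 reil2-2* they are 5 at 0 day without Col-0 replicate 3 or its replicate 2, and 4 and 5 at 1 day without Col-0 replicates 1 and 3 and its replicate 3.

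The mean of the cytosolic RP list ranged from −0.41 to −0.13, from 0.067 to 0.21 and from 0.028 to 0.26 in *reil1-1 reil2-1* at 0, 1 and 7 days. It ranged from 0.047 to 0.14, from 0.00056 to 0.23 and from 0.24 to 0.29 in *reil1-1 reil2-2*, and from 0.19 to 0.33 in Col-0 at 1 day and from −0.026 to 0.030 at 7 days. That of the plastid RP list ranged from 0.097 to 0.18, from −0.11 to 0.030 and from −0.22 to −0.10 in *reil1-1 reil2-1*, from 0.11 to 0.21, from −0.16 to −0.061 and from −0.22 to −0.10 in *reil1-1 reil2-2*, and from 0.0060 to 0.11 and from 0.022 to 0.14 in Col-0. The arrays behind the changed calls are named at the claims. The correlation across genes ranged from 0.0824 to 0.514 and from 0.179 to 0.530. That with 60S protein change ranged from 0.313 to 0.360, from −0.241 to 0.0346 and from −0.358 to −0.204 in *reil1-1 reil2-1* and from 0.0346 to 0.249, from −0.178 to 0.0854 and from −0.352 to −0.203 in *reil1-1 reil2-2*. Both values at 7 days passed the threshold without Col-0 7 days replicate 2.

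Of 10 splits of 6 arrays, the real one included, 1 gave as many gene models as the real one in *reil1-1 reil2-1* at 0, 1 and 7 days, 2, 1 and 1 in *reil1-1 reil2-2*, and 2 and 1 in Col-0 at 1 and 7 days. For GO terms they numbered 3, 3 and 5 in *reil1-1 reil2-1*, 4, 5 and 3 in *reil1-1 reil2-2*, and 1 and 5 in Col-0. With 10 splits chance cannot be excluded in any of these. In *reil1-1 reil2-2* at 0 day a split that put the arrays of slides 1, 3 and 4 together gave 728, where the blocked value was 14, and in Col-0 at 1 day one that put both arrays of slide 1 together gave 230, where it was 0. Labels were permuted within time points in 100 draws, the real one included. As many gene models were found in 2 draws for the genotype effect, 2 for the interaction and 1 for the constitutive criterion. Chance is argued against for the constitutive criterion, where 1 in 100 is the smallest share that these draws can give. The 8 gene models that met it include 3 of the mutated genes *REIL1* and *REIL2*, while no permuted draw gave any gene model. It is argued against less firmly for the other counts, since a permuted draw gave 1637 for the genotype effect and another gave 44 for the interaction. The permutation removes every effect of genotype, so that it does not test the interaction alone.

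Signal over background limits genes near it. *REIL2* in *reil1-1 reil2-2* and at 0 and 1 day in *reil1-1 reil2-1*, *RPS27C* and AT3G29580 in Col-0, *RPP2E* and the first gene model of *REIL1* at 0 day in *reil1-1 reil2-1*, *RPP2E* at 7 days in Col-0, and *CBF1* and *VIN3* at 0 day have arrays on which they were not well above background. The filter left out 9001 gene models.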

Differences from the paper's values

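The list of the cytosolic large subunit without *REIL1* and *REIL2* and that of 59 chloroplast RPs were chosen after the result was seen, and no other test in this part was. Values are mean log_2_-FCs relative to non-acclimated Col-0, and the paper's values are those of its supplement. Of 132 values of the supplement that were compared, 32 differed. Of the values read from its figures 0 of 122 differed, and of those in its text 2 of 6. Where 2 values differed in sign near 0 by less than the SD of the array means, this SD is given. Each mean log_2_-FC was recomputed under the 8 alternatives set before the data were examined that use every array and with each of the 6 arrays left out. At gene level, log_2_-FCs of the mutants relative to Col-0 at the same time were compared with the paper's Table S2. Of 820 listed entries, 647 were matched. The correlation r was between 0.979 and 0.996, and the largest median difference was 0.012. For these entries, the values argue against a difference in processing. Changes of Col-0 in the cold are not among them. Unequal members per term stay open as a cause of the differing means.

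Response to cold differed under every alternative in Col-0 at 7 days (the paper's value 0.12, here 0.22). The paper's value of the same term in *reil1-1 reil2-1* at 0 day was −0.027, and here it was 0.0092. They were closer than the SD of the array means of 0.062. This difference was absent with the brightest probe, and without Col-0 0 d replicate 2, Col-0 0 d replicate 3 or *reil1-1 reil2-1* 0 d replicate 3. The paper's value of the same term in *reil1-1 reil2-1* at 1 day was 0.045, and here it was 0.12. No difference remained with normexp background correction, and without Col-0 0 d replicate 2. The paper's value of the same term in *reil1-1 reil2-1* at 7 days was 0.1, and here it was 0.15. The values did not differ with normexp background correction, no filter on dim probes or the brightest probe, and without Col-0 0 d replicate 2, Col-0 0 d replicate 3 or *reil1-1 reil2-1* 7 d replicate 2. The paper's value of the same term in *reil1-1 reil2-2* at 0 day was 0.026, and here it was −0.029. They were closer than the SD of the array means of 0.063. The difference was absent without Col-0 0 d replicate 1.

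Response to high light intensity differed under every alternative in Col-0 at 7 days (the paper's value −0.21, here 0.059). The paper's value of the same term in *reil1-1 reil2-1* at 7 days was −0.44, and here it was −0.21. It was absent without Col-0 0 d replicate 1. The paper's value of the same term in *reil1-1 reil2-2* at 1 day was −0.41, and here it was −0.25. No difference remained with the brightest probe or slide as a block, and without Col-0 0 d replicate 1, *reil1-1 reil2-2* 1 d replicate 1 or *reil1-1 reil2-2* 1 d replicate 3. The paper's value of the same term in *reil1-1 reil2-2* at 7 days was −0.48, and here it was −0.28. The values did not differ without Col-0 0 d replicate 1.

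Response to hydrogen peroxide differed under every alternative in Col-0 at 1 day (the paper's value −0.38, here −0.15), Col-0 at 7 days (the paper's value −0.35, here −0.067), *reil1-1 reil2-1* at 1 day (the paper's value −0.45, here −0.18), *reil1-1 reil2-1* at 7 days (the paper's value −0.53, here −0.20), *reil1-1 reil2-2* at 1 day (the paper's value −0.5, here −0.21) and *reil1-1 reil2-2* at 7 days (the paper's value −0.56, here −0.17).

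The paper's value of ribosome in Col-0 at 7 days was −0.016, and here it was 0.0054. They were closer than the SD of the array means of 0.045. The difference was absent with the brightest probe, and without Col-0 0 d replicate 2, Col-0 0 d replicate 3 or Col-0 7 d replicate 2.

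Cytosolic ribosome differed under every alternative in Col-0 at 1 day (the paper's value 0.23, here 0.096), *reil1-1 reil2-1* at 1 day (the paper's value 0.37, here 0.18) and *reil1-1 reil2-2* at 7 days (the paper's value 0.2, here 0.11). The paper's value of the same term in *reil1-1 reil2-2* at 1 day was 0.33, and here it was 0.21. It was absent with 75th percentile scaling, and without *reil1-1 reil2-2* 1 d replicate 1.

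Cytosolic large subunit differed under every alternative in *reil1-1 reil2-1* at 1 day (the paper's value 0.42, here 0.25) and *reil1-1 reil2-2* at 0 day (the paper's value 0.13, here 0.0013). The paper's value of the same term in Col-0 at 7 days was −0.011, and here it was 0.033. They were closer than the SD of the array means of 0.059. No difference remained with slide as a block. The paper's value of the same term in *reil1-1 reil2-2* at 7 days was 0.23, and here it was 0.12. The values did not differ with 75th percentile scaling. Without *REIL1* and *REIL2* the term had 0.41 in *reil1-1 reil2-1* at 1 day and 0.14 and 0.26 in *reil1-1 reil2-2* at 0 and 7 days, where no difference remained, and 0.022 in Col-0 at 7 days, where it did.

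The eIF3 complex differed under every alternative in *reil1-1 reil2-2* at 7 days (the paper's value 0.46, here 0.33).

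The paper's value of translation release factor activity in *reil1-1 reil2-1* at 0 day was 0.11, and here it was 0.19. The difference was absent with normexp background correction, no filter on dim probes or non-uniform spots kept, and without Col-0 0 d replicate 3 or *reil1-1 reil2-1* 0 d replicate 1. The paper's value of the same term in *reil1-1 reil2-1* at 1 day was 0.012, and here it was −0.0037. They were closer than the SD of the array means of 0.052. This difference was absent with normexp background correction or slide as a block, and without Col-0 0 d replicate 1, Col-0 0 d replicate 2 or *reil1-1 reil2-1* 1 d replicate 2. The paper's value of the same term in *reil1-1 reil2-2* at 7 days was −0.08, and here it was −0.0046. No difference remained with no filter on dim probes, and without Col-0 0 d replicate 3 or *reil1-1 reil2-2* 7 d replicate 2.

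The paper's value of transfer of glycosyl groups in *reil1-1 reil2-1* at 0 day was −0.12, and here it was −0.18. The values did not differ with 75th percentile scaling, normexp background correction or no filter on dim probes, and without Col-0 0 d replicate 2, Col-0 0 d replicate 3 or *reil1-1 reil2-1* 0 d replicate 1.

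Manganese ion binding differed under every alternative in *reil1-1 reil2-1* at 1 day (the paper's value 0.29, here 0.10) and *reil1-1 reil2-1* at 7 days (the paper's value 0.27, here 0.16). The paper's value of the same term in Col-0 at 1 day was 0.035, and here it was −0.028. They were closer than the SD of the array means of 0.092. The difference was absent without Col-0 1 d replicate 3.

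Members per term are not the same in both sources. Cold acclimation had 22 genes in the paper and 56 here, ribonucleoprotein complex 514 and 40, translation 620 and 383, and root morphogenesis 91 and 16. The means of these terms were not compared with the paper's. Among terms that differed under every alternative, response to cold had 263 and 334, high light intensity 47 and 65 and hydrogen peroxide 43 and 59. Cytosolic ribosome had 277 and 231, its large subunit 133 and 137, the eIF3 complex 10 and 15 and manganese ion binding 30 and 39. The numbers of plastid transcripts also differ, with the paper's 30 for the plastid 30S subunit against 1 here and the paper's 41 for the plastid 50S subunit against 4 here, and none of the 5 alternatives set before the data were examined that apply was without this difference.

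The paper states that 8 marker genes changed with the cold and gives a temperature effect for each by two-way analysis of variance. That effect, which draws on all genotypes and times, was not tested here. In the single comparisons of Col-0 with 0 day, none was past the threshold at 1 day and *VIN3* was not at 7 days. At 1 day *CBF2*, *CBF3*, *KIN1*, *KIN2*, *COR15A* and *COR15B* were called without replicate 1 of Col-0 at 0 day, *CBF1* and *KIN2* by the methods' t-test, and *KIN1* with the brightest probe. *VIN3* was called at 7 days without replicate 1 of Col-0 at 0 day. The paper states that response to heat fell significantly, while in Col-0 it was not past the threshold by camera (−0.21 and −0.29), and the PAGE z-score calls it. The paper names response to reactive oxygen species among the accompanying responses, and here it was not past the threshold in any comparison. This term had 69 genes in the paper and 40 here.

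The paper states that expression of ribonucleoprotein complexes was activated in the cold. The term, with 514 genes in the paper and 40 here, was past the threshold in Col-0 at 1 day by fry alone and not at 7 days. The paper states that *KIN1*, *KIN2*, *VIN3*, *COR15A* and *COR15B* were reduced in the mutants at 0 day, and its discussion names *VIN3* among genes not changed prematurely. All 10 values here are lower and none is past the threshold, while *COR15B* in *reil1-1 reil2-2* was called without replicate 2 of Col-0.

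The paper names AT3G44120 among the genes raised in all comparisons, and here a gene model listed as AT3G18320 was past the threshold in 2 of 6 by limma and in 4 of 6 by the methods' t-test. With the brightest probe it was also called in *reil1-1 reil2-2* at 7 days. AT3G29644, which met the paper's criterion by the t-test, is not among the genes that the paper names. The paper gives a significant genotype effect for *RPL24C* by the two-way analysis of variance. Here the effect was past the threshold by that test, while the mean effect of both mutants was not by limma.

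The paper states that 4 stress terms and manganese ion binding were past its threshold in both mutants at all times relative to non-acclimated Col-0. By camera, response to heat was past the threshold in 3 of 6 mutant groups, response to high light intensity in 2 of 6 and response to hydrogen peroxide in 1 of 6. Neither of the first 2 was past it in any group by fry, while PAGE calls both in all 6. Manganese ion binding was past it by camera in *reil1-1 reil2-1* at 0 day and *reil1-1 reil2-2* at 1 day, and fry adds *reil1-1 reil2-1* at 7 days and *reil1-1 reil2-2* at 0 day. The paper states that root morphogenesis and cell wall organization were reduced in both mutants at all times. Root morphogenesis was not past the threshold by camera or PAGE in any mutant group, and fry calls it in *reil1-1 reil2-1* at 0 day. Cell wall organization was past it in 1 of 6 mutant groups by camera, in 5 of 6 by fry and in none by PAGE. Both terms held far fewer genes here than in the paper, with 16 tested against 91 for root morphogenesis and 34 tested for cell wall organization. These calls are therefore not a like comparison with the paper's.

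The paper states that RPs of both cytosolic subunits rose in the cold in both mutants relative to Col-0. The means here have that direction, and camera calls all 4 of each part. PAGE calls all but the 40S part in *reil1-1 reil2-2* at 1 day, and fry and an estimated correlation call none. The paper states that plastid RPs rose at 0 day and fell in the cold. The means here have that direction, and only that of *reil1-1 reil2-1* at 7 days is past the threshold, while with the GO plastid ribosome terms in place of the list the means at 0 and 7 days are in both mutants. At 7 days their adjusted P was 0.0497 and 0.0447, and 0.0591 and 0.052 when adjusted with all other lists. With 59 chloroplast RPs from GO terms the means at 7 days were 0.0065 and 0.025, and of those at 0 day that of *reil1-1 reil2-2* is past the threshold. Fry calls none of these lists. The paper names *RPL4A* and *RPL4D* as affected together. None of their 12 values was past the threshold by limma, and 5 of 12 were by the methods' t-test.

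In 1 sentence the paper names *eIF3G2* beside genes raised in the mutants at all times, and in another it sets the gene apart from them. Here both values at 0 day are negative and none of 6 is past the threshold by limma, while the values at 7 days in both mutants are by the methods' t-test.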

Other observations

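The use of the divided Col-0 arrays as a test and the tests of chromosome windows and of neighbouring loci were chosen after the results were seen.

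Genes past the threshold in both mutants numbered 115, 22 and 34 at 0, 1 and 7 days, and all of them changed the same way in both. The correlation of both mutants' log_2_-FCs across genes was 0.455, 0.341 and 0.652, and 0.516, 0.513 and 0.485 in simulated unchanged mutants that share the Col-0 arrays.

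Among gene models past the threshold and well above background on all arrays of both groups, the 3 highest and 3 lowest of each comparison were named. At 1 day they include *eIF3C2* and both gene models of *REIL1* in *reil1-1 reil2-1*, next to AT3G24780 (3.44, SE 0.31, adjusted *P* = 1.88e-06) and AT2G18720 (3.04, SE 0.53, adjusted *P* = 0.0122), with AT3G12760 at −7.57, and AT2G18720 lost its call without Col-0 replicate 1 (2.896), Col-0 replicate 2 (2.99) or replicate 3 of the mutant (2.49). In *reil1-1 reil2-2* they were AT3G56210 (4.52, adjusted *P* = 0.0165), AT3G24780 (2.95, adjusted *P* = 2.81e-05), *RNS1* (2.74, adjusted *P* = 0.0121), both gene models of *REIL1* and *SEP4* (−1.79, adjusted *P* = 0.0231). AT3G56210 lost its call without any of 4 arrays, *SEP4* without any of 5, and *RNS1* without Col-0 replicate 2 (2.51) or replicate 3 of the mutant (2.703).

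At 7 days *NDB4* (3.29, SE 0.49, adjusted *P* = 0.00135) and AT5G55270 (2.99, SE 0.44, adjusted *P* = 0.00124) were highest next to *eIF3C2* (3.80) in *reil1-1 reil2-1*, and *REIL2* (−7.49), *REIL1* (−6.96) and AT3G12760 (−6.89) were lowest. AT3G24780 was left out there, since it was well above background on 1 of 3 arrays of Col-0. In *reil1-1 reil2-2* AT3G56210 (4.10, adjusted *P* = 0.0357), *NDB4* (2.87, adjusted *P* = 0.0121) and AT3G23760 (−1.37, adjusted *P* = 0.0322) were named next to *eIF3C2* (3.31) and both gene models of *REIL1*, where AT3G56210, *NDB4* and AT3G23760 lost their calls without any of 5, 4 and 6 arrays.

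In Col-0 at 1 day the named genes were AT3G21080 (4.67, SE 0.97), *LHY* (2.24), AT4G38410 (2.08) and *GASA1* (−2.38), each with adjusted *P* = 0.0439, and *VSP1* and *VSP2* (both −2.26, adjusted *P* = 0.0371). All 6 lost their calls without any of 5 of the 6 arrays.

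The correlation of the mutants' change at 0 day with the change of Col-0 at 7 days may come from the noise of the Col-0 arrays that both share. With these arrays divided, the mean correlation was −0.004177 for *reil1-1 reil2-1* and 0.04395 for *reil1-1 reil2-2*, which is what the shared noise predicts. The 6 divisions ranged from −0.405 to 0.272 and from −0.383 to 0.322, so that a correlation of either sign is not excluded. A shift of the mutants towards the acclimated state in part of the genes stays open.

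A stretch of chromosome that both mutant lines share and Col-0 lacks would gather the genes with a genotype effect in one place. *REIL1* and *REIL2*, the genes mutated, were left out of these tests. The fullest window of 2 Mb, on chromosome 5 from 24 Mb, held 20 of 536 loci. A permutation test with 1000 random draws of loci (median 19, largest 29) gave *P* = 0.3576, so that no gathering was found. A stretch with few of these genes would not show among so many loci and stays open. Of 15 other loci changed in all comparisons or differing between the mutants at all times, 4 lay within 200 kb of another. The same permutation test gave *P* = 0.05295. A stretch that differs in one mutant line and chance cannot be told apart here, since the loci are few.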
